# Carboxy-Methylation of the Catalytic Subunit of Protein Phosphatase 2A (PP2Ac) Integrates Methionine Availability with Methionine Addicted Cancer Cell Proliferation

**DOI:** 10.3390/biom15091210

**Published:** 2025-08-22

**Authors:** Anna Andronicos, Kiku C. Yoneda, Da-Wei Lin, Fiona V. Law, Hosung Bae, Ali Basirattalab, Nicholas A. Graham, Cholsoon Jang, Peter Kaiser

**Keywords:** methionine dependence of cancer, methionine restriction, Hoffman effect, protein phosphatase 2A, methylation

## Abstract

Cancer cells exhibit a well-documented, yet poorly understood, dependence on exogenous methionine, despite retaining the capacity to convert homocysteine to methionine. In contrast, non-tumorigenic cells can proliferate when methionine is replaced by homocysteine. To investigate the mechanistic basis of this methionine dependence, we examined how methionine metabolism impacts cancer cell proliferation. We identified carboxy-methylation of the catalytic subunit of Protein Phosphatase 2A (PP2A) as a critical node linking methionine availability to proliferation. PP2A methylation was found to be highly sensitive to intracellular S-adenosylmethionine (SAM) levels, with reduced methylation correlating with impaired proliferation under methionine restriction. Overexpression of Protein Phosphatase Methylesterase-1 (PME-1), which demethylates PP2A, or expression of a Leu309-deleted PP2A mutant that mimics the demethylated form, was sufficient to reduce proliferation even in methionine-independent cells. These findings support a model in which methionine limitation lowers SAM availability, thereby decreasing PP2A methylation and impairing cell proliferation. Our study reveals a mechanistic link between methionine metabolism and cell proliferation and suggests that PP2A methylation plays a key role in the unique methionine dependence of cancer cells.

## 1. Introduction

Since the 1900s, dietary restriction has been linked to longer lifespans and better prognoses for many diseases [1], although the mechanisms remain poorly understood. Restriction of the essential amino acid methionine has especially been linked with improved metabolic health [2] and extended lifespan in model organisms, including rodents [3,4,5]. In addition to extending longevity, methionine-restricted (MR) diets have shown positive effects in cancer models. As early as 1959, MR diets were reported to significantly reduce tumor growth in tumor-bearing rats [6]. Since then, these anti-tumor effects have been replicated in numerous animal models [7,8,9]. The tumor-suppressive activity of MR diets is thought to stem from a cancer cell–intrinsic reliance on exogenous methionine, a phenomenon termed methionine dependence of cancer, methionine addiction of cancer, or the Hoffman Effect [10,11]. This phenomenon is defined by a cancer-specific metabolic addiction showing that most cancer cells, but not normal cells, are dependent on exogenous methionine and are unable to proliferate when methionine is replaced with its precursor, homocysteine [12,13,14]. This methionine addiction has been shown to be tightly correlated with malignancy [15]. Using murine leukemia cells, this phenomenon was first reported in 1973 [13] and has since then been further developed in a multitude of studies [11,12,14,16,17,18]. While it has been shown that cancer cells are able to synthesize methionine from homocysteine [11], it is not fully understood why they cannot proliferate in these conditions. One proposed mechanism underlying methionine dependence in cancer is an increased rate of transmethylation reactions that exceeds the capacity for metabolic regeneration [19,20]. Consistent with this idea, isotope tracing and metabolite add-back studies have shown that culturing cancer cells in homocysteine reduces S-adenosylmethionine (SAM) synthesis, thereby limiting the transmethylation capacity required to support rapid proliferation [20,21,22,23]. Additionally, impaired methionine synthase activity due to limited assembly of the active holoenzyme with its vitamin B12-derived cofactor, methylcobalamin, has been suggested as a contributing factor in certain cancer cell systems [24,25]. However, other studies have reported that cancer cells require functional methionine synthase holoenzyme for survival due to its essential role in folate generation [26,27].

Transmethylation and SAM production are tightly coupled to methionine metabolism, as methionine not only serves as a proteogenic amino acid but also reacts with ATP to form SAM, the primary methyl donor in cellular processes. As such, SAM is responsible for most methylation events, including methylation of DNA, RNA, proteins, and lipids. After loss of the methyl group, the metabolite S-adenosyl homocysteine (SAH) is hydrolyzed into adenosine and homocysteine, which then becomes the precursor for methionine in the methionine cycle [10] (Figure 1A). In methionine-limiting conditions, the SAM/SAH ratio, a measure of cellular methylation potential, significantly decreases in tumorigenic cells [7,23,24]. A possible explanation for decreased SAM levels observed during growth in homocysteine, specifically in tumor cells, is that homocysteine metabolism is redirected towards the transsulfuration pathway and glutathione synthesis, as indicated by stable isotope tracing [23]. This metabolic shift likely occurs in response to increased oxidative stress often experienced by cancer cells. When combined with the elevated transmethylation demands associated with cancer cell proliferation [19,20], these metabolic constraints may trigger a protective cell cycle arrest that progresses to induced cell death if stress persists [18,28,29]. It has been suggested that monitoring cellular methylation potential and halting proliferation in response to SAM depletion constitutes a crucial evolutionarily conserved cell cycle checkpoint that safeguards epigenetic and cellular integrity [12,18,29,30]. While several pathways sensing methionine availability and its related metabolites have been identified, the mechanisms by which the cell proliferation machinery detects decreases in methionine or SAM levels and communicates with the cell cycle and survival machinery remain poorly understood [30].

Extensive research in yeast has uncovered multiple pathways that sense methionine metabolism status. For instance, translation capacity is regulated by the availability of sulfur-containing amino acids through tRNA thiolation [31]. Additionally, methionine levels modulate the expression of metabolic enzymes involved in methionine synthesis and cell cycle regulation by influencing the interaction of transcription factors with the ubiquitin ligase SCFMet30 [32,33,34,35]. Furthermore, autophagy is linked to methionine metabolism through the carboxymethylation of Protein Phosphatase 2A (PP2A), highlighting the intricate regulatory network governing methionine sensing and utilization [36].

In mammalian cells, several mechanisms have been implicated in sensing methionine and SAM availability. The PRMT1-SAMTOR axis serves as a sensor of SAM levels, linking methionine metabolism to mTORC1 signaling [37,38]. Additionally, splicing regulation via SmD1 methylation highlights another layer of methionine-dependent control over gene expression [39]. Despite these mechanisms, neither SAMTOR signaling nor SmD1 methylation appears to rapidly and directly connect methionine metabolism to cell proliferation [29,39]. In this report, we propose that PP2A methylation acts as a critical mediator of methionine addiction in cancer cells and represents a major mechanism linking methionine metabolism to cell proliferation. PP2A is a heterotrimeric complex that consists of the structural subunit A, the catalytic subunit C, and one of several regulatory subunits B, which determine substrate specificity [40,41,42]. PP2Ac is the subunit that can be carboxymethylated on its terminal amino acid, Leu309, by the PP2A-specific methyltransferase LCMT-1 [43,44]. The methylation status of PP2Ac has been linked with changes in B-subunit binding [44,45].

Given the role of PP2A as a tumor suppressor that regulates key signaling pathways to control cell cycle progression and survival, its methylation status may serve as a functional readout of methionine availability, providing a direct and dynamic connection between metabolic state and cancer cell proliferation.

## 2. Materials and Methods

### 2.1. Cell Lines and Growth Conditions

The triple-negative breast cancer cell line MDA-MB-468 and MB-468res-R8 [23] and HA-PP2Ac HEK293T cells [46] were used. The HEK293Tres-R1 cells were generated as described in Hoffman et al. [47] and Borrego et al. [48]. All cell lines used were purchased from ATCC: MDA-MB-468-HTB-132-ATCC, 293T-CRL-3216-ATCC, MDA-MB-231-HTB-26-ATCC, PANC1-CRL-1469-ATCC, BxPC3-CRL-1687-ATCC. Cells were maintained in DMEM (Corning, Corning, NY, USA, 10-017-CV) supplemented with 10% FBS (Gibco, Grand Island, NY, USA, A52567-01) and 1% of antibiotic (Corning, Corning, NY, USA, 30-004-CI).

For all metabolic shift experiments, cells were grown in DMEM media until appropriate confluence was reached, cells were then washed with PBS and treated with methionine-containing, methionine-free, or homocysteine media. All limiting media is prepared with DMEM (high glucose, no glutamine, no methionine, no cystine—Gibco, 21013-024) supplemented with 10% dialyzed FBS (Omega Scientific, Tarzana, CA, USA, FB-03) and 1% of antibiotic, 1.5 μM cyanocobalamin (vitamin B12, Biotech BP862-1), 4 mM L-glutamine (Fisher Scientific, Waltham, MA, USA, O2956100), 100 μM L-cysteine (Fisher Scientific, BP376100), and 100 μM L-methionine (Sigma-Aldrich, St. Louis, MO, USA, M5308). In the case of homocysteine media, 100 μM L-homocysteine (Biosynth, Staad, Switzerland, FH52361) was added in the absence of methionine. Previous reports from our lab using MDA-MB468 cells have also used 370 μM DL-homocysteine (Sigma-Aldrich, St. Louis, MO, USA, H4628) due to limited availability of high-quality L-homocysteine [18,23,48,49]. We did not observe significant changes in growth behavior between supplementation with 100 µM L-Hcy and 370 µM DL-Hcy (Figure S1).

### 2.2. PME-1 Overexpression Cell Lines

Vector PLX304-PME1-V5 (GE Dharmacon, Lafayette, CO, USA) containing the human PME-1 sequence with V5 tag was transfected into HEK-293T cells plated to 70% confluence with lentiviral packaging vector psPAX2 (Addgene, Watertown, MA, USA, #12260) and envelope vector PMD2.G (Addgene, Watertown, MA, USA, #12259) using BioT transfection reagent (Bioland, Belgrade, Serbia, #B01-01) and serum-free DMEM media. Control lentivirus was generated at the same time using all identical transfection components except PLX304-PME1-V5 vector. Lentiviral supernatant was collected at 24, 48 and 72 h post transfection. Cell lines HEK293T, R1, MDA-MB468, R8, MDA-MB231, BxPC3, and PANC1 were plated to 70–80% confluence in 6-well plates in serum-free DMEM media and infected with a combination of 0.5 mL 24-h post transfection and 0.5 mL 48-h post transfection viral supernatant, and polybrene at [1 mg/mL] concentration. After 48 h, cells were split and selected with varying concentrations of Blasticidin [2–10 µg/mL] until complete death of cells infected with control viral supernatant. Expression of PME-1 was verified via western blotting with PME-1 antibody (Millipore, Burlington, MA, USA, Anti-PME1, clone 8A6-F8) at 1:2000 dilution.

### 2.3. ∆Leu309 Cell Lines

The vector PQCXIH-mycPP2Ac-∆Leu309 containing the human PP2Ac coding sequence with a myc tag and a terminal amino acid, Leucine 309, deletion was used. R8 and R1 cells were plated and at 70% confluence, cells were transfected according to the manufacturer’s instructions using 10 µg of plasmid and 20 µL Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA, 11667-027) in 150 µL OPTI-MEM media. Media was changed after 24 h, and after 48 h, cells were selected with 8 µL Hygromycin B (Enzo, Lausanne, Switzerland, ALX-380-059-UMO1) for 7 days.

### 2.4. Growth Curves, Viability Assay, IC_50_ Determination

Cell lines were grown overnight in complete DMEM media and then transferred to either a 96-well plate (2000 cells seeded) or a 24-well plate (25,000 cells seeded) with their respective media (methionine media/−Met+Hcy media). The Sartorius IncuCyte S3 Live Cell Analysis System was used to capture images and analyze data.

Cell viability assays to determine IC50 values for doxorubicin were performed using CellTiter-Glo Luminescent Cell Viability Assay (Promega, Wisconsin, MD, USA) according to the manufacturer’s instructions. Cells were seeded in a 96-well plate at a density of 2000 cells/well. After 24 h, cells were treated with either vehicle (water) or varying concentrations of Doxorubicin (DOX). For MB468s and R8s, the concentrations ranged from 5 µM to 0.0003 µM, while for the HEK293T and R1s, the range was 20 µM to 0.001 µM. IC_50_ values for the compounds were calculated using GraphPad Prism version 10.

### 2.5. Protein Analysis

Whole cell lysates were prepared in Triton X-100 buffer (50 mM HEPES, pH 7.5, 0.2% Triton X-100, 200 mM NaCl, 10% glycerol, 1 mM dithiothreitol, 10 mM Na-pyrophosphate, 5 mM EDTA, 5 mM EGTA, 50 mM NaF, 0.1 mM orthovanadate, 1 mM phenylmethylsulfonyl fluoride [PMSF], and 1 mg/mL of leupeptin and pepstatin). Cells were lysed and lysates were homogenized using a disposable 27G needle. Lysates were cleared by centrifugation (15 min, 16,000× *g* at 4 °C). For Western blot analyses, proteins were separated by SDS-PAGE and transferred to a polyvinylidene difluoride (PVDF) membrane. Proteins were detected using the following primary antibodies: methyl PP2Ac (Santa Cruz, CA, USA, sc-81603, demethylated PP2Ac (Santa Cruz, CA, USA, sc-13601), total PP2Ac (Proteintech, Rosemont, IL, USA, 13482-1-AP), PARP (Cell Signaling, Danvers, MA, USA, 9542S) Cleaved Caspase-3 (Cell Signaling, 9661S), pS6 (Cell Signaling, 2317S), S6 (Cell Signaling, 4838S), LC3 A/B (Cell Signaling, 4108S), PME-1 (Millipore, MABC1183), p4EBP1 (Cell Signaling, 9459S), 4EBP1 (Cell Signaling, 9452). Western blot results shown are representative blots from three experiments. Band intensities were quantified using the Biorad Image Lab software Version 6.1.0 build 7.

### 2.6. Cell Cycle Assays

MB468, R8, HEK293T, Res1 (R1) cells were all transduced with Incucyte Cell Cycle Green/Red Lentivirus Reagent (Sartorius, Göttingen, Germany, 4779) according to the manufacturer’s instructions. Cells were synchronized using 2.5 mM thymidine (Sigma Aldrich, T1895) for 24 h and were then treated with either methionine or −Met+Hcy media. The Sartorius IncuCyte S3 Live Cell Analysis System was used to capture images and analyze data.

### 2.7. Cell Death Assay

Cells were grown overnight in complete DMEM media and then placed in a 96-well plate at a density of 4000 cells/well with their respective media. Incucyte^®^ Cytotox Red Dye (Sartorius, 4632) was added according to the manufacturer’s instructions to measure cell death. Incucyte^®^ Annexin V Green Dye (Sartorius, 4642) was added according to the manufacturer’s instructions to measure apoptosis. The Sartorius IncuCyte S3 Live Cell Analysis System was used to capture images and analyze data.

### 2.8. RNA Sequencing

MB468 and R8 samples were collected as reported in Borrego et al. [49]. HEK293T and R1 cells were cultured in either +Met or −Met+Hcy media for 12 h, and total RNA was extracted using a kit (Qiagen, Hilden, Germany, 74104). Samples were then sent to Novogene Corporation Inc. for library preparation and sequencing (Sacramento, CA, USA).

Once obtained, sequencing reads were quantified and aligned to the human genome GRCh38 using kallisto v0.48.0 [50]. Estimated counts of transcripts from the same Ensembl gene ID were added together, and the sums were converted to integers. Genes with a sum of counts less than 10 were excluded from the analysis. Differential expression analysis was performed using DESeq2 v1.38.3 [51].

Volcano plots were generated using ggplot2 v3.4.4 [52]. Genes with log fold changes greater than 1 and adjusted *p*-values less than 0.05 were considered significant.

Venn diagrams depicting overlapping genes with adjusted *p*-values less than 0.05 were plotted using eulerr v7.0.1 [53].

Enrichment analysis using GO Biological Process 2021 was performed using clusterProfiler v4.6.2 [54,55].

UpSet plots were generated using UpSetR v1.4 [56].

### 2.9. Metabolite Measurements Using LC-MS

To measure SAM and SAH concentrations, cultured cells were switched to −Met+Hcy media. After incubation in a CO_2_ incubator, metabolites were extracted from 5 × 10^6^ cells per plate using 1 mL of ice-cold 80% MeOH for 15 min at −80 °C. Cells were collected by rubber policemen and transferred to 1.5 mL Eppendorf tubes on dry ice. The samples were homogenized by vortexing for 10 s. The samples were then centrifuged at 16,000× *g* for 10 min at 4 °C, and 40 μL of supernatant was loaded into individual LC-MS vials. Metabolites were analyzed by a quadrupole-orbitrap mass spectrometer (Q-Exactive Plus Hybrid Quadrupole-Orbitrap, Thermo Fisher, Waltham, MA, USA) coupled to Vanquish UHPLC Systems (Thermo Fisher) via electrospray ionization. LC separation was on an Xbridge BEH amide column (2.1 mm × 150 mm, 2.5 µm particle size, 130 Å pore size; Waters, Milford, MA, USA) at 25 °C using a gradient of solvent A (5% acetonitrile in water with 20 mM ammonium acetate and 20 mM ammonium hydroxide) and solvent B (100% acetonitrile). The flow rate was 150 µL/min. The LC gradient was: 0 min, 90% B; 2 min, 90% B; 3 min, 75% B; 7 min, 75% B; 8 min, 70% B; 9 min, 70% B; 10 min, 50% B; 12 min, 50% B; 13 min, 25% B; 14 min, 20% B; 15 min, 20% B; 16 min, 0% B; 20.5 min, 0% B; 21 min, 90% B; 25 min, 90% B. Autosampler temperature was set at 4 °C and the injection volume of the sample was 15 μL. MS analysis was acquired in positive ion modes with full MS scan mode (SIM) from *m*/*z* 70 to 830 and 140,000 resolution. The concentrations of SAM and SAH were measured with authentic chemical standards. Peaks that matched SAM and SAH standards were identified with El-Maven v0.12.0.

### 2.10. Autophagy

Cells were plated in DMEM media and switched to either +Met, −Met+Hcy (3 h or 24 h), +Met+100 nM Rapamycin for 24 h (Medchem Express, Monmouth Junction, NJ, USA, HY-10219). 10 nM of Bafilomycin 1 A (Sigma Aldrich, SML 1661) was added for the last hour of treatment. Cells were harvested and lysed using RIPA Buffer (150 mM sodium chloride, 50 mM Tris pH8, 1% NP40, 0.05% sodium deoxycholate, 0.1% SDS). LC3 was measured using western blot.

### 2.11. Activity Assay

HEK293T cells were transiently transfected with plasmid encoding HA-tagged PP2A catalytic subunit (HA-PP2Ac) using Lipofectamine 2000. Twenty-four hours post-transfection, cells were rinsed twice in ice-cold PBS and lysed in 50 mM Tris·HCl pH 7.5, 150 mM NaCl, 1% NP-40, 1 mM EDTA plus protease inhibitors. Lysates were cleared at 14,000× *g* for 10 min at 4 °C and quantified by BCA assay. 500 µg lysate was incubated with 30 µL anti-HA magnetic beads (Pierce, Appleton, WI, USA) for 2 h at 4 °C. Beads were washed 4 times in lysis buffer and twice in reaction buffer (50 mM Tris·HCl pH 7.5, 1 mM DTT, 0.1 mM EDTA). A subset of bead-bound IPs was pre-incubated with 1 µM okadaic acid (OA) for 15 min at 4 °C as a negative control. Beads were resuspended in 50 µL reaction buffer containing 5 mM p-nitrophenyl phosphate (pNPP; Sigma N7653) and incubated at 30 °C for 30 min. Reactions were stopped by adding 50 µL 1 M NaOH. Absorbance at 405 nm was measured on a plate reader. A 10 mM pNP stock was serially diluted twofold to give nine standards (0–320 µM). 50 µL of each was mixed with 50 µL 1 M NaOH, incubated for 5 min at 25 °C, and OD_405_ recorded. The calibration curve (OD_405_ vs. [pNP]) was linear over the full range (R^2^ = 0.998). Protocol was adapted from Fellner et al. 2003 [57].

### 2.12. Methyl-Proteome Profiling

#### Lysate Preparation

Cell lysates were resuspended in 50 mM Tris pH 7.5, 8 M urea, 1 mM activated sodium vanadate, 2.5 mM sodium pyrophosphate, 1 mM β-glycerophosphate, and 100 mM sodium phosphate. One milligram of protein for SCX samples and 100 µg for whole cell lysates were measured by BCA assay. The lysates went through sonication and high-speed centrifugation, followed by filtration through a 0.22 μm filter. 5 mM DTT, 25 mM iodoacetamide, and 10 mM DTT were used to reduce, alkylate, and quench protein, respectively. Lysates were diluted 4-fold in 100 mM Tris pH 8 and 1:100 dilution of trypsin was used to digest proteins. 5% TFA was used to quench samples and reduced pH 2. For 1 mg SCX samples, peptides were purified by using reverse-phase Sep-pak C18 Cartridges (Waters) and eluted with 50% acetonitrile and 0.1% TFA. For WCL samples, peptides were purified by a C18 stage tip created in-house. Purified samples were dried by speed vac. WCL samples were ready to inject into LC-MS and 1 mg samples went for SCX enrichment.

Dried 1 mg samples were resuspended in 60% acetonitrile and 40% BRUB (5 mM phosphoric acid, 5 mM boric acid, 5 mM acetic acid, pH 2.5) and incubated with high pH SCX beads (Sepax, Newark, DE, USA) for 30 min. After washing with washing buffer (80% acetonitrile, 20% BRUB, pH 9), four fractions were eluted with the following buffer compositions: elution buffer 1 (60% acetonitrile, 40% BRUB, pH 9), elution buffer 2 (60% acetonitrile, 40% BRUB, pH 10), elution buffer 3 (60% acetonitrile, 40% BRUB, pH 11), elution buffer 4 (30% acetonitrile, 70% BRUB, pH 12). Eluted fractions were dried in a speedvac and resuspended in 1% TFA and an in-house stage tip consisting of 2 mg HLB beads (Waters) and 1 layer of C8 was used to desalt the samples [58].

### 2.13. Mass Spectrometric Analysis for 3 Hr Met vs. Hcy Treatment

All liquid chromatography (LC)–MS experiments were performed on a nanoscale UHPLC system (EASY-nLC1200, Thermo Scientific) connected to a Q Exactive Plus hybrid quadrupole-Orbitrap mass spectrometer equipped with a nanoelectrospray source (Thermo Scientific). Peptides were separated by a reversed-phase analytical column (PepMap RSLC C18, 2 μm, 100 Å, 75 μm × 25 cm) (Thermo Scientific). For high pH SCX fractions, the flow rate was set to 300 nL/min at a gradient starting with 0% buffer B (0.1% FA, 80% acetonitrile) to 29% B in 142 min, then washed by 90% B in 10 min, and held at 90% B for 3 min. The maximum pressure was set to 1180 bar, and the column temperature was constant at 50 °C. Dried SCX fractions were resuspended in buffer A and injected as follows: E1: 3 μL of 60 μL; E2-4: 5 μL of 6 μL. Peptides separated by the column were ionized at 2.0 kV in the positive ion mode. MS1 survey scans for data-dependent acquisition were acquired at a resolution of 70 k from 350 to 1800 *m*/*z*, with a maximum injection time of 100 ms and an automatic gain control (AGC) target of 1 × 10^6^. MS/MS fragmentation of the 10 most abundant ions was analyzed at a resolution of 17.5 k, AGC target of 5 × 10^4^, and a maximum injection time of 240 ms, and normalized collision energies of 32 were used. Dynamic exclusion was set to 30 s and ions with charge 1 and >6 were excluded. For WCL samples, the Q Exactive Plus was operated in positive-ion nano-electrospray mode (2.0 kV) and acquired one full MS scan (*m*/*z* 350–1800; 70,000 resolution at *m*/*z* 200; AGC target 1 × 10^6^; max IT 100 ms), followed by 32 data-independent MS/MS windows spanning *m*/*z* 350–1800 (variable widths; 35,000 resolution; AGC target 3 × 10^6^; max IT “Auto”; HCD NCE 26; MSX isochronous injection on). All scans were collected in profile mode without dynamic exclusion. The DIA window scheme was adapted from Bruderer et al. [59] to yield approximately eight data points per chromatographic peak over a two-hour gradient.

### 2.14. Identification of Peptides

Proteome Discoverer SEQUEST (version 2.2, Thermo Scientific) was used to search MS/MS fragmentation spectra against the Uniprot Homo sapiens database with all reviewed isoforms (Downloaded August 2022). For SCX samples, the maximum missed cleavage rate was set to 4, and for WCL samples, it was set to 2. Trypsin was set to cleave at R and K. Dynamic modifications were set to include monomethylation of arginine or lysine (R/K, +14.01565), dimethylation of arginine or lysine (R/K, +28.0313), trimethylation of lysine (K, +42.04695), oxidation on methionine (M, +15.995 Da), and acetylation on protein N-terminus (+42.011 Da). Fixed modification was set to carbamidomethylation on cysteine residues (C, +57.021 Da). The maximum parental mass error was set to 10 ppm, and the MS/MS mass tolerance was set to 0.02 Da. Peptides with a sequence of 7–50 amino acids were considered. For SCX samples, methylation site localization was determined by the ptm-RS node in Proteome Discoverer, and only sites with localization probability greater than or equal to 75% were considered. DIA data were processed in DIA-NN v1.8.1 [60] using an in silico spectral library, considering peptides of 7–50 amino acids and allowing up to one missed cleavage.

### 2.15. Methyl False Discovery Estimation

PSM and decoy PSM files were exported from Proteome Discoverer 2.2 and filtered to include only methylated and decoy PSMs. As previously described [61], the false discovery rate (FDR) was calculated, and target methyl PSMs were removed until a 1% FDR threshold was achieved.

### 2.16. Bioinformatic Analysis

Peptide group intensities exported from Proteome Discoverer 2.2 were first filtered to retain only features with at least one non-zero value per condition. Missing values were then classified as “missing at random” (MAR), peptides with a maximum of one missing value in each group, or “missing not at random” (MNAR), peptides detected consistently in one condition but absent in the other. MAR values were imputed using a truncated-normal nearest-neighbor algorithm (KNN-TN) implemented in R [62] and then combined with peptides with nonrandom missing values. MNAR values were imputed in Perseus v2.0.6.0 by drawing from a left-shifted Gaussian distribution as described by [63]. After imputation, peptide intensities were normalized by VSN normalization. For protein-level summarization, we applied the Deffacto algorithm with a minor library amendment to extract sample-level abundances and incorporated the PECA framework for peptide-to-protein roll-up [64], yielding *p*-values that were adjusted to q-values via the Benjamini–Hochberg procedure. Methyl-proteomics data underwent the same MAR/MNAR imputation and isoform curation; only peptide groups with at least one PSM passing target–decoy FDR (<1%) were retained. For peptides mapping to proteins quantified in the WCL dataset, PTM-specific abundance changes were modeled in MSstatsPTM [65], which integrates modified and unmodified signals to compute PTM *p*-values. Peptides without WCL protein quantification were analyzed by Welch’s *t*-test. For peptides detected in more than one fraction, the peptide with the highest abundance was selected. All resulting p-values were corrected for multiple hypothesis testing using the Benjamini–Hochberg method.

## 3. Results

### 3.1. Characterization of the Cell Cycle and Survival Response of Methionine-Dependent and Independent Cells

Most cancer cells exhibit a strict dependence on exogenous methionine and are unable to proliferate when methionine is replaced with its precursor homocysteine. In contrast, non-tumorigenic cells are generally able to proliferate under these nutrient conditions [12,13,14]. Consistent with this, neither the triple-negative breast cancer cell line MDA-MB-468 (Figure 1B) nor the HEK293T cell line (Figure S2A) proliferates in methionine-free, homocysteine-supplemented (−Met+Hcy) media. Previous studies have described selection schemes to isolate clones from methionine-dependent cancer cell lines that acquire the ability to grow in homocysteine-containing media [47,48]. This phenotypic switch to methionine independence is often associated with a loss of tumorigenic potential [47,48,66].

We previously reported the generation of methionine-independent clones from MDA-MB-468 (MB468-R8) [18] and here we developed methionine-independent clones from HEK293T cells, we refer to these cells as 293Tres-R1. Both clones exhibit robust proliferation in −Met+Hcy media at rates comparable to those observed in complete medium (Figure 1B and Figure S2A). To characterize their cell cycle behavior under these conditions, we performed live-cell imaging using TagGFP2- and mKate2-tagged Geminin and Cdt1, respectively [67]. Cells were synchronized in early S-phase via thymidine block and subsequently released into either +Met-Hcy (complete) or −Met+Hcy media. As expected, parental MB468 cells progressed through the cell cycle in complete medium (Figure 1C). However, upon release into −Met+Hcy medium, most MB468 cells completed S-phase and mitosis but exhibited a strong delay or arrest at the G1-to-S transition (Figure 1C). In contrast, the R8 clone continued to cycle in both media conditions (Figure 1D). A similar pattern was observed for the HEK293T and 293Tres-R1 pair. Parental HEK293T cells rapidly arrested after release into −Met+Hcy medium, while 293Tres-R1 continued normal proliferation (Figure S2B). Interestingly, the nature of the cell cycle arrest differed between the two parental lines. MDA-MB-468 cells completed S-phase and mitosis and arrested at the subsequent G1/S transition, while HEK293T cells failed to complete the cell cycle and arrested in S/G2 phase. These differences may reflect the distinct origins and genetic backgrounds of the cell lines. MDA-MB-468 is derived from a triple-negative breast carcinoma, whereas HEK293T cells are adenovirus 5–transformed human embryonic kidney cells that express SV40 large T antigen. The latter inactivates the tumor suppressors RB and p53 [68,69], and has been shown to cause an arrest in late S/G2 in response to methionine restriction [70]. This likely contributes to the observed differences in the cell cycle response to methionine restriction between HEK293T and MDA-MB-468 cells. An S/G2 arrest has previously also been observed in response to methioninase treatment, which depletes methionine in growth media [71]. Of note, methionine-independent cells are more sensitive to methioninase treatment compared to normal cells, and are thus still considered methionine addicted [72].

Visual inspection of live-cell imaging data suggested progressive cell death in methionine-dependent cells cultured in −Met+Hcy medium. To investigate whether this was due to apoptosis, we cultured both MDA-MB-468 and R8 cells in −Met+Hcy medium and monitored cleavage of the apoptotic markers PARP and Caspase-3 by immunoblotting. As early as two days after the switch to −Met+Hcy conditions, we observed increased PARP cleavage in MB468 cells, indicating the onset of apoptosis (Figure 1E). By day four, both cleaved PARP and cleaved Caspase-3 were markedly elevated. In contrast, R8 cells maintained stable PARP levels throughout the experiment, suggesting that methionine-independent cells do not activate apoptosis under these conditions (Figure 1E).

As a positive control, treatment with 1 mM doxorubicin (DOX) robustly induced apoptotic marker cleavage in MB468 cells (Figure S3A). To rule out the possibility that R8 cells harbor mutations or epigenetic changes impairing apoptotic signaling, we determined the IC_50_ values for DOX in both cell lines (Figure S3B). The IC_50_ values were comparable, confirming that R8 cells retain intact apoptotic machinery but, unlike the parental line, do not undergo apoptosis in response to methionine restriction.

To monitor apoptosis in real time, we used Annexin V staining and live-cell imaging. Consistent with the immunoblotting results, MB468 cells exposed to −Met+Hcy medium exhibited a marked increase in Annexin V signal, starting around day two of treatment and continuing thereafter (Figure 1F). In contrast, HEK293T and R1 cells displayed only modest accumulation of cleaved PARP and cleaved Caspase-3 after five days in −Met+Hcy, suggesting limited activation of apoptotic pathways (Figure S4A). Notably, PARP cleavage was also minimal in the DOX-treated HEK293T cells, indicating an intrinsic resistance to apoptosis in this cell line (Figure S4B). Consistent with this, the DOX IC_50_ was substantially higher in HEK293T than in MB468 cells (Figure S4C). Interestingly, R1 cells, despite being more sensitive to DOX-induced apoptosis than parental HEK293T cells, did not show increased PARP or Caspase-3 cleavage when grown in homocysteine medium (Figure S4A,C). Live-cell Annexin V imaging further confirmed that HEK293T cells undergo limited apoptosis in −Met+Hcy medium compared to MB468 cells (Figure S5A), although significantly more than R1 cells (Figure S4D). However, when overall cell death was assessed using a Cytotox dye, HEK293T and MB468 cells showed comparable levels of cell death in −Met+Hcy (Figure S5B,C), suggesting that HEK293T cells may engage a non-apoptotic form of cell death in response to methionine depletion.

### 3.2. Methionine-Independent Cells Likely Employ Distinct Adaptive Mechanisms

To investigate the transcriptional response to methionine depletion, we performed RNA sequencing on methionine-dependent and -independent cell lines after 12 h of growth in −Met+Hcy medium. Both methionine-sensitive lines, MB468 and HEK293T, exhibited robust transcriptional changes: 620 genes were upregulated and 620 downregulated in MB468 cells, while 881 genes were upregulated and 497 downregulated in HEK293Ts (Figure 2A and Figure S6A). 

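RNA sequencing data were analysed for 12 libraries, 3 each of HEK293T and R1 cells grown for 12 h in +Met medium or in −Met+Hcy medium, in which homocysteine, the metabolic precursor of methionine, takes the place of methionine. R1 is the clone of HEK293T that proliferates without methionine. The MB468 and R8 libraries were not analysed here. The labels of the 6 R1 libraries name R1 in their titles and HEK293T as their cell line, and the libraries were taken as R1, after the paper's description of the pair. The authors quantified the reads with kallisto against GRCh38, added the estimated counts of the transcripts of each Ensembl gene and converted the sums to whole numbers, which they deposited without scaling for library size. The total count per library ran from 14599045 to 16337507 in HEK293T cells in +Met (median 15979996) and from 14260534 to 17019716 in −Met+Hcy (median 15196961). In R1 cells it ran from 12664158 to 18408528 in +Met (median 17244687) and from 13718050 to 18771349 in −Met+Hcy (median 15176196). The table lists 23500 genes, and the 6338 with a summed count under 10 were excluded, the filter the paper's methods name, which left 17162. Counts were scaled by edgeR's TMM method and tested in one quasi-likelihood model with a mean for each of the 4 groups. A gene was called differentially expressed at an absolute log2 fold change over 1 and a Benjamini-Hochberg adjusted p-value under 0.05, the thresholds that the paper's methods give for volcano plots; for Venn diagrams they give the adjusted p-value alone. The paper's methods name DESeq2, which was run as an alternative. A fold change against a group whose libraries all hold 3 counts or fewer is given as a lower bound, which covers counting error alone, since PCR copies are not independent molecules.
The labels number the 3 libraries of each group, and each was counted as a sample. Libraries of one group differed from each other by more than the sampling noise, with a chi-square per gene of 7.37 to 94.6 between replicates where noise alone gives 1. This does not test whether they come from separate cultures. R1 −Met+Hcy replicate 3 lay further apart, at 214 and 245 from the other libraries of its group. Across 11124 genes, its difference from those libraries had a Spearman's rho of -0.74 with the GC content of the canonical transcript, against -0.34 to 0.54 in the other 11 libraries, none of which was compared with it. Genes are not independent replicates, so no p-value is given. The library was kept, and values without it are given where it changes a result. Without it, the common dispersion of the model fell from 0.109 to 0.035.

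**Figure D1:**
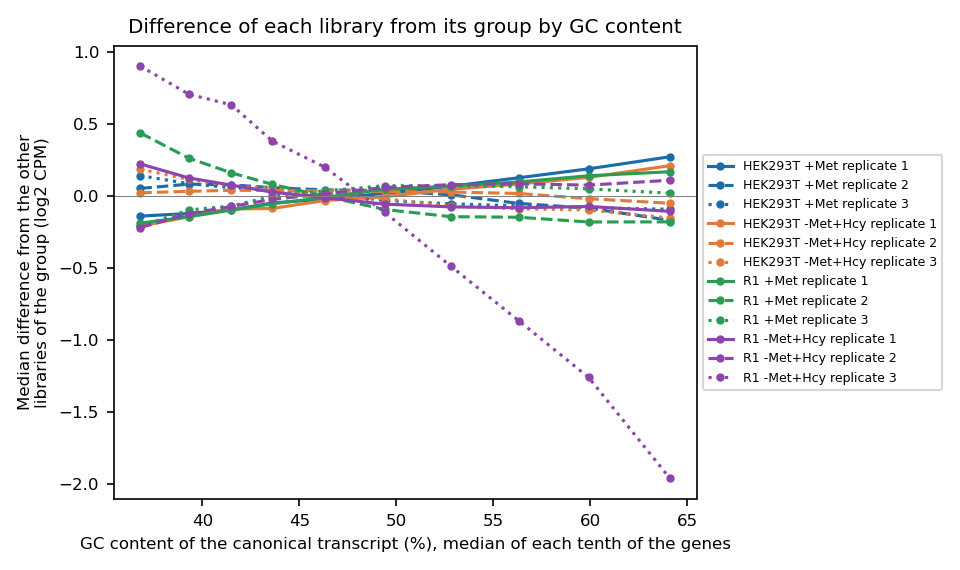
Median difference of each library from the other libraries of its group (y axis, log2 CPM) in 10 equal groups of genes ordered by GC content (x axis, percent of the canonical transcript, as the median of each group of genes); each line is one library. No library was compared with R1 −Met+Hcy replicate 3, so the other libraries of that group are set against each other and mirror each other. R1 −Met+Hcy replicate 3 runs from 0.90 at 36.8% GC to -1.96 at 64.1% GC, and the other 11 libraries stay between -0.22 and 0.44.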

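In HEK293T cells, 521 genes were higher and 273 lower in −Met+Hcy than in +Met medium by edgeR's quasi-likelihood test, under 503 and 255 distinct gene symbols, since some symbols have more than one entry. At an unadjusted p-value under 0.05, 2209 genes were higher and 1629 lower. The 3 libraries of one medium did not overlap with those of the other in 50.8% of the 11641 genes with a mean log2 CPM over 2, against the 10% that chance gives for 3 libraries against 3. Leaving out each HEK293T library in turn left 204 to 288 higher and 64 to 151 lower genes, with the fewest of both without −Met+Hcy replicate 2. Without R1 −Met+Hcy replicate 3, which enters the comparison in HEK293T cells through steps shared by all libraries, such as the dispersion and the filter on the summed count (17069 genes tested), 1154 genes were higher and 608 lower, and they included all 521 and 273. Among called genes with a mean of at least 5 CPM in one medium and no overlap between the media, the largest increases were in FGF21, INHBE and H3C10. FGF21 (ENSG00000105550, chromosome 19 of GRCh38 from 48755524 to 48758333) had 0 counts in each +Met library and 82, 106 and 122 in −Met+Hcy, at least 28.5-fold higher. INHBE (ENSG00000139269) rose from 3, 1 and 1 to 93, 113 and 82 counts, at least 26.2-fold higher. H3C10, one of a family of near-identical histone genes whose reads the counting could split, had a log2 fold change of 5.04 (standard error 1.01, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest decreases were in RHBDL1, ANKMY1 and RPL22L1, with log2 fold changes of -3.59, -2.80 and -2.77. RPL22L1 (ENSG00000163584) fell from 491 ± 82.9 to 71.8 ± 19.3 CPM (SD, n = 3), and was not called without −Met+Hcy replicate 2 (adjusted p = 0.0503 from the same edgeR test with Benjamini-Hochberg adjustment). RHBDL1 was not called without any one of the 6 HEK293T libraries, and H3C10 was not without +Met replicate 1 or 2 or −Met+Hcy replicate 1 or 2.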

A total of 189 upregulated and 102 downregulated genes were commonly regulated in both MB468 and HEK293T cells. While there was substantial overlap, many differentially expressed genes were unique to each cell line, indicating both shared and cell line-specific responses (Figure 2A and Figure S6A). Gene ontology analysis highlighted pathways related to transcription and lipid metabolism as significantly enriched, consistent with the physiological phenotypes observed (Figure 2B).

Methionine-independent cell lines also mounted transcriptional responses when grown in −Met+Hcy medium. R8 cells displayed 81 upregulated and 397 downregulated genes, whereas R1 cells showed more upregulation, with 113 upregulated and only 25 downregulated genes (Figure 2C and Figure S6B). 

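In R1 cells, 1 gene was higher and 0 genes were lower in −Met+Hcy medium by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and at an unadjusted p-value under 0.05, 974 were higher and 362 lower. The libraries of the media did not overlap in 10.5% of the genes with a mean log2 CPM over 2, close to the share that chance gives. R1 −Met+Hcy replicate 3 is among these libraries. Its differences per gene (SD 1.42 on the log2 scale, against 0.17 to 0.52 in the others) can alone make the media overlap. The share was not computed without that library, so 10.5% does not show that R1 cells lack a response. The called gene was MAT2A (ENSG00000168906, chromosome 2 of GRCh38 from 85539168 to 85545281), which encodes the catalytic subunit of a SAM synthetase. Its level was 170.0 ± 14.1 CPM in +Met and 726 ± 188 CPM in −Met+Hcy (SD, n = 3), a log2 fold change of 2.09 (standard error 0.215, adjusted p = 0.00698 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change stayed between 1.955 and 2.29 with each R1 library left out in turn, but it was not called without +Met replicate 1, 2 or 3, where 0 genes were. Without −Met+Hcy replicate 3, CHAC1, MAT2A and SLC6A9 were called higher. With DESeq2 on the same 12 libraries, 25 genes were higher and 3 lower, and with its filter on genes with one extreme library turned off, an alternative chosen after the data were seen, 35 were higher and 4 lower. The paper names 22 genes for R1 cells in its text and as labels in Figure S6B, of which 19 rose and 3 fell. MAT2A alone passed over all genes tested, and 20 passed when adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries. Those that did not pass were IGFBP3 and PBX2. PBX2 was counted by its entry ENSG00000204304, which has identical copies and a log2 fold change of -0.200. ARL2-SNX15 was listed with 250 counts in −Met+Hcy replicate 3 and 0 in the other 11 libraries, and an entry of PBX2 (ENSG00000206315) had 152 counts in that library and 0 in the other R1 libraries. CHAC1 rose from 74, 75 and 55 to 338, 410 and 78 counts.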

Strikingly, the two methionine-resistant lines shared only three overlapping differentially expressed genes: OSMR, EIF3CL, and IGFBP3 (Figure 2C). These genes do not share clear functional roles in methionine sensing or metabolism and are therefore unlikely to represent a shared resistance program. Instead, the data suggest that methionine independence arises through distinct, cell line-specific adaptive mechanisms. 

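Of OSMR, EIF3CL and IGFBP3, the changes in R1 cells are given here, and those in R8 cells were not analysed here. OSMR (ENSG00000145623) had 6, 5 and 8 counts in the 3 +Met libraries and 15, 24 and 43 in −Met+Hcy, a log2 fold change of 2.08 (standard error 0.710, adjusted p = 0.622 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EIF3CL (ENSG00000205609) had 29, 0 and 64 counts in +Met and 0 in each −Met+Hcy library. Against the mean of the +Met libraries, this was at least 11.2-fold lower (adjusted p = 0.622 from the same edgeR test with Benjamini-Hochberg adjustment). As +Met replicate 2 was at 0 too, the media overlapped, and the bound does not hold for each library. EIF3CL was at 0 in all HEK293T libraries, and its near-identical copy EIF3C had 8884 to 16440 counts in R1 cells, so the counting could have split the reads of the pair. IGFBP3 (ENSG00000146674) had 12, 9 and 4 counts in +Met and 1, 3 and 0 in −Met+Hcy, at least 2.55-fold lower (adjusted p = 0.636 from the same edgeR test with Benjamini-Hochberg adjustment). Over 15 of the alternatives, the lowest adjusted p-value was 0.248 for OSMR, 0.263 for EIF3CL and 0.301 for IGFBP3, and the highest was 0.952 for each. These values come from edgeR or DESeq2 with Benjamini-Hochberg adjustment.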

The UpSet plot analysis of up- and down-regulated genes (Figure 2D,E) offers a more detailed view of our transcriptional changes. It highlights the large set of genes commonly altered in the two methionine-dependent parental lines, while clearly illustrating the minimal intersection between the resistant clones, underscoring that each likely acquired methionine independence via distinct mechanisms. We also compared the transcriptional responses of methionine-dependent and -independent lines within the isogenic MB468/R8 and HEK293T/R1 cell pairs (Figure S7). In the MB468/R8 pair, around 40% of the upregulated genes in R8 overlapped with those upregulated in MB468, while almost 60% of the downregulated genes were shared (Figure S7A). In contrast, the HEK293T/R1 comparison revealed a higher degree of similarity, with roughly two-thirds of upregulated and half of downregulated genes overlapping (Figure S7C). 

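MAT2A was called higher in both HEK293T and R1 cells, which is 100% of the genes called higher in R1 (one-sided Fisher's exact test over the genes tested, p = 0.0304), and 0 genes were called lower in both. With 1 gene called in R1, this p-value is the share of the genes tested that were called higher in HEK293T cells. It rests on MAT2A alone and cannot measure how alike the responses are. In HEK293T cells, MAT2A had a log2 fold change of 1.58 (standard error 0.211, adjusted p = 0.00204 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p-value under 0.05, 449 genes were higher in both lines, 46.1% of those higher in R1, and 177 were lower in both, 48.9% of those lower in R1. With DESeq2, 18 of the 25 genes higher in R1 were also higher in HEK293T cells (72.0%), as was 1 of the 3 genes on the lower side (33.3%), CEACAM19, which was chosen for mention after its values were seen. Removing each library's trend with GC content and transcript length, an alternative chosen after the data were seen, gave 3 shared higher genes (CHAC1, MAT2A and ZNF503) and 0 shared lower genes. With each library left out in turn, 0 to 3 genes were higher in both lines, 3 without R1 −Met+Hcy replicate 3 and 0 without any of the 3 R1 +Met libraries.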

Gene ontology analysis identified lipid metabolism as the most significantly enriched shared pathway in the MB468/R8 comparison (Figure S7B), while transcriptional regulation and necrotic cell death pathways were enriched among the overlapping genes in the HEK293T/R1 pair (Figure S7D). 

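The enrichment in terms of gene ontology was not analysed here. The response shared by HEK293T and R1 cells was instead followed in 6 lists of genes fixed in advance, each tested with limma's camera at a preset correlation of 0.01 between genes and adjusted over 24 tests. The 37 genes of the amino acid response were all higher in HEK293T cells in −Met+Hcy (median log2 fold change 1.25, camera's Benjamini-Hochberg adjusted p = 1.16e-19), and at 1 entry per gene, 25 of them passed edgeR's test when adjusted over the list alone and 19 when adjusted over all genes tested, 17 of these with an absolute log2 fold change over 1. In R1 cells, 24 of them were higher and 11 lower (median 0.20, camera's Benjamini-Hochberg adjusted p = 0.00313), and with limma's fry the adjusted p-value was 0.27. The genes of cholesterol and isoprenoid synthesis were lower in both lines. In HEK293T cells 20 of 26 were lower (median -0.48, camera's Benjamini-Hochberg adjusted p = 5.89e-06, fry's 0.00322), and in R1 cells 21 of 26 (median -0.38, camera's Benjamini-Hochberg adjusted p = 0.000106, fry's 0.0149). Of the 13 tests past the threshold with camera, 8 passed with fry and 2 with a correlation estimated from the data, both of them on the amino acid response.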

The response in lipid metabolism found in the MB468 background is consistent with metabolomics data, which demonstrated significant remodeling of lipids when cells were shifted to −Met/+Hcy medium [49]. These results underscore that these isogenic systems exhibit distinct adaptive transcriptional programs in response to homocysteine growth conditions, which is further supported by the distinct scattering seen in the PCA plot (Figure 2F).

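The difference between the responses of R1 and HEK293T cells was tested in the same model. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 entries of 8 genes rose less in R1 cells, and 0 were called in the other direction. At an unadjusted p-value under 0.05, the counts were 866 and 793. Among the genes were MYOM2, GADD45A, CTH, SESN2, MOAP1, SLC2A14 and H1-2. The largest difference was in MYOM2 (ENSG00000036448), at -3.82 on the log2 scale (standard error 0.494, adjusted p = 0.0294 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rose from 0.676 ± 0.208 to 8.22 ± 1.74 CPM in HEK293T cells and was at 5.90 ± 2.06 and 5.01 ± 0.495 CPM in R1 cells (SD, n = 3). A different entry of the symbol (ENSG00000274137), whose counts were split unevenly between libraries, was not called. H1-2 (ENSG00000187837) rose from 5.26 ± 1.61 to 110.0 ± 21.9 CPM in HEK293T cells and from 4.86 ± 1.04 to 15.1 ± 3.31 CPM in R1 cells (SD, n = 3), a difference of -2.75 on the log2 scale (standard error 0.389, adjusted p = 0.046 from the same edgeR test with Benjamini-Hochberg adjustment). SLC2A14 has a near-identical copy, SLC2A3, which rose from 67 to 103 counts per library to 130 to 190 in HEK293T cells. SESN2 and MOAP1 each have an entry with identical counts, and with 1 entry kept per set of copies, an alternative chosen after the data were seen, 4 genes were called. The number depended on the model, on trends within libraries and on single libraries. It was 190 with DESeq2 (123 lower and 67 higher in R1), 236 without R1 −Met+Hcy replicate 3 (184 and 52), and 0 to 3 when any of the other 11 libraries was left out. With each library's trend with GC content and transcript length removed, an alternative chosen after the data were seen, it was 182 (123 and 59), and 478 without R1 −Met+Hcy replicate 3 as well (342 and 136). The first principal component of the 500 genes with the largest variance held 46.5% of the variance and separated R1 −Met+Hcy replicate 3 (92.0) from the others (-16.6 to -1.12). The second held 28.8% and separated the lines, with that library on the HEK293T side (-14.8, against 23.1 to 29.1 in the other R1 libraries and -24.5 to -15.7 in HEK293T). The third, with 9.39%, separated the media, from 16.5 to 20.6 in +Met to -17.1 to -12.6 in −Met+Hcy in HEK293T cells. Without R1 −Met+Hcy replicate 3, the first component held 56.8% and separated the lines, and the second held 16.6% and separated the media. On it, HEK293T libraries were at 20.1 to 22.0 in +Met and -19.2 to -15.4 in −Met+Hcy, and R1 libraries at 2.54 to 3.08 and at -11.4 and -5.83. From the comparisons within the isogenic pairs and the scattering of the libraries in Figure 2F, the paper concludes that the pairs follow distinct adaptive transcriptional programs in homocysteine.

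**Figure D2:**
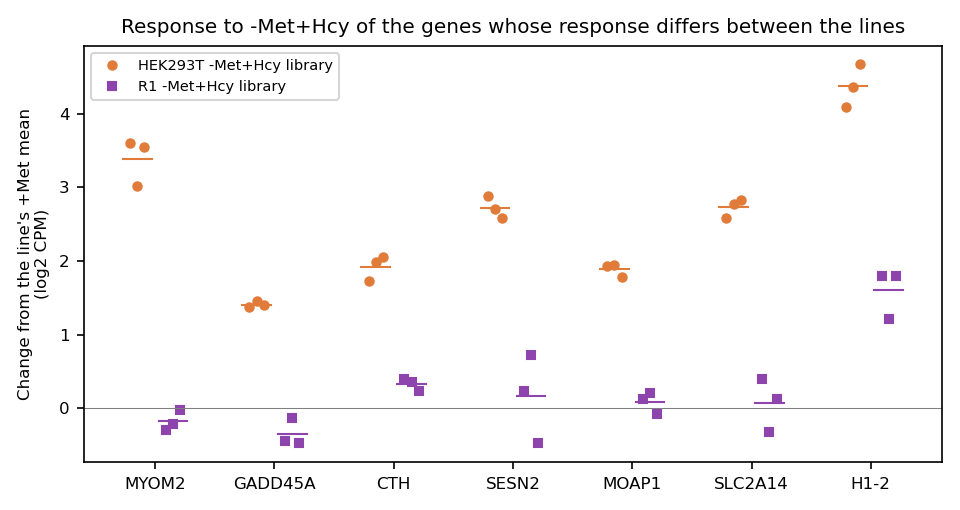
Change of each −Met+Hcy library from the mean of its line's +Met libraries (y axis, log2 CPM) for 7 of the 8 genes whose response differed between the lines (x axis); circles are HEK293T libraries, squares R1 libraries, and each horizontal line is the mean of 3 libraries. For each gene shown, every HEK293T library lies above every R1 library, from 1.37 for GADD45A to 4.67 for H1-2 in HEK293T and from -0.48 for GADD45A to 1.80 for H1-2 in R1.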

### 3.3. Carboxy-Methylation of the Catalytic PP2A Subunit Is Highly Responsive to Changes in Exogenous Methionine

As previously reported, S-adenosylmethionine (SAM) synthesis declines under methionine-limiting conditions, and supplementation with SAM can rescue the growth of MDA-MB468 cells cultured in −Met+Hcy medium [23]. Since R8 cells continue to proliferate under these same conditions, we hypothesized that they might maintain higher SAM levels compared to the methionine-dependent MB468 cells. To test this, we measured intracellular SAM and S-adenosylhomocysteine (SAH) levels over time in MB468 and R8 cells cultured in either a complete or −Met+Hcy medium (Figure 3A and Figure S8A). Surprisingly, both cell lines showed a rapid and substantial decrease in SAM levels, dropping below 5 µM, accompanied by a sharp reduction in methylation potential, as measured by the SAM/SAH ratio. Interestingly, baseline SAM levels were significantly lower in R8 cells (~40 µM) than in MB468 cells (~100 µM) (Figure 3A vs. Figure S8A).

We observed a similar pattern in the HEK293T and methionine-independent R1 cells (Figure S8B,C): both showed a marked drop in SAM levels. However, in contrast to the MB468/R8 comparison, R1 cells did not have significantly different baseline levels of SAM, although both were substantially lower than the SAM levels in MB468 and R8 cells.

Given the substantial drop in SAM levels, we expected widespread changes in the protein methylome, as SAM is the primary methyl donor in cells. To assess this, we performed global protein methylation profiling in MB468 cells using liquid chromatography-mass spectrometry-based (LC-MS) proteomics [73]. Despite the significant reduction in methylation potential after just 3 *h* in −Met+Hcy medium, none of the 528 lysine or arginine methyl-peptides quantified by LC-MS were significantly changed in abundance (Figure 3B, Table S1).

Given the unexpected result that global protein methylation remained unchanged after 3 h of methionine deprivation, we hypothesized that methionine-responsive methylation might occur on specific, non-canonical protein targets. In the budding yeast model, methionine starvation is well characterized, with cell cycle progression tightly coordinated with methionine availability through the SCF-Met30 ubiquitin ligase complex [32,33,34,35,74]. Notably, in yeast, the catalytic subunit of protein phosphatase 2A (PP2A) undergoes carboxy-terminal methylation, which is highly sensitive to methionine levels. Normally, this methylation suppresses autophagy, and when it is lost during methionine starvation, autophagy is induced to recycle intracellular proteins for methionine generation via lysosomal degradation [36].

Given the high degree of conservation of the PP2A carboxy-terminal methylation machinery between yeast and humans, we investigated whether PP2A methylation changes occur in response to a shift of cells to −Met+Hcy medium in human cells. Remarkably, within just 2 h of shifting methionine-dependent MB468 cells, we observed a substantial reduction in methylated PP2Ac and a corresponding accumulation of the demethylated form (Figure 3C–E). In contrast, the methionine-independent R8 cells maintained stable PP2Ac methylation throughout the time course (Figure 3E), highlighting a strong association between PP2Ac methylation status, methionine metabolism, and proliferative capacity.

A similar pattern was observed in the HEK293T/Res1 (R1) cell pair: a shift to −Met+Hcy medium led to rapid demethylation of PP2Ac in the methionine-sensitive HEK293T cells, whereas the methionine-independent R1 cells retained methylation (Figure S9). Interestingly, despite exhibiting distinct transcriptional responses when cultured in −Met+Hcy medium, both resistant cell lines preserved PP2Ac methylation.

Cancer cells, which are naturally methionine-independent (pancreatic cancer line PANC1 and breast cancer line MDA-MB231), only showed a transient and modest increase in demethylated PP2A after 3 h of growth in −Met+Hcy, with levels returning to baseline by 24 h (Figure 4A,B). In contrast, the methionine-dependent pancreatic cancer line BxPC3 maintained elevated levels of demethylated PP2A (Figure 4C).

These results suggest that carboxy-methylation of PP2Ac may serve as a conserved, early sensor of methionine availability and cellular methylation potential, acting upstream of downstream responses that define methionine dependence of cancer.

### 3.4. Methionine-Dependence Is Not Mediated Through mTORC1 Signaling

Cells rely on nutrient-sensing pathways to adapt to environmental changes, and the mTORC1 pathway is a central regulator linking nutrient availability to cell growth and proliferation [75]. Previous studies identified SAMTOR as a sensor of S-adenosylmethionine (SAM) that connects SAM levels to mTORC1 activity [37,38]. To investigate whether the proliferation defect in methionine-dependent MB468 cells involves mTORC1 signaling, we assessed S6 phosphorylation, a downstream target of mTORC1, as well as PP2A methylation under conditions of complete methionine starvation (without homocysteine supplementation).

As expected and consistent with prior reports [37,38], S6 phosphorylation was significantly reduced under methionine starvation, indicating mTORC1 inhibition (Figure 5A). Leucine depletion and rapamycin treatment served as positive controls. Notably, leucine depletion failed to inhibit mTORC1 signaling in MB468 cells, consistent with previous findings [76].

Surprisingly, when methionine was replaced with homocysteine (−Met+Hcy), mTORC1 activity remained sustained over a 3-day period, as evidenced by stable phosphorylation levels of both S6 and 4EBP1 (Figure 5B). This persistent activity was unexpected, as intracellular SAM levels in MB468 cells dropped below 5 µM within just 3 h under −Met+Hcy conditions (Figure 3A and Figure S8A). The dissociation constants (K_d_) of SAMTOR for SAM and SAH have been reported as 7 µM and 4 µM, respectively [38,77]. SAM binding to SAMTOR triggers an allosteric conformational change that disrupts its interaction with GATOR1, thereby allowing mTORC1 activation. Notably, this mechanism is not SAM-specific. SAH can also induce the same allosteric switch, enabling SAMTOR to maintain mTORC1 activity in low-SAM, high-SAH environments [38,77]. Given that SAH levels in −Met+Hcy-treated cells exceed 10 µM, well above the K_d_ for SAMTOR, the sensor is likely SAH-bound under these conditions, which could account for the maintained mTORC1 signaling. In support of this possibility, homocysteine has been reported to activate mTORC1 in neuronal cells [77], potentially through elevated SAH levels and enhanced SAMTOR dissociation from GATOR1. Additionally, we found no significant autophagy induction in the MB468 cells with either −Met+Hcy treatment or PP2A demethylation through overexpression of the Protein Phosphatase Methylesterase-(PME-1) (Figure 5C).

### 3.5. PP2Ac Methylation State Controls Methionine Dependence

Under normal growth conditions, approximately 90% of PP2A exists in its methylated form [44]. Given our earlier findings that loss of PP2Ac methylation correlates with proliferation defects under methionine-depleted (+homocysteine) conditions, we hypothesized that forced demethylation of PP2Ac in methionine-independent cells might render them methionine-dependent.

To test this, we generated stable cell lines overexpressing Protein Phosphatase Methylesterase-1 (PME-1), a known demethylase of PP2Ac [78,79,80]. PME-1 overexpression in MB468 cells produced the expected increase in demethylated PP2Ac (Figure 6A), with no further effect on proliferation in the already growth-inhibited state under −Met+Hcy conditions. Unexpectedly, PME-1 expression slightly enhanced MB468 proliferation in standard medium. Similarly, R8 cells showed modest growth enhancement in complete medium. However, critically, PME-1 overexpression induced methionine dependence in the otherwise methionine-independent R8 cells (Figure 6A).

Comparable effects were observed in the HEK293T/Res1 model (Figure 6B). PME-1 overexpression led to complete methionine dependence in R1 cells, without significantly affecting their growth in methionine-replete conditions. While PP2A is a major substrate of PME-1, this enzyme can also demethylate other members of the PPP family, such as PP4c [78,79,80,81], which could contribute to the observed phenotypes.

To directly test whether PP2Ac demethylation alone is sufficient to alter methionine sensitivity, we expressed a Leucine309 deletion mutant (∆Leu309) of PP2Ac in R8 and R1 cells in addition to the endogenous PP2Ac. Leu309 is the C-terminal residue required for carboxy-methylation, and its deletion mimics a demethylated state [81]. In R8 cells, the expression of PP2Ac-∆Leu309 resulted in significantly impaired proliferation compared to parental controls, despite intact methylation of endogenous PP2Ac. This growth defect was only observed in −Met+Hcy growth conditions, indicating that ∆Leu309 expression sensitizes cells to reduced methionine availability rather than causing toxicity on its own (Figure S10). Notably, individual ∆Leu309 clones with higher transgene expression showed a more severe growth defect, indicating a dose-dependent dominant effect (Figure 6C).

In R1 cells, expression of PP2Ac-∆Leu309 also induced methionine dependence in a dominant manner (Figure 6D). Unlike the dose-dependent effects observed in R8 cells, we did not detect a graded response in R1 cells. This may be due to the heightened sensitivity of R1 cells to PP2Ac methylation status, as evidenced by the complete proliferation block following PME-1 overexpression (Figure 6B). Even low levels of PP2Ac-∆Leu309 expression were sufficient to significantly impair proliferation in −Met+Hcy medium, underscoring the critical role of PP2Ac methylation in maintaining methionine independence in this cell type.

Collectively, these findings provide strong evidence that PP2Ac methylation directly regulates methionine dependence in cancer cells. Demethylation of PP2Ac is sufficient to convert methionine-independent cells into methionine-dependent ones, highlighting the central role of this post-translational modification in linking nutrient sensing to proliferative capacity. The growth defect observed in PME-1 overexpression and ∆Leu methionine-independent cells following −Met/+Hcy treatment is likely due to a cell cycle arrest, similar to what is seen in their methionine-dependent counterparts, but this remains to be elucidated.

## 4. Discussion

The dependence of cancer cells on exogenous methionine is a long-recognized but mechanistically unresolved metabolic vulnerability. Our study aimed to uncover a molecular link between methionine availability and cell proliferation. We identify the catalytic subunit of Protein Phosphatase 2A (PP2Ac), which undergoes carboxy-methylation on its terminal residue, leucine 309, as a key effector in this process. We show that in methionine-dependent cells, PP2Ac rapidly loses its methylation upon methionine depletion and homocysteine supplementation. In contrast, methionine-independent cells maintain PP2Ac methylation under identical conditions for several days (Figure 3). Strikingly, this differential PP2Ac methylation response occurs despite a comparable and rapid reduction in S-adenosylmethionine (SAM) levels and SAM/SAH ratios across all cell lines when shifted to –Met+Hcy medium. This raises the intriguing question of how methionine-independent cells preserve PP2Ac methylation despite a compromised cellular methylation potential. One possibility is that local pools of SAM, rather than global methylation status, sustain PP2Ac methylation in these cells.

Under basal conditions, methionine-independent R8 cells exhibit significantly lower SAM levels, less than 50% of those in their methionine-dependent parental MB468 cells (Figure 3A), suggesting they may be pre-adapted to tolerate methionine depletion. In contrast, methionine-independent R1 cells maintain basal SAM levels comparable to their HEK293T parental line (Figure S8), though these levels are approximately fivefold lower than those observed in the MB468 background. Despite these distinct metabolic profiles and divergent transcriptional responses (Figure 2), both R8 and R1 cells are able to proliferate in the absence of exogenous methionine. These observations suggest that methionine independence arises through different strategies of SAM homeostasis, ultimately converging on the shared ability to sustain PP2Ac methylation under methionine-restricted conditions.

Our methyl-proteome profiling, based on strong cation exchange (SCX) chromatography and trypsin digestion, selectively detects canonical methylation on lysine and arginine residues. Trypsin cleaves the C-terminal side of either lysine or arginine, however, methylation of these residues inhibits cleavage, resulting in a higher charge that can be selected with this strategy [73]. Non-canonical modifications like the methylation of PP2Ac are not captured by this approach. While other methylation targets likely contribute to methionine dependence, our functional studies strongly implicate PP2Ac methylation as a central node. Forced demethylation either via overexpression of PME-1 or genetic deletion of Leu309, was sufficient to convert methionine-independent cells into methionine-dependent ones (Figure 6), underscoring the causal and predictive role of PP2Ac methylation in linking methionine metabolism to proliferation capacity. Additional support for this role of PP2A comes from budding yeast, where Sutter et al. (2013) showed that PP2Ac methylation integrates methionine metabolism with autophagy regulation [36]. In contrast, our data in the mammalian systems does not reveal a strong connection between PP2Ac methylation and autophagy (Figure 5C). Instead, PP2Ac methylation appears to directly couple methionine availability with cell proliferation and survival. This function resembles the role of the SCF-Met30 ubiquitin ligase in yeast, where methionine metabolism regulates cell cycle inhibitors and transcriptional regulators to coordinate cell proliferation response with methionine metabolism [30,32,33,82].

The mTORC1 complex is a central regulator that integrates metabolic inputs to control cell growth, proliferation, and homeostasis [83,84]. A sophisticated mechanism has been described that links methionine metabolism and intracellular SAM levels to mTORC1 activation via SAMTOR [37,38]. Under conditions of methionine sufficiency, SAM binds to SAMTOR, preventing its interaction with GATOR1. This opens a binding site on GATOR1 for PRMT1, allowing PRMT1 to methylate the GATOR1 subunit NPRL2, thereby inhibiting GATOR1’s GAP activity and promoting mTORC1 signaling. When SAM levels drop, SAM dissociates from SAMTOR and binds GATOR1, displacing PRMT1, preventing NPRL2 methylation, and leading to inhibition of mTORC1 [37,38,85]. Consistent with this model, we observed that complete methionine depletion in MDA-MB468 cells leads to robust mTORC1 inhibition, as indicated by reduced phosphorylation of downstream targets (Figure 5A). However, in striking contrast, supplementation of methionine-depleted media with homocysteine sustains full mTORC1 signaling over several days (Figure 5B), despite SAM levels falling below the SAMTOR dissociation constant of ~7 µM within 3 hours in −Met+Hcy medium (Figure 3A). This can be reconciled by the observation that SAH, present at high concentrations under these conditions, also binds SAMTOR (Kd ~4 µM) and promotes its dissociation from GATOR1, thereby maintaining mTORC1 activation even under −Met+Hcy conditions [37,38,85].

While the loss of SAMTOR-mediated inhibition due to the presence of SAH can partially explain sustained mTORC1 signaling, it remains unclear how the pathway bypasses the requirement for PRMT1 activity. Under −Met+Hcy conditions, PRMT1 would be expected to lose activity due to insufficient SAM (PRMT1 Kd ~26 µM [37,86]) and the accumulation of SAH, a known inhibitor of PRMT1 [87]. One possible explanation is that localized SAM concentrations at the lysosomal surface may remain sufficient to enable NPRL2 methylation and thus PRMT1 function. Alternatively, PRMT1-dependent methylation of NPRL2 may not be required under these conditions, and an as-yet-unidentified compensatory mechanism may maintain mTORC1 activity. These results are consistent with a previous report in mouse cells that showed that methionine dependence is independent of mTORC1 signaling [29]. Regardless of the precise molecular details, our data clearly show that mTORC1 activity is not compromised in MB468 cells grown in −Met+Hcy medium. This observation, combined with our functional experiments, strongly argues that mTORC1 signaling is not the primary driver of methionine dependence in cancer cells. Instead, our findings highlight the importance of alternative signaling pathways, such as PP2A methylation, in mediating this metabolic vulnerability.

The methylation of PP2Ac occurs within the highly conserved TPDYFL motif at its C-terminus. This region is subject to multiple posttranslational modifications, including carboxyl-methylation of Leucine 309 [88]. Notably, this methylation event has been linked to changes in both PP2A phosphatase activity and its association with regulatory B subunits or other interaction partners [44,57,81,88]. While our data show that demethylation of PP2Ac in response to methionine depletion does not alter intrinsic phosphatase activity (Figure S11), it is likely that demethylation impacts PP2A holoenzyme composition, subcellular localization, or substrate specificity, leading to downstream effects on cell proliferation and survival. Importantly, our activity assay measures only general phosphomonoester hydrolysis on a non-proteinaceous substrate and does not capture the dynamic and substrate-specific changes in phosphatase activity that may occur in vivo. It is therefore plausible, and even likely, that PP2Ac methylation modulates phosphatase activity toward specific substrates through mechanisms involving altered B subunit assembly, spatial localization, or sequence-context-dependent interactions.

Importantly, our results demonstrate that loss of PP2Ac methylation is necessary for the observed proliferation defect in methionine-dependent cancer cells, specifically when grown in −Met+Hcy medium. However, this effect is context dependent. For example, demethylation induced by PME-1 overexpression does not impair proliferation in the standard medium and may even promote growth (Figure 6). These findings suggest that metabolic context, specifically methionine depletion and altered methylation potential, cooperates with PP2Ac demethylation to regulate cell fate decisions.

Our experiments were designed to capture early cellular responses to methionine depletion, with a particular focus on identifying sensing mechanisms. Among these, PP2Ac carboxy-methylation emerged as a rapid and sensitive responder to changes in methylation potential, positioning it as a likely early sensor of methionine/SAM availability. In contrast, most other methylation events remained unchanged within the initial 3-h window, indicating that alterations to global methylation patterns may occur later in response to prolonged methionine restriction. Nonetheless, several methylation-dependent processes are ultimately impacted under methionine-limited conditions. For instance, histone methylation marks are known to change over time [89], and PRMT5-mediated methylation of Sm proteins is reduced, resulting in widespread splicing defects in cells cultured in −Met+Hcy medium [39]. Similarly, reduced SAM levels have been shown to impair RIPK1 methylation, which has been linked to inflammatory signaling and apoptosis [90]. While these later effects likely contribute to the broader physiological adaptation to methionine restriction, the rapid demethylation of PP2Ac stands out as a candidate early event that may transduce metabolic status into signaling pathways governing cell proliferation and survival.

The precise mechanisms by which PP2Ac methylation controls proliferation in cancer cells, and its effects on cell cycle progression and viability, remain to be elucidated. However, our study identifies PP2Ac methylation as a functional sensor and signaling hub that connects methionine availability to the proliferative capacity of cancer cells. We propose that PP2Ac methylation could serve as a predictive biomarker for methionine dependence, offering a tool to monitor the in vivo effects of methionine-restricted diets, which are being explored as therapeutic strategies in oncology [7,16,91,92,93,94]. Ultimately, deciphering how PP2Ac methylation governs tumor-specific metabolic vulnerabilities may open new avenues for precision therapies that exploit diet–epigenetic–signaling interactions in cancer.

## 5. Conclusions

While the connection between methionine metabolism and cell proliferation is well established, the molecular mechanisms by which methionine availability is sensed and relayed to the cell cycle machinery remain incompletely understood. Although SAMTOR and mTORC1 have been implicated in methionine sensing, our data suggests that this pathway does not underlie methionine dependence in cancer, as mTORC1 signaling remains active even when methionine is depleted and cells are supplemented with homocysteine, conditions under which cancer cells rapidly arrest. This gap in understanding is particularly relevant for cancer biology, as unlike non-tumorigenic cells, many cancer cells are unable to proliferate without exogenous methionine. Elucidating the molecular basis of this methionine addiction is critical for developing targeted therapeutic strategies. Our findings identify PP2A as a functional methionine sensor in mammalian cells and a major driver of methionine addiction in cancer. We show that increasing the demethylated form of PP2Ac is sufficient to convert methionine-independent cells into a methionine-dependent state, demonstrating that PP2A methylation status plays a critical role in linking methionine availability to proliferative capacity. These insights reveal a previously unrecognized mechanism of nutrient sensing that may underlie the selective vulnerability of cancer cells to methionine restriction. Future studies will focus on delineating the downstream signaling pathways regulated by PP2A demethylation and assessing their potential as therapeutic targets in methionine-dependent cancers.

## Figures and Tables

**Figure 1:**
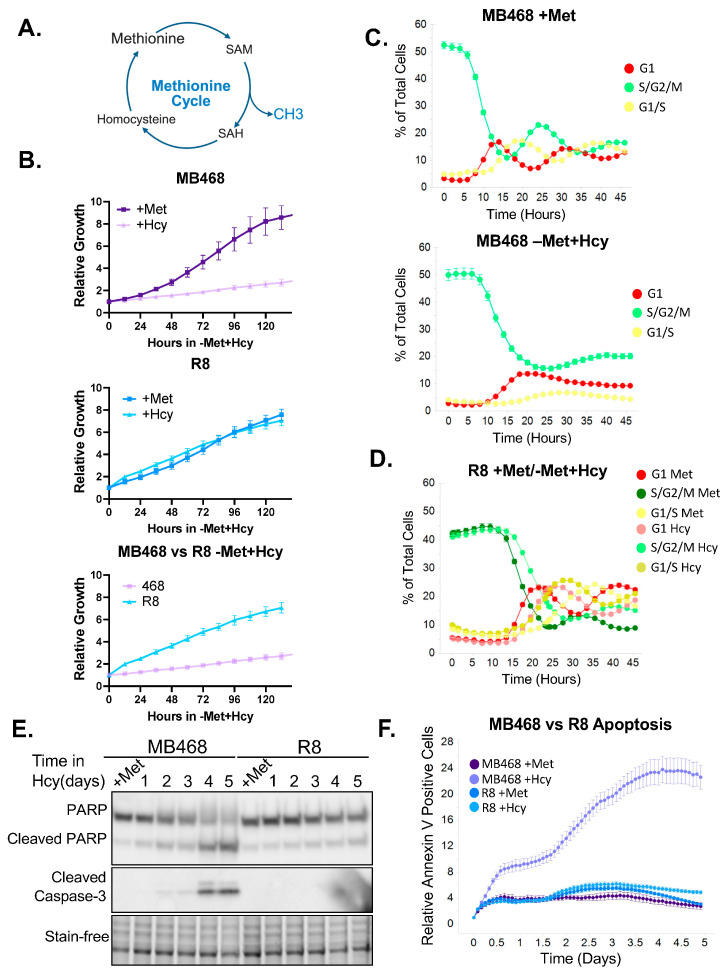
Cancer cells induce cell cycle arrest and cell death when exogenous methionine is depleted. (**A**) The methionine cycle allows for the regeneration of methionine and SAM, which are both essential for cell survival. (**B**) The methionine-sensitive breast cancer cell line MDA-MB468 and the methionine-resistant R8 cell line were seeded in either full media containing 100 µM L-methionine or methionine-depleted media containing 100 µM L-homocysteine instead. Cells were allowed to grow for 6 days. The MB468 cells show a significant growth defect when grown in methionine-depleted (+Hcy) media when compared to the complete (+Met) media. The R8 cells have similar proliferation rates in both media. (**C**) MB468 cells were transfected with Geminin-TagGFP2 and Cdt1-mKate2 to track cell cycle progression using live-cell imaging. Cells were first synchronized in early S-phase using 2.5 mM Thymidine for 24 h. MB468 cells progressed through the cell cycle in complete (+Met) media, but quickly arrested in −Met+Hcy media. Cells did progress from the S/G2/M (green) phases into G1 (red) and then appear to stall, with only a small fraction of the cells entering the G1/S transition (yellow). (**D**) R8 cells were treated under the same conditions as panel C. The cells have normal cell cycle progression in both complete and −Met+Hcy media. (**E**) Both MB468 and R8 cells were grown in −Met+Hcy media, and cells were collected every day for 5 days. Complete media was used as a control. Western blot was used to measure apoptosis by probing for PARP and Caspase-3 cleavage. Low levels of apoptosis were evident as early as day 2, with significant apoptosis after 4 days. R8s exhibit very little PARP cleavage and no Caspase-3 cleavage for the duration of the time course. (**F**) Live-cell imaging using an Annexin-V stain was used to measure apoptosis. The MB468 cells grown in −Met+Hcy media have low levels of apoptosis almost immediately, with the majority of apoptosis induction beginning at day 2 of treatment. MB468s in full media and R8s in both full and methionine-depleted media showed very low levels of apoptosis throughout the experiment. Original figures can be found in Supplementary Materials.

**Figure 2:**
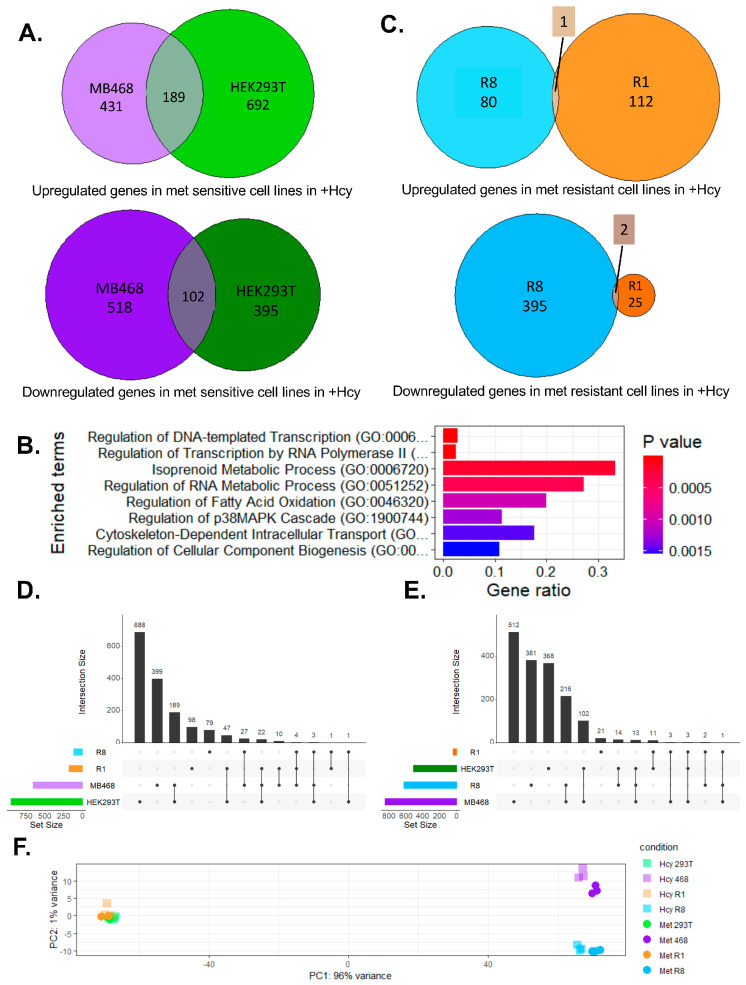
Methionine-independent cells likely have a different mechanism of overcoming Met-dependence. MB468/R8 and HEK293T/Res1 (R1) cell pairs were grown in +Met or −Met/+Hcy media for 12 h and the transcriptional response was analyzed using RNA sequencing. (**A**) Both methionine-dependent cell lines (MB468 and HEK293T) showed a strong transcriptional response in −Met/+Hcy media. (**B**) Gene ontology analysis was performed on genes that are significantly changed in both met-dependent cells, MB468 and HEK293T. (**C**) Comparison between met-independent cell lines R8 and R1 showed only 3 genes overlap in response to methionine restriction (−Met/+Hcy media). (**D**) UpSet plot showing up-regulated and (**E**) down-regulated genes in all cell lines. (**F**) PCA plot demonstrates that the two cell line pairs, 468/R8 vs. 293T/R1 have very different transcriptional responses, with a larger separation between MB468 and R8 cells than the HEK293T/R1 pair.

**Figure 3:**
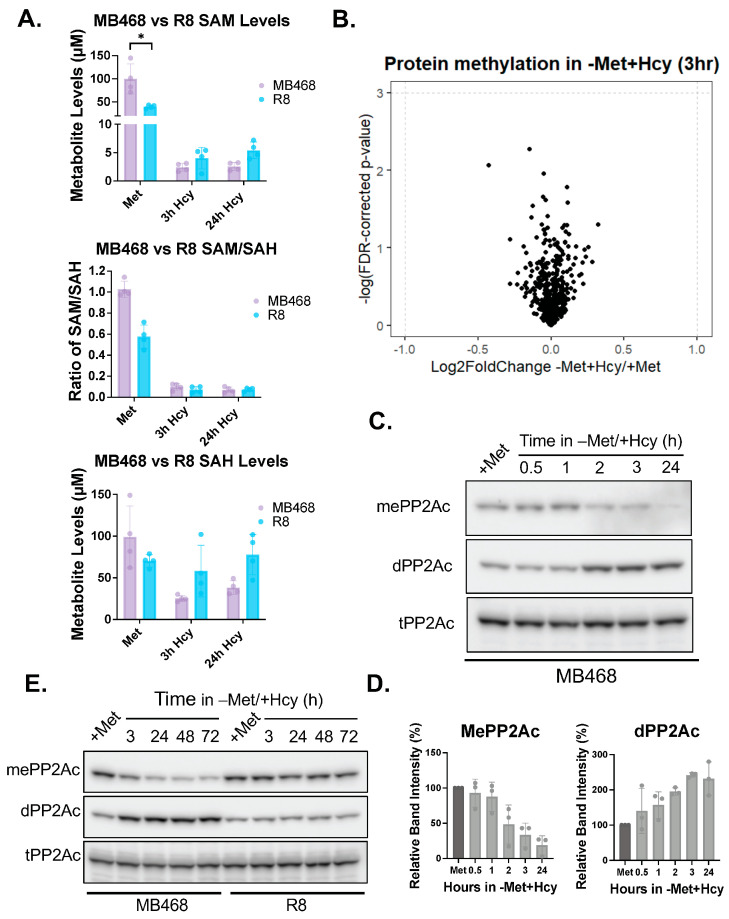
Methyl proteome is largely unchanged, while PP2Ac methylation is specifically sensitive to growth in −Met/+Hcy media. (**A**) MB468 and R8 cells were grown in either +Met or −Met/+Hcy media for 24 h and SAM and SAH levels were measured and compared to standard curves for absolute quantitation. The SAM/SAH ratio was calculated and indicates the methylation potential in the cells. Both met-dependent and met-independent cell lines show a significant decrease in both SAM levels and in methylation potential in response to growth in −Met/+Hcy media. * *p*-value less than 0.05. (**B**) Global protein methylation profiling was done in MB468 cells using liquid chromatography-mass spectrometry. No significant change in the methylproteome was observed after 3 h growth in −Met/+Hcy media. (**C**) Western blot was used to probe for methylated PP2Ac (mePP2Ac), demethylated PP2Ac (dPP2Ac), and total PP2Ac (tPP2Ac). Cells were cultured in −Met/+Hcy media for up to 24 h and harvested at different time points. PP2Ac methylation is lost as early as 2 h of media shift. (**D**) Quantification of E, using *n* = 3 independent experiments. (**E**) MB468 and R8 cells were grown in −Met/+Hcy media for up to 3 days, with samples being collected at different time points. Whole cell lysates were then analyzed for PP2Ac methylation. Original figures can be found in Supplementary Materials.

**Figure 4:**
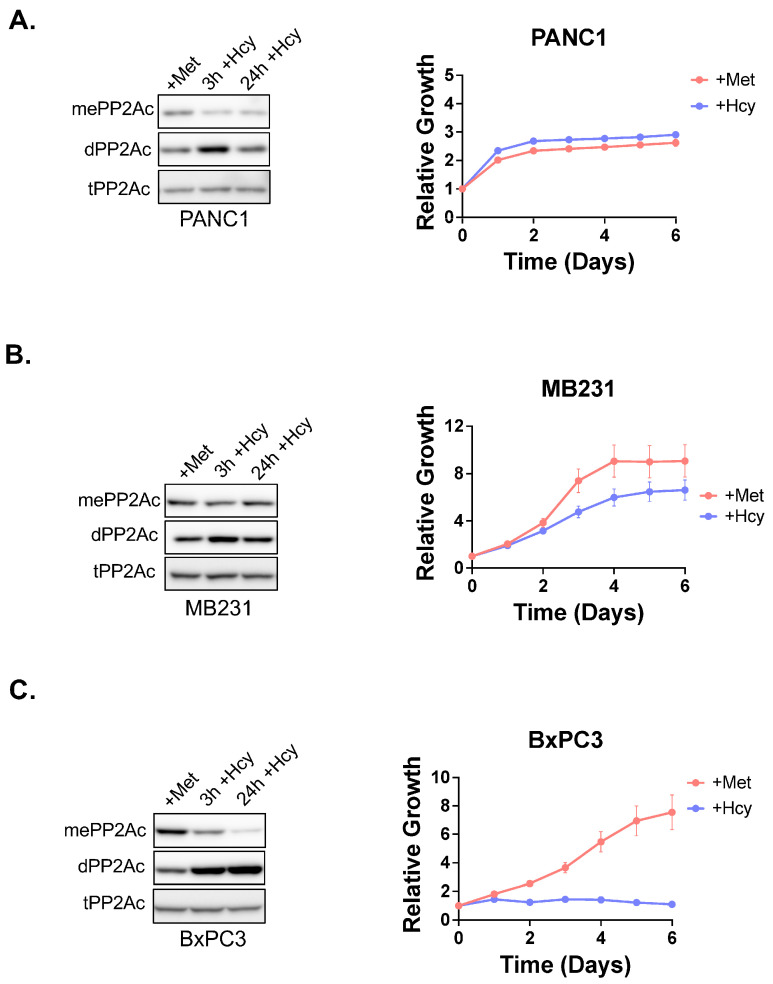
Correlation of cell proliferation in −Met/+Hcy media and PP2Ac methylation across additional cell lines. (**A**) Methionine-independent pancreatic cancer cell line PANC1, (**B**) Methionine-independent breast cancer cell line MDA-MB-231, (**C**) Methionine-dependent pancreatic cancer cell line BxPC3. All cells were all cultured in −Met/+Hcy media and PP2A methylation was analyzed after 3 and 24 h of treatment. Cell proliferation was also measured for 6 days in either +Met or −Met+Hcy media. Original figures can be found in Supplementary Materials.

**Figure 5:**
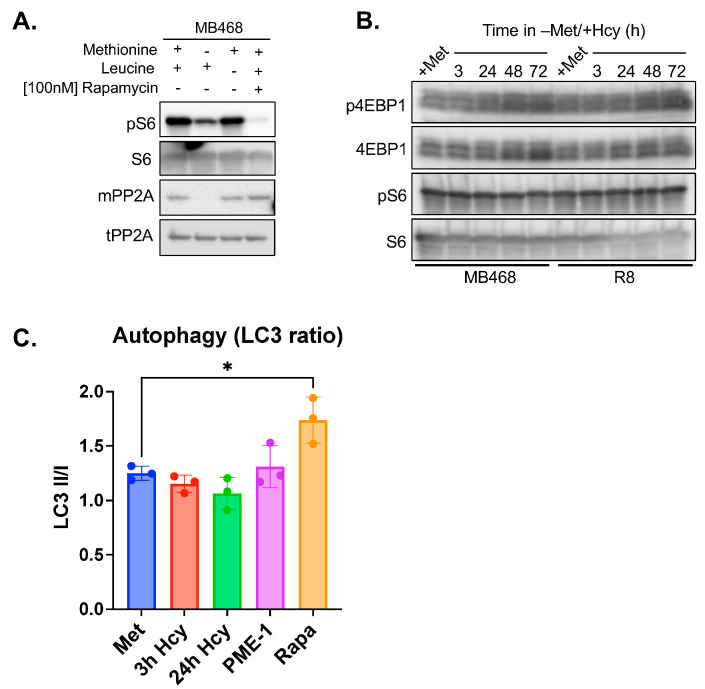
The growth defect of methionine-dependent MB468 cells in −Met/+Hcy media is not mediated by mTor signaling. (**A**) MB468 cells were cultured with either methionine depletion (no homocysteine supplementation), leucine depletion, or 100 nM Rapamycin for 24 h. Whole cell lysates were analyzed for both PP2Ac methylation and S6 phosphorylation. (**B**) MB468 and R8 cells were grown in −Met/+Hcy media for up to 3 days, with samples being collected at different time points. Whole cell lysates were tested for mTORC1 activity by analyzing phosphorylation of mTOR targets. (**C**) LC3II/I ratios indicate that growth in −Met/+Hcy media does not induce autophagy. * *p*-value less than 0.05. Original figures can be found in Supplementary Materials.

**Figure 6:**
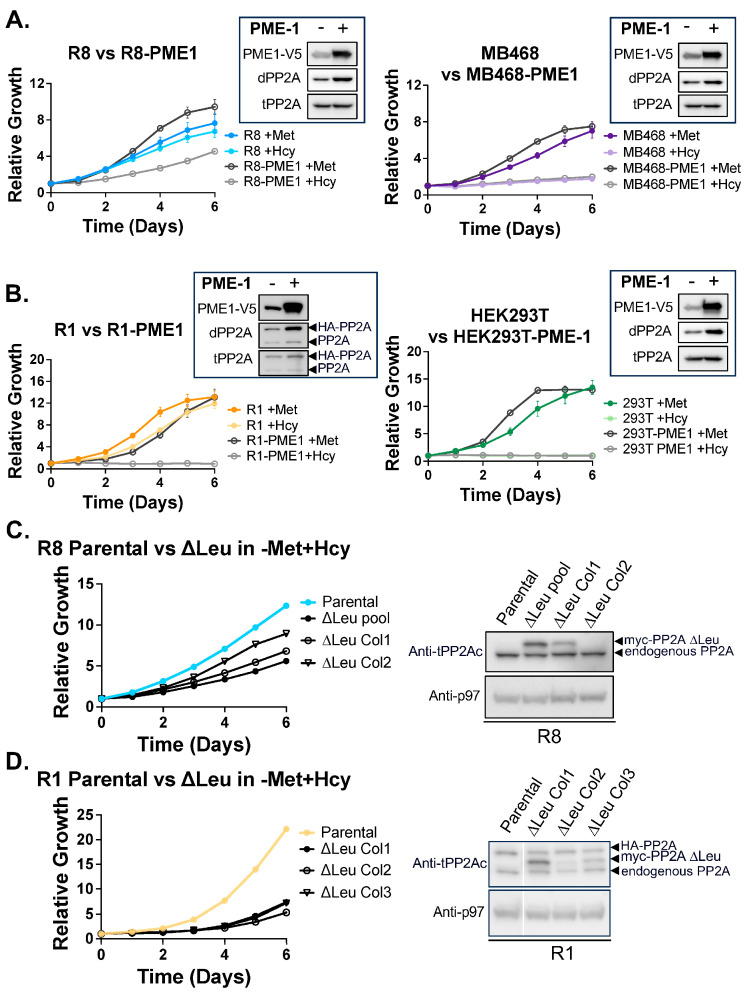
Reducing PP2Ac methylation is sufficient to impair cell proliferation in −Met/+Hcy media. (**A**,**B**) The protein phosphatase methylesterase (PME-1) was overexpressed to decrease PP2Ac methylation in cells. Cell proliferation in +Met or −Met/+Hcy media was compared in both parental and PME-1 overexpressing (PME-1 OE) cells. (**A**) Reducing PP2Ac methylation in R8 cells induced proliferation defects in met-independent R8 cells, while met-dependent MB468 cells were unaffected by PME-1 overexpression. (**B**) Met-independent R1 cells were severely impaired in proliferation in −Met/+Hcy media when PP2Ac methylation was reduced, but HEK293T cells were unaffected by PME-1 overexpression. Note: HA-PP2A- one allele of PP2A was HA-tagged on the endogenous locus. PP2A- endogenous PP2A (**C**) Methionine-independent R8 cells were transduced with myc-PP2Ac ∆Leu309 to mimic demethylation. Growth rates between parental R8, the pool of ∆Leu309 cells, and two individual ∆Leu309 colonies were compared. An increase in demethylated PP2Ac is enough to impair proliferation in −Met/+Hcy media. ∆Leu Col2 had very low expression of the PP2Ac ∆Leu309 allele that was visible only after very long exposure. (**D**) Expression of myc-PP2Ac ∆Leu309 in methionine-independent R1 cells is sufficient to impair proliferation in −Met/+Hcy media. Original figures can be found in Supplementary Materials.

## Data Availability

RNAseq datasets and results are available on NCBI Gene Expression Omnibus (GEO) with accession numbers GSE155955 (MB468, R8) and GSE301557 (HEK293T, R1).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom15091210/s1, Figure S1: Comparison on cell growth in different homocysteine compounds; Figure S2: HEK293T and 293T Res1 (R1) cell growths comparison in different media; Figure S3: Apoptosis controls for MB468/R8; Figure S4: HEK293T cells have a modest increase in apoptosis when compared to R1 cells; Figure S5: HEK293T cells likely die through a non-apoptotic cell death pathway when cultured in −Met+Hcy media; Figure S6: Volcano Plots; Figure S7: Comparisons between parental and revertant cell lines; Figure S8: Metabolomics; Figure S9: PP2Ac methylation responds in HEK293T but not R1 cells to growth in −Met/+Hcy media; Figure S10: ∆Leu309 slows down, but does not inhibit cell proliferation in complete media; Figure S11: Reduced PP2Ac methylation in response to methionine depletion does not affect intrinsic PP2A phosphatase activity; Figure S12: Uncropped blots relating to Figure 1E and Figure S4A; Figure S13: Uncropped blots relating to Figures S3A and S4B; Figure S14: Uncropped blots relating to Figure 3C; Figure S15: Uncropped blots relating to Figure 3E; Figure S16: Uncropped blots relating to Figure S9; Figure S17: Uncropped blots relating to Figure 4; Figure S18: Uncropped blots relating to Figure 5A; Figure S19: Uncropped blots relating to Figure 5B; Figure S20: Uncropped blots relating to Figure 5C; Figure S21: Uncropped blots relating to Figure 6A,B; Figure S22: Uncropped blots relating to Figure 6C,D; Figure S23: Uncropped blots relating to Figure S11. Table S1: Global protein methylation profiling in MB468 cells after 3 h growth in −Met/+Hcy media.

## Abbreviations

The following abbreviations are used in this manuscript:

PP2A	Protein Phosphatase 2A
SAM	S-Adenosyl-Methionine
-Met+Hcy	Methionine depleted media supplemented with homocysteine

# Supplementary material for: Carboxy-Methylation of the Catalytic Subunit of Protein Phosphatase 2A (PP2Ac) Integrates Methionine Availability with Methionine Addicted Cancer Cell Proliferation
**Source:** Biomolecules. 2025 Aug 22;15(9):1210. doi: 10.3390/biom15091210
**Supplement:** Supplementary file 1

**A.**

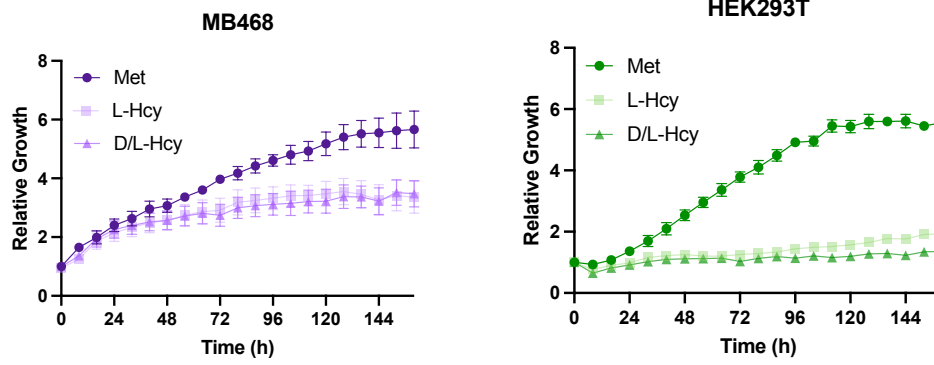

**Figure S1: Comparison on cell growth in different homocysteine compounds**

A) MB468 and HEK293T cells were treated with either 100  $\mu$ M L-homocysteine or 370  $\mu$ M DL-homocysteine and growth rates were compared over 6 days.

**A.**

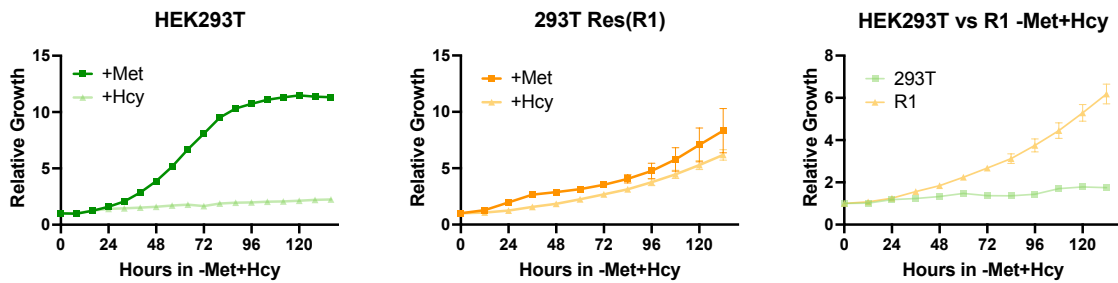

**B.**

### HEK293T vs R1 in S/G2/M Phase

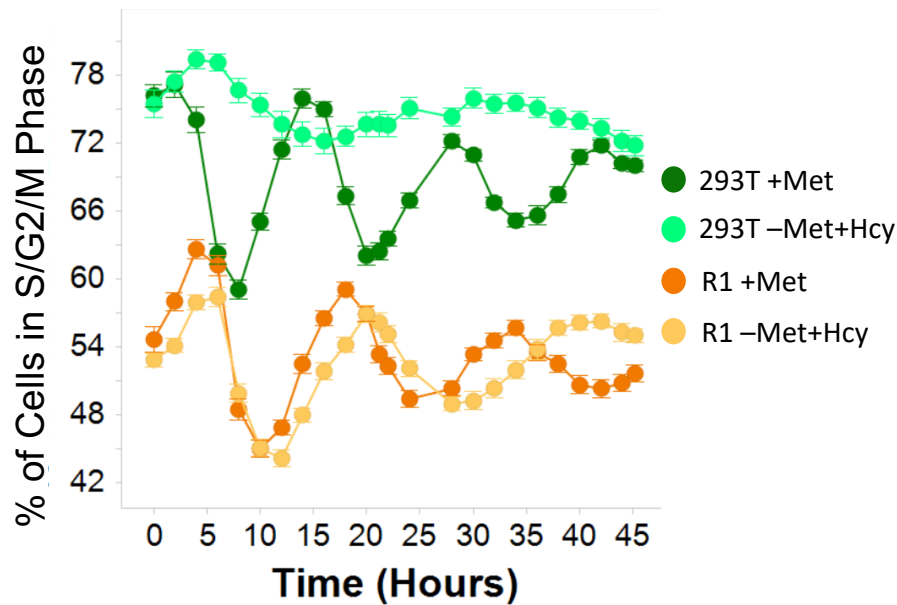

**Figure S2: HEK293T and 293T Res1 (R1) cell growths comparison in different media**

A) The methionine sensitive HEK293T and its resistant counterpart 293T Res1 (R1) were grown in either complete (+Met) media or methionine depleted (+Hcy) media and their proliferation was tracked. The HEK293T cells show a significant growth defect in -Met+Hcy media while the R1 cells have similar proliferation rates in both media types.

B) Live-cell imaging was used to follow progression through the cell cycle after synchronization in early S-phase. R1 cells progressed normally in both complete and -Met+Hcy media. HEK293T cells could not progress in -Met+Hcy and arrested in S/G2/M.

**A.**

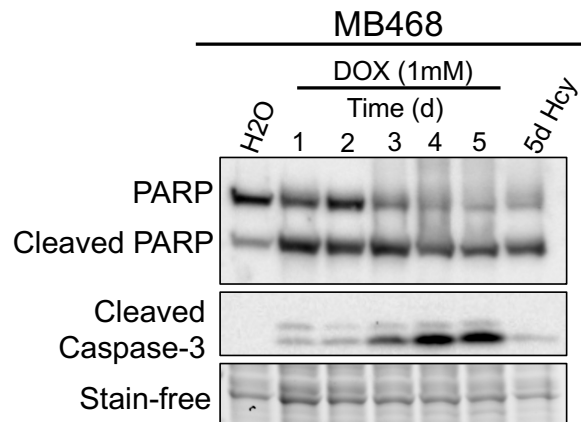

**B.**

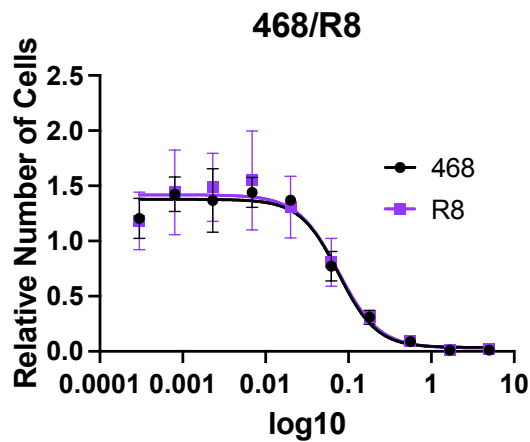

| IC50 ( $\mu$ m) |         | SE      |
|-----------------|---------|---------|
| MB468           | 0.07591 | 0.01027 |
| R8              | 0.07531 | 0.01770 |

**Figure S3: Apoptosis controls for MB468/R8**

A) 1mM doxorubicin (DOX) was used as a positive control for apoptosis and compared to 5 days growth in -Met+Hcy media. The positive control results in similar levels of PARP cleavage. B) IC<sub>50</sub> for DOX was determined in both MB468 and R8 cells to compare intrinsic apoptotic potential.

**A.**

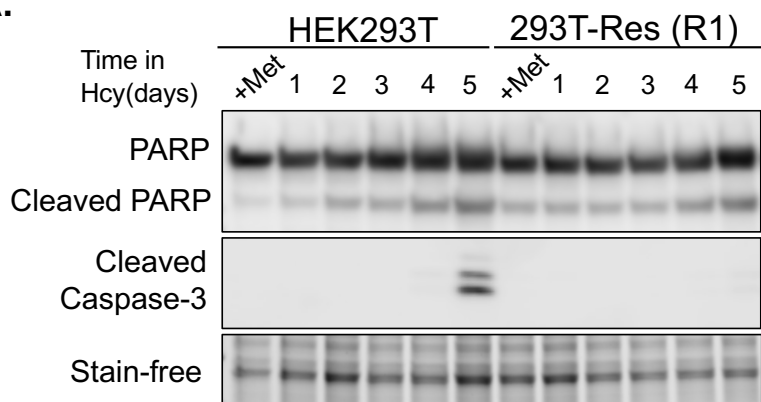

**B.**

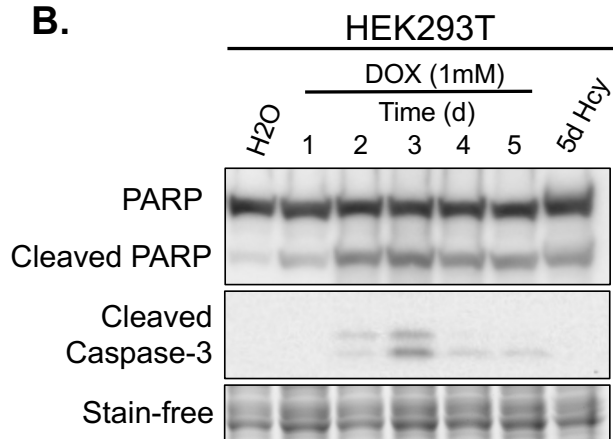

**C.**

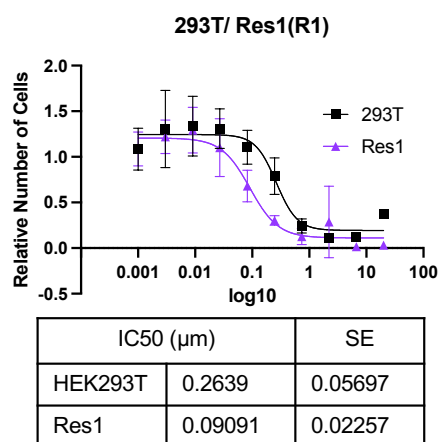

**D.**

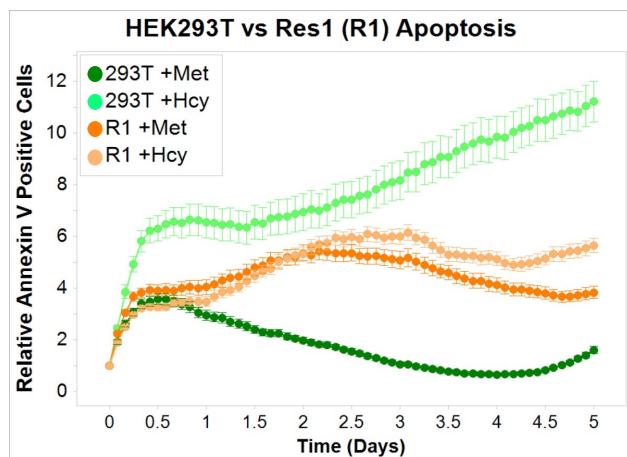

**Figure S4: HEK293T cells have a modest increase in apoptosis when compared to R1 cells**

A) Western blot was used to measure apoptosis by probing for PARP and Caspase-3 cleavage. B) 1mM Doxorubicin was used as a positive control. C)  $IC_{50}$  for doxorubicin (DOX) in both HEK293T and R1s was determined and compared. D) Live-cell imaging using Annexin V was used to measure apoptosis.

**A.**

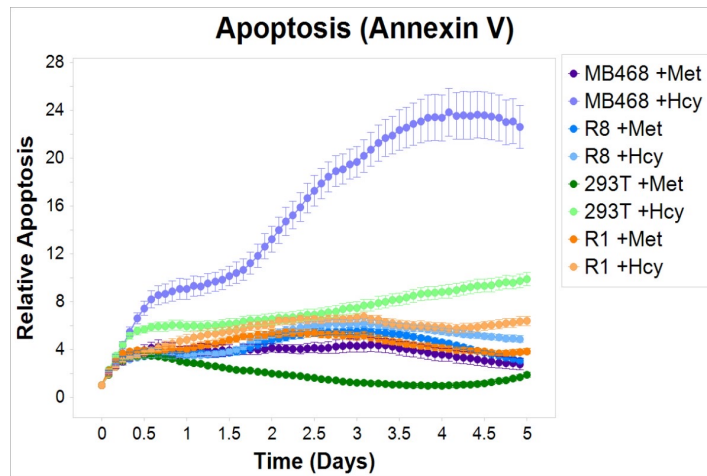

**B.**

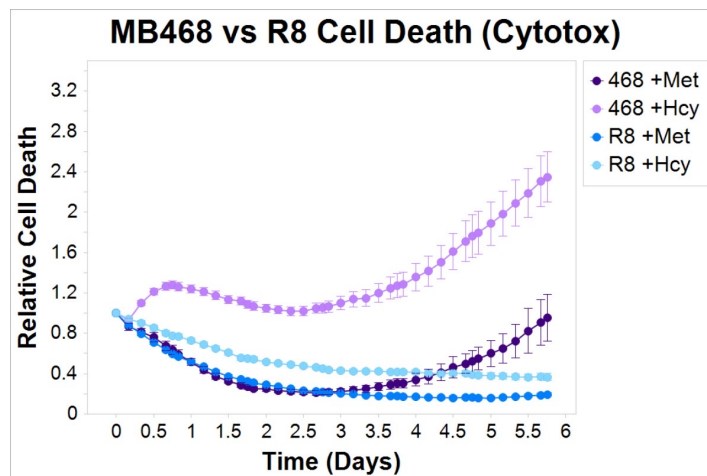

**C.**

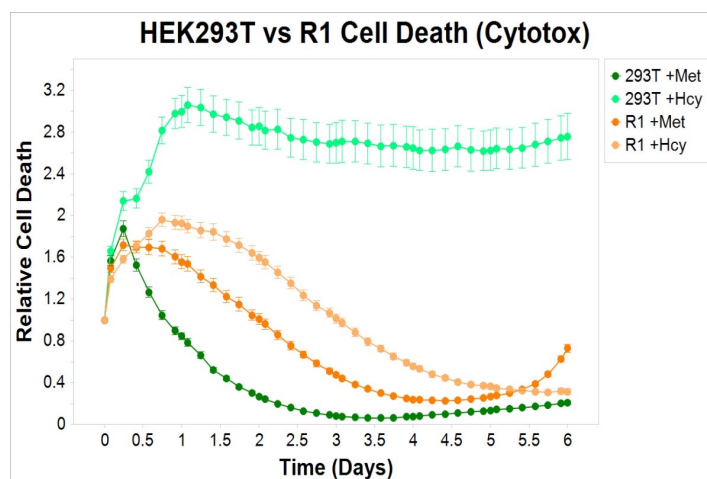

**Figure S5: HEK293T cells likely die through a non-apoptotic cell death pathway when cultured in -Met+Hcy media.**

A) Apoptosis was measured using an Annexin V dye and live-cell imaging. B) General cell death was measured in live MB468 and R8 cells using cytotox. C) General cell death was measured in live HEK293T and R1 cells.

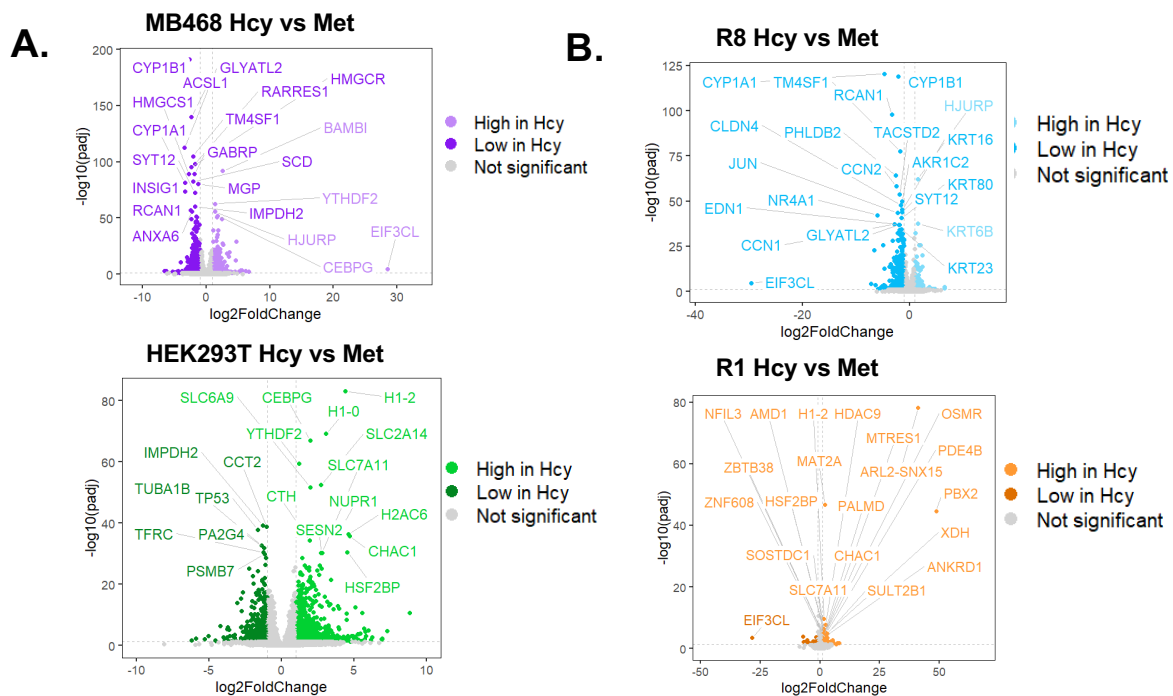

**Figure S6: Volcano Plots**

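Figure S6 plots the change of each gene between the media against its p-value. The labels of Figure S6A for HEK293T cells name 20 genes, 13 of which rose in −Met+Hcy medium and 7 of which fell. All 20 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes and when adjusted over the list alone, which is not independent evidence because the study chose them on these libraries. H1-2 had a log2 fold change of 4.38 (standard error 0.304, adjusted p = 8.23e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CHAC1, H2AC6, HSF2BP and NUPR1 rose by 4.68, 4.60, 4.53 and 4.15 on the log2 scale. H2AC6 and H1-2 belong to families of similar histone genes, whose reads the counting could split. Smaller increases were measured for SLC7A11 (2.79), SESN2 and SLC2A14 (2.73 each), CEBPG (2.00), SLC6A9 (1.99), CTH (1.93) and YTHDF2 (1.21). Decreases on the log2 scale were measured for TUBA1B (-1.38), IMPDH2 (-1.31), TFRC (-1.24), PA2G4 (-1.21), PSMB7 (-1.17) and CCT2 (-1.05). Without HEK293T +Met replicate 2, CCT2 was no longer called and the other 19 were. With each library's trend with GC content and transcript length removed, an alternative chosen after the data were seen, CCT2 and PSMB7 fell by less than the threshold and the other 18 were called.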

A) Transcriptional response for methionine sensitive cell lines. B) Transcriptional response for both methionine independent cell lines

**A.** Upregulated genes in 468 & R8 in Hcy

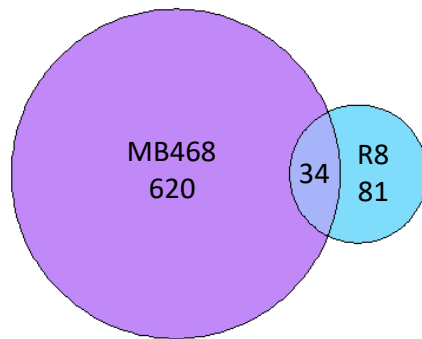

Downregulated genes in 468 & R8 in Hcy

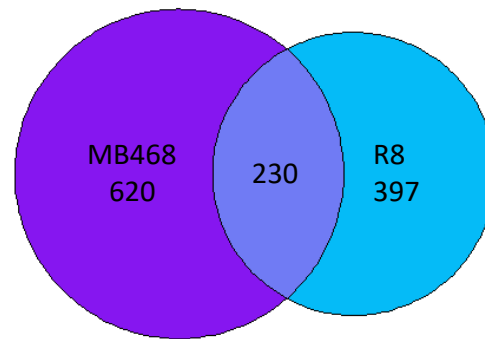

**B.**

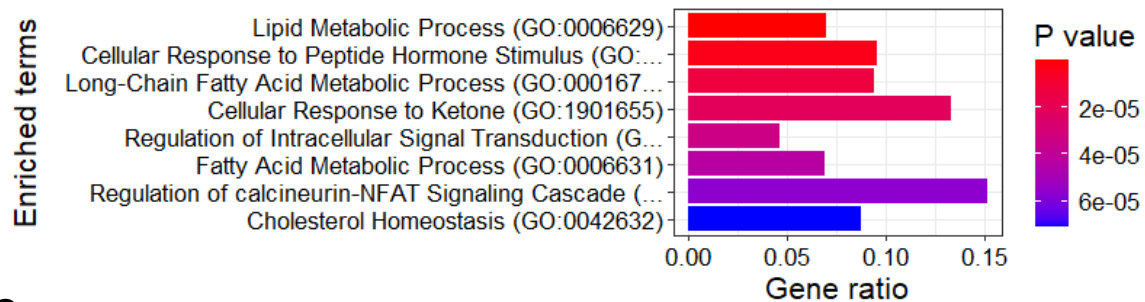

**C.**

Upregulated genes in 293T & R1 in Hcy

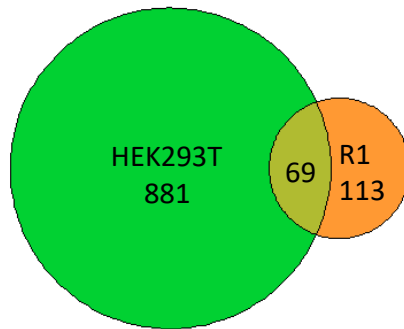

Downregulated genes in 293T & R1 in Hcy

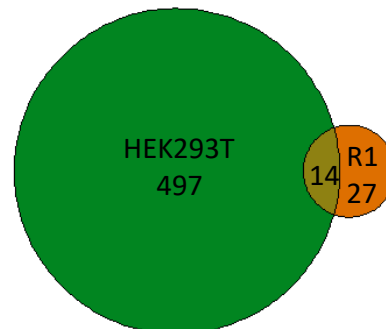

**D.**

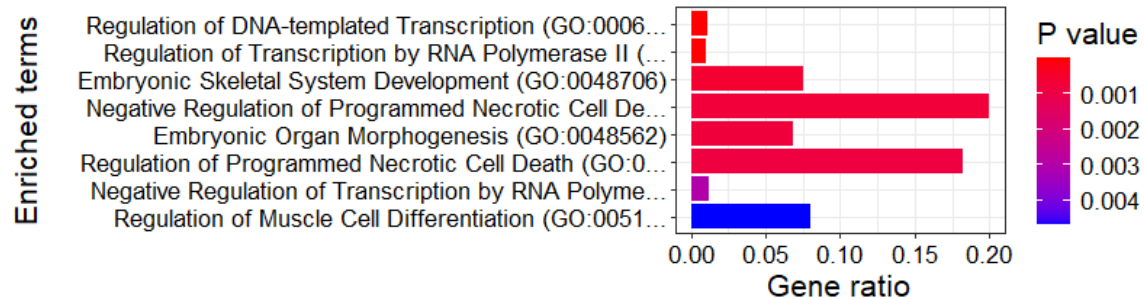

**Figure S7: Comparisons between parental and revertant cell lines**

A) Genes that were upregulated and downregulated in MB468 and R8 cells in response to growth in -Met+Hcy media. B) GO term analysis for the overlapping transcriptional response between MB468 and R8 cells. 

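Figure S7C sets the genes that responded in HEK293T cells beside those that responded in R1 cells. With no threshold applied in R1, the genes called in HEK293T cells were followed in R1 cells by their median response. The genes called higher had a median log2 fold change of 1.46 in HEK293T cells and 0.45 in R1 cells, with medians of 0.42, 0.38 and 0.41 in the 3 R1 −Met+Hcy libraries (SD 0.023), and 86.6% of them were higher in R1. The R1 median lay above all 10000 random lists of the same size matched on mean expression, 95% of which fell between -0.11 and -0.010. With genes at or under 3 counts in one group set at their bound, and those at it in both left out, it was 0.44. The genes called lower had medians of -1.27 in HEK293T and -0.32 in R1 cells, with -0.33, -0.29 and -0.24 in the 3 libraries (SD 0.046), and 77.3% of them were lower in R1. That median lay below all 10000 random lists, 95% of which fell between -0.070 and 0.054. Without R1 −Met+Hcy replicate 3, the medians of the same genes in R1 were 0.40 and -0.32, and 91.4% and 94.5% of the genes went the same way.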

C) Genes that were upregulated and downregulated in HEK293T and R1 cells in response to growth in -Met+Hcy media. D) GO term analysis for the overlapping transcriptional response between HEK293T and R1 cells.

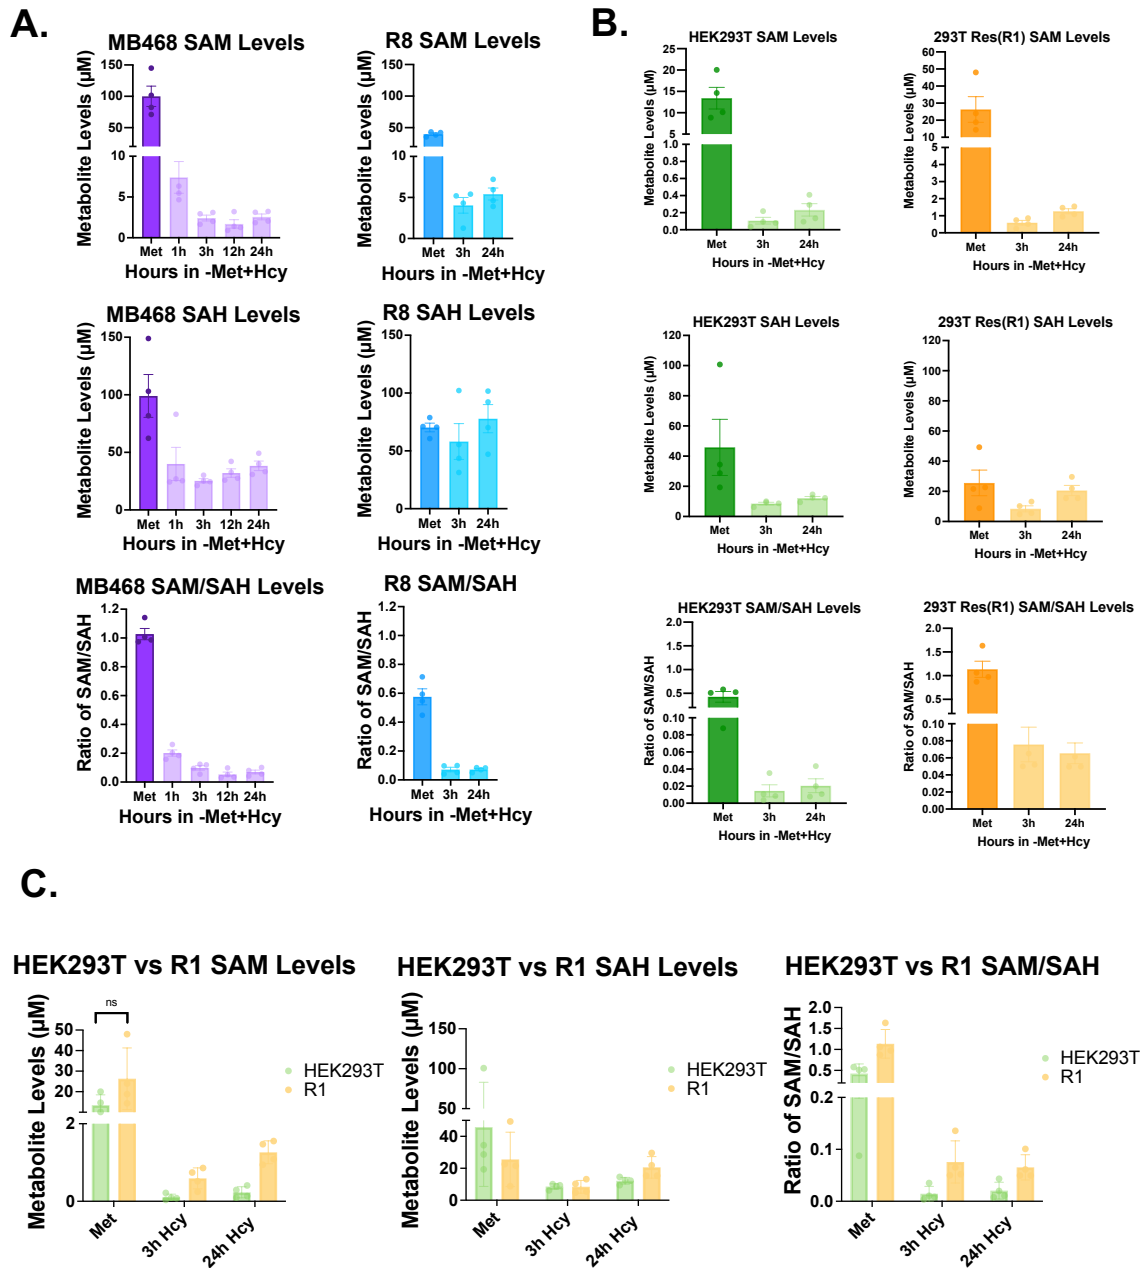

**Figure S8: Metabolomics**

A) Figure 3A represented as individual cell lines. B) Experiment was performed as Fig 3A but using HEK293T and R1 cells. The methylation potential was calculated using the SAM/SAH ratio. C) Data from S5B displayed as cell groupings for better comparison.

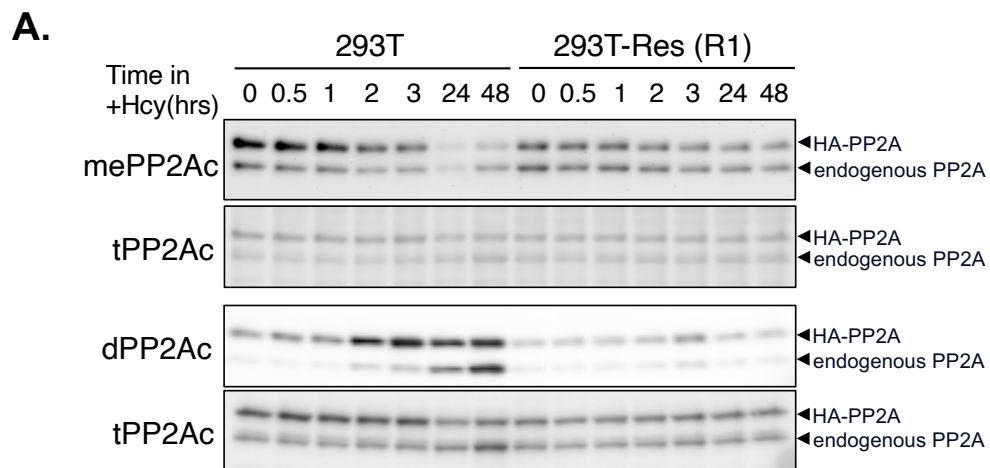

**Figure S9: PP2Ac methylation responds in HEK293T but not R1 cells to growth in -Met/+Hcy media.**

A) HEK293T and R1 cells were grown in -Met/+Hcy media for up to 3 days, with samples being collected at different time points. Whole cell lysates were then analyzed for PP2Ac methylation.

**A.**

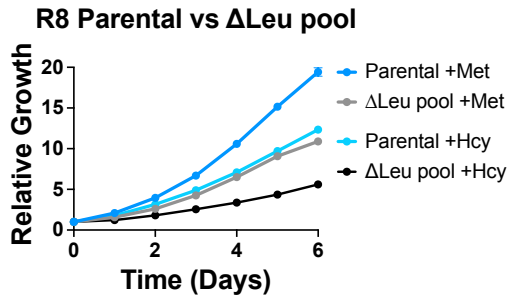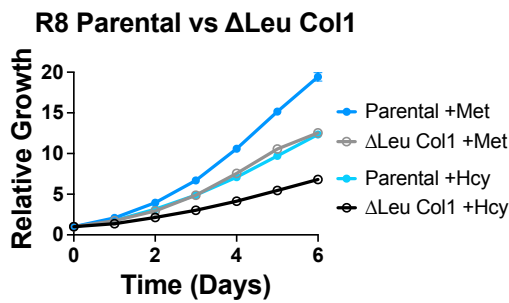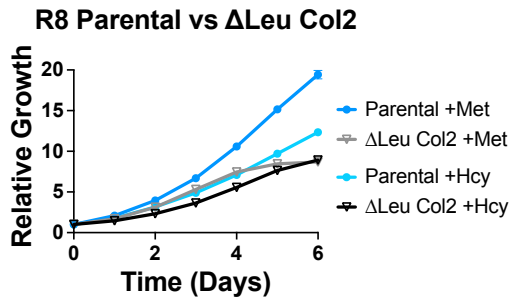

**B.**

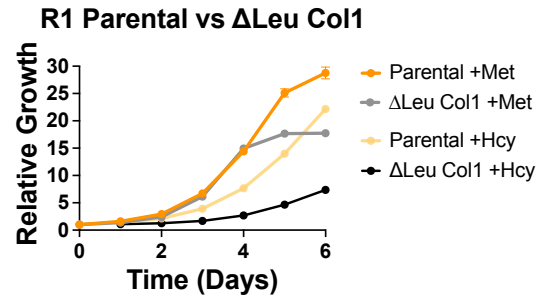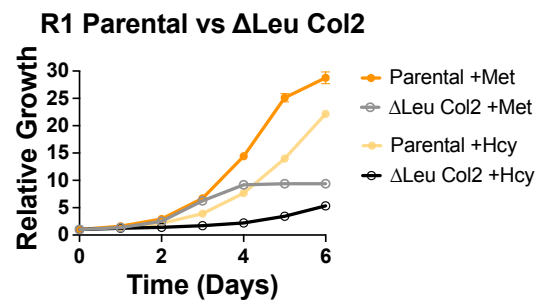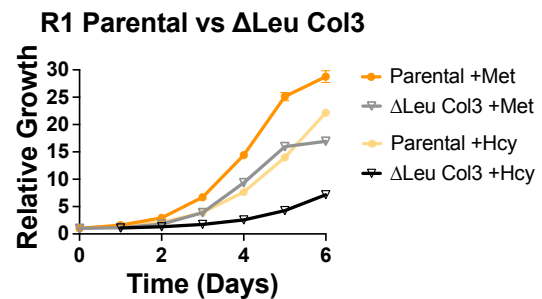

**Figure S10:  $\Delta$ Leu309 slows down, but does not inhibit cell proliferation in complete media**

A) R8 cells cultured in +Met or -Met+Hcy compared to the  $\Delta$ Leu309 pool or individual colonies. B) R1 cells cultured in +Met or -Met+Hcy compared to each individual  $\Delta$ Leu309 colony

**A.**

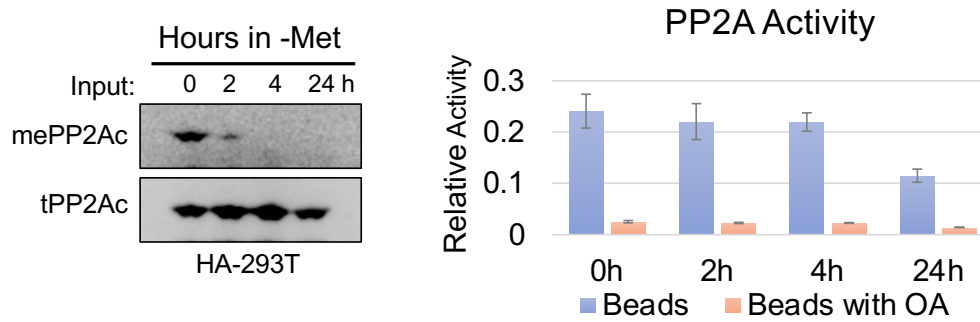

**Figure S11: Reduced PP2Ac methylation in response to methionine depletion does not affect intrinsic PP2A phosphatase activity.**

A) HEK293T cells with an N-terminal tagged PP2Ac was immunopurified and activity of the phosphatase was analyzed. The PP2A inhibitor okadaic acid was used as a control. While methylation of PP2Ac is lost as early as 2 hours in -Met media, intrinsic phosphatase activity is unaffected.

# Supplementary material for: Carboxy-Methylation of the Catalytic Subunit of Protein Phosphatase 2A (PP2Ac) Integrates Methionine Availability with Methionine Addicted Cancer Cell Proliferation
**Source:** Biomolecules. 2025 Aug 22;15(9):1210. doi: 10.3390/biom15091210
**Supplement:** Supplementary file 1

A.

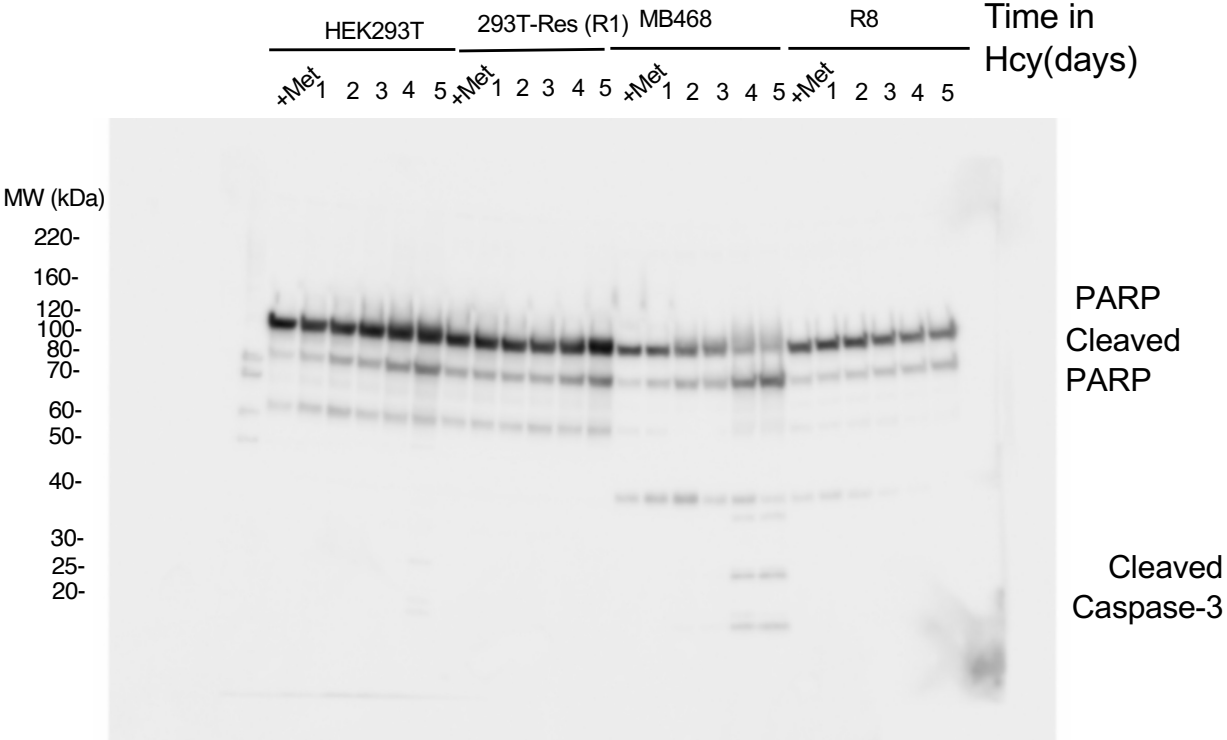

B.

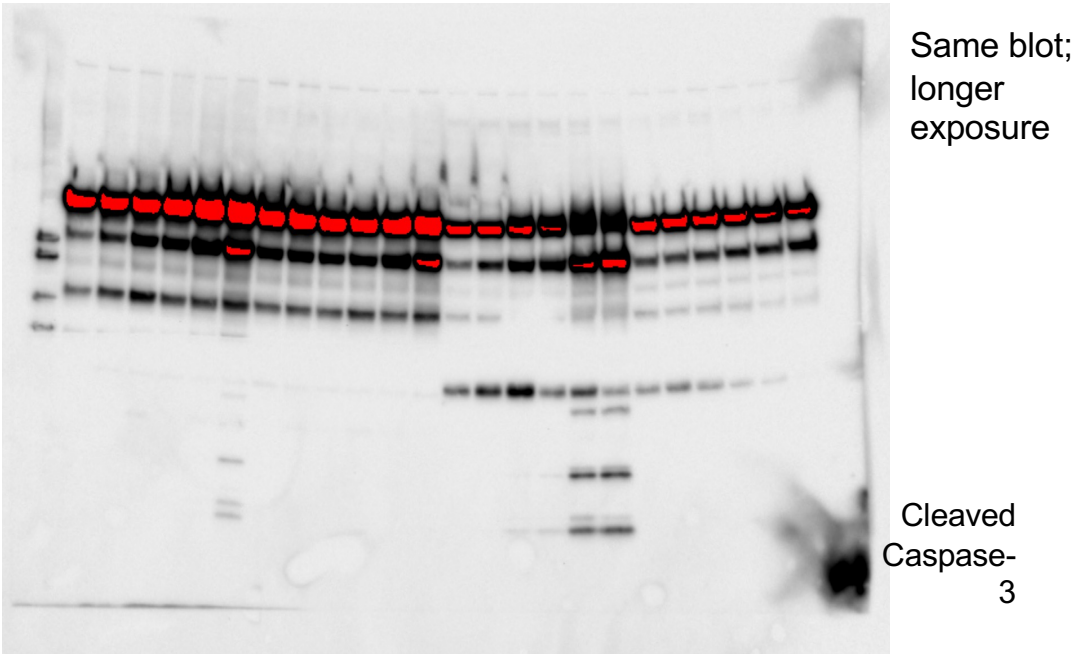

C.

| MB468        |         |         |         |         |         |         | R8      |         |         |         |         |         |
|--------------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|
|              | Met     | 1       | 2       | 3       | 4       | 5       | Met     | 1       | 2       | 3       | 4       | 5       |
| PARP         | 2338341 | 2444584 | 2364310 | 2136264 | 1567125 | 1107266 | 2707411 | 2910816 | 3041324 | 2436700 | 2396763 | 2418484 |
| Cleaved PARP | 199985  | 449326  | 730496  | 744822  | 1694475 | 2251838 | 375666  | 289992  | 365820  | 408650  | 459012  | 685299  |

  

| HEK293T      |         |         |         |         |         | R1      |         |         |         |         |         |         |
|--------------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|
|              | Met     | 1       | 2       | 3       | 4       | 5       | Met     | 1       | 2       | 3       | 4       | 5       |
| PARP         | 4827282 | 4423399 | 4647482 | 5564027 | 6127700 | 5623008 | 4952480 | 5025692 | 3978724 | 4352610 | 4538170 | 5769848 |
| Cleaved PARP | 185687  | 310532  | 700379  | 808404  | 1360361 | 1437768 | 640328  | 637140  | 529759  | 660243  | 1033500 | 1549688 |

D.

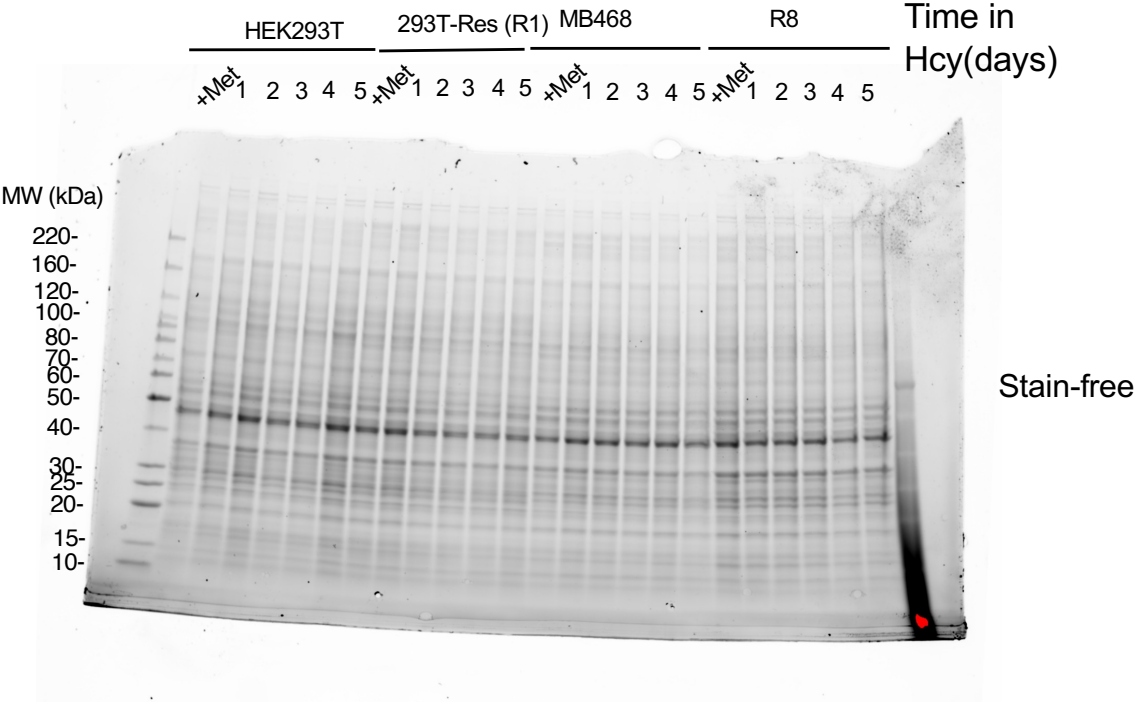

E.

| Lane No. | Adj. Total Band Vol. (Int) |
|----------|----------------------------|
| 1        | 43441706                   |
| 2        | 63789110                   |
| 3        | 75969278                   |
| 4        | 51048305                   |
| 5        | 52418597                   |
| 6        | 78807960                   |
| 7        | 64552642                   |
| 8        | 74194351                   |
| 9        | 55643742                   |
| 10       | 46072180                   |
| 11       | 46056626                   |
| 12       | 42528486                   |
| 13       | 56677698                   |
| 14       | 64282295                   |
| 15       | 56583989                   |
| 16       | 60409734                   |
| 17       | 60844861                   |
| 18       | 42830711                   |
| 19       | 72750293                   |
| 20       | 71915074                   |
| 21       | 68174106                   |
| 22       | 64034201                   |
| 23       | 48406050                   |
| 24       | 65993081                   |

**Figure S12: Uncropped blots relating to Figures 1E and S4A**

A) Shorter exposure B) Longer exposure C) Densitometry (using total adjusted band volume from BioRad ImageLab) D) Stain-free loading control E) Densitometry (using total adjusted band volume from BioRad ImageLab) for stain-free control

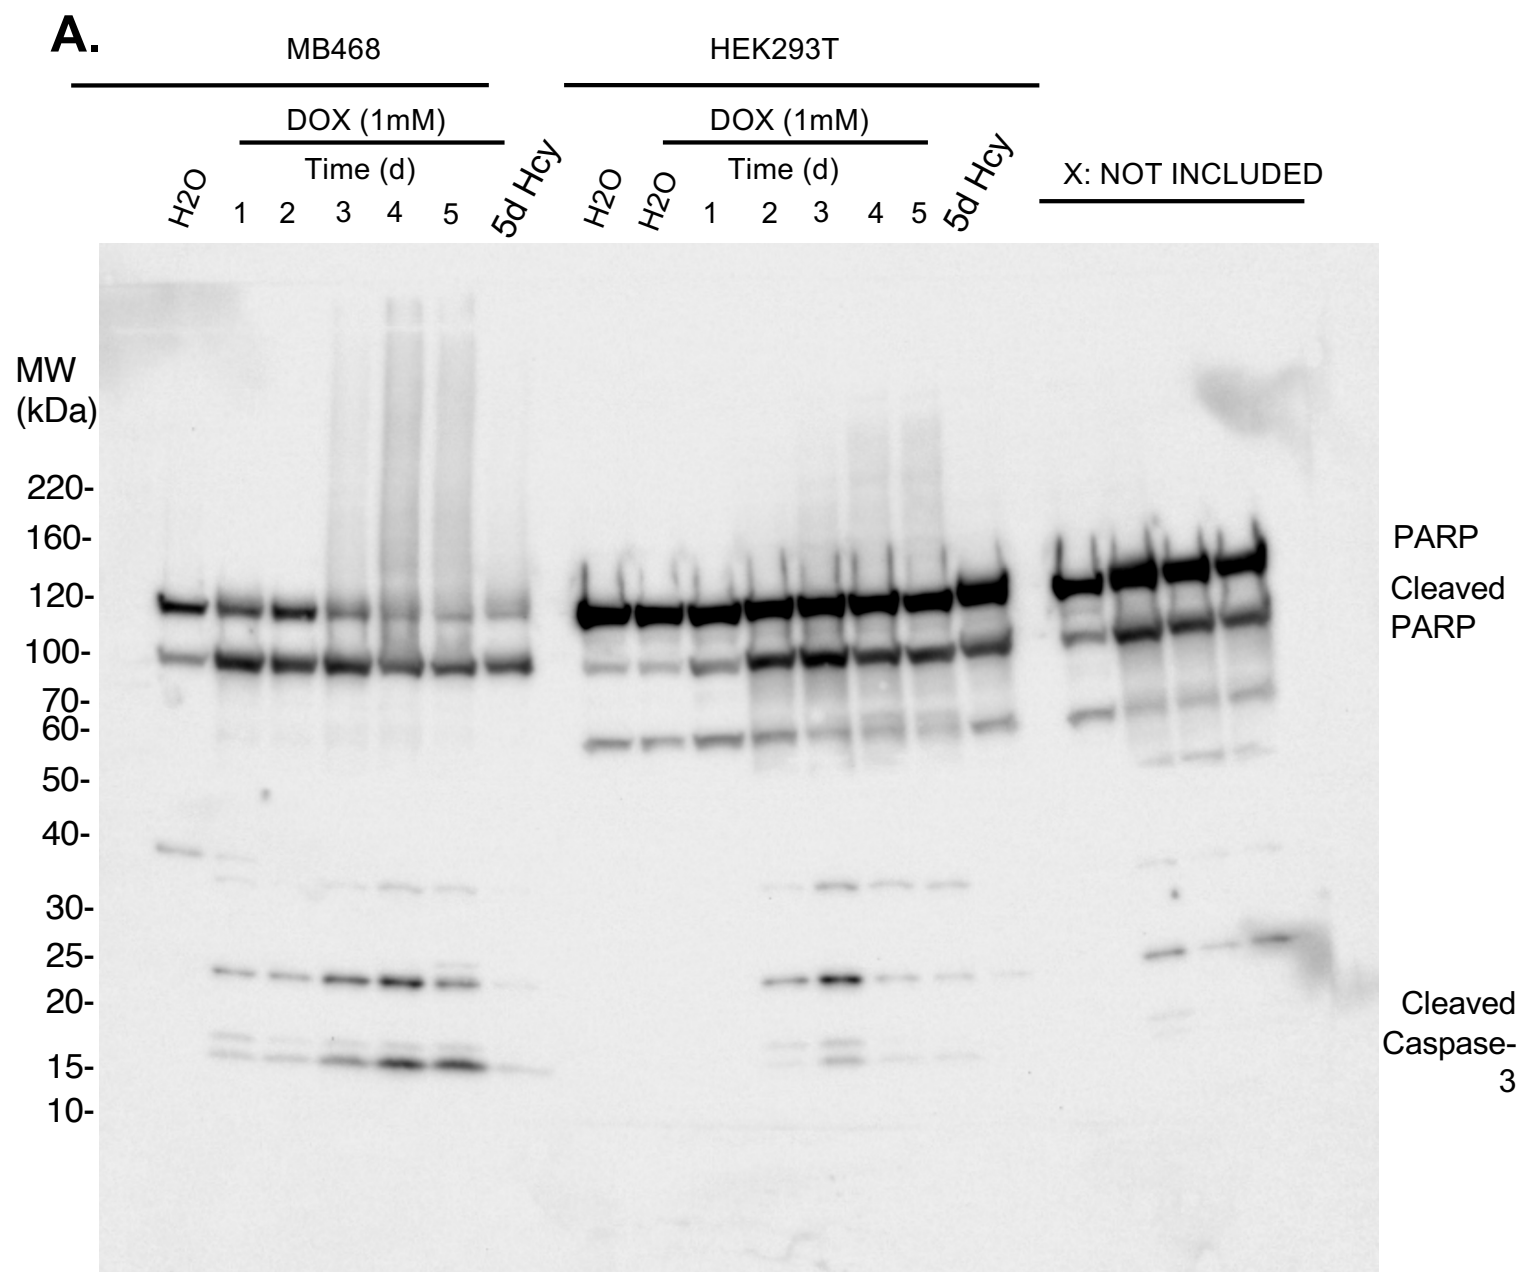

B.

|              | MB468   |         |         |         |        |         |         | HEK293T |         |         |         |         |         |         |         |
|--------------|---------|---------|---------|---------|--------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|
|              | H2O     | 1       | 2       | 3       | 4      | 55d Hcy |         | H2O     | H2O     | 1       | 2       | 3       | 4       | 55d Hcy |         |
| PARP         | 1636736 | 1331484 | 1553414 | 808780  | 366966 | 307528  | 112768  | 5244704 | 3525184 | 4000416 | 3279120 | 3101200 | 3412920 | 3342898 | 3862912 |
| Cleaved PARP | 612000  | 1487808 | 1204718 | 1146264 | 835142 | 742664  | 1023296 | 185504  | 177346  | 532576  | 1216488 | 1411600 | 1249388 | 1227070 | 1386240 |

C.

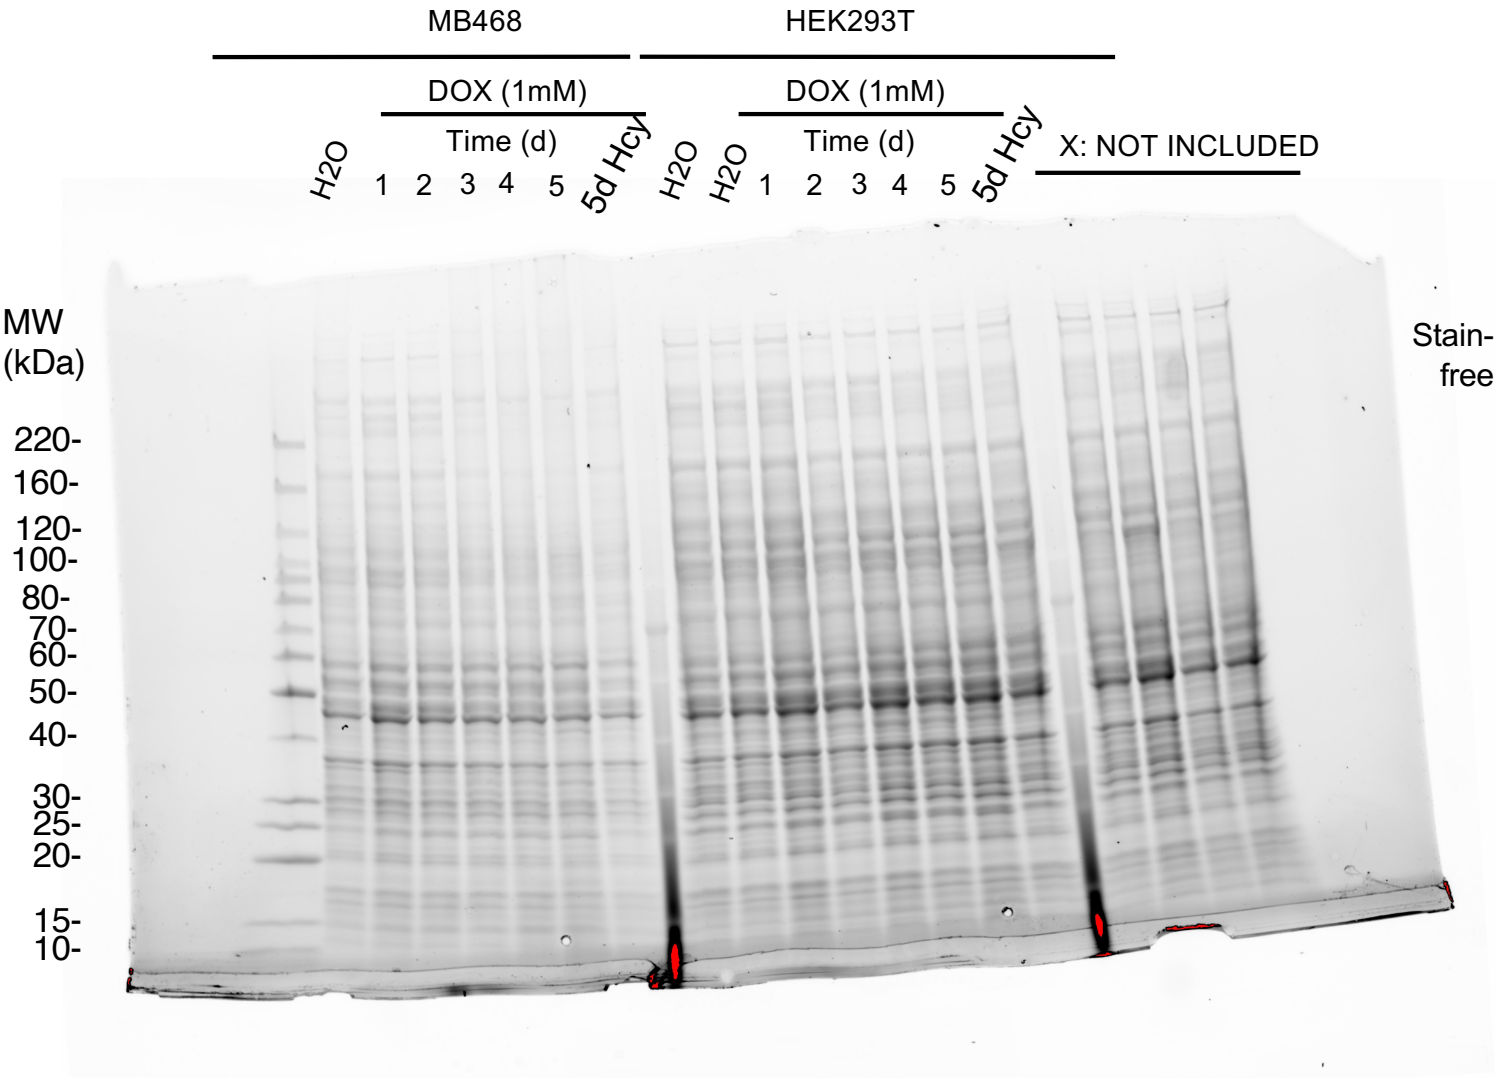

D.

| Lane No. | Adj. Total Band Vol. (Int) |
|----------|----------------------------|
| 1        | 54172158                   |
| 2        | 76492552                   |
| 3        | 63071874                   |
| 4        | 54745030                   |
| 5        | 49306180                   |
| 6        | 42492518                   |
| 7        | 32804194                   |
| 8        | 86589421                   |
| 9        | 94902024                   |
| 10       | 117108490                  |
| 11       | 94448534                   |
| 12       | 117277867                  |
| 13       | 101184325                  |
| 14       | 127288381                  |
| 15       | 77683039                   |

## **Figure S13: Uncropped blots relating to Figures S3A and S4B**

A) Uncropped Blot B) Densitometry (using total adjusted band volume from BioRad ImageLab) C) Stain-free loading control D) Densitometry (using total adjusted band volume from BioRad ImageLab) for stain-free control

**A.**

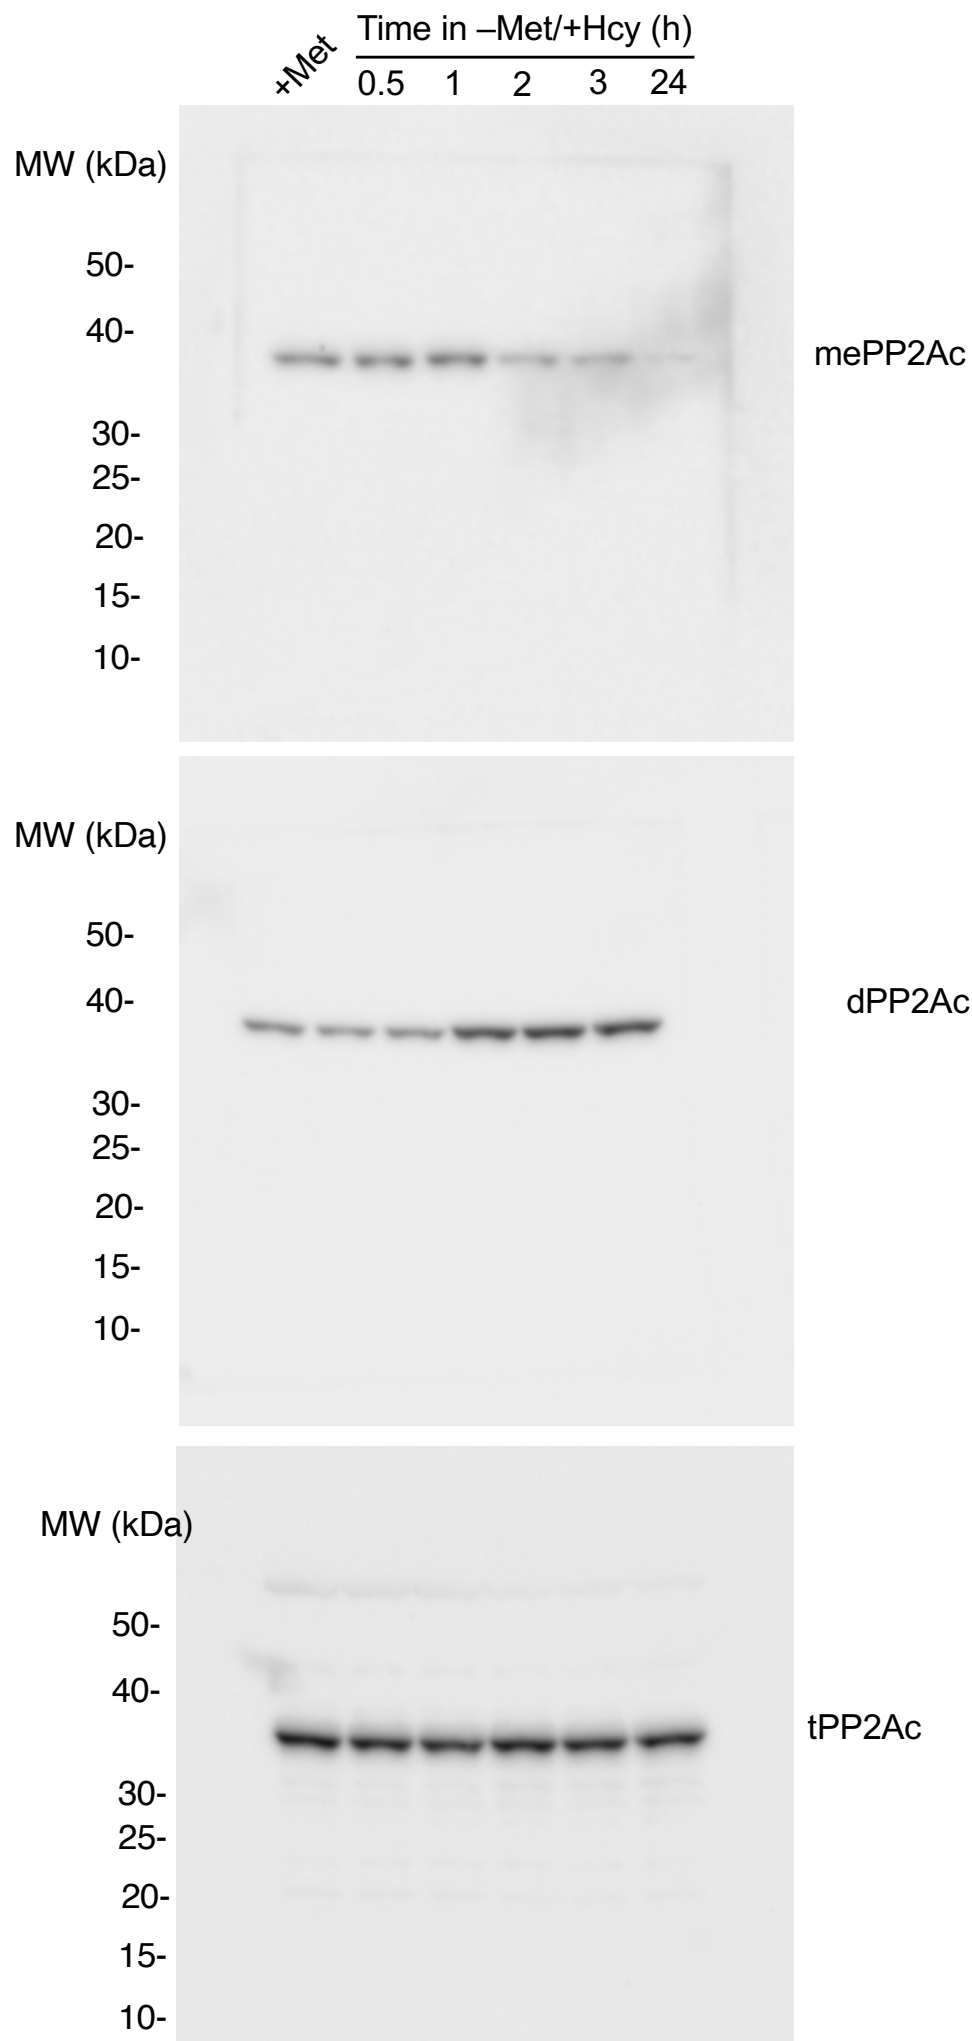

**B.**

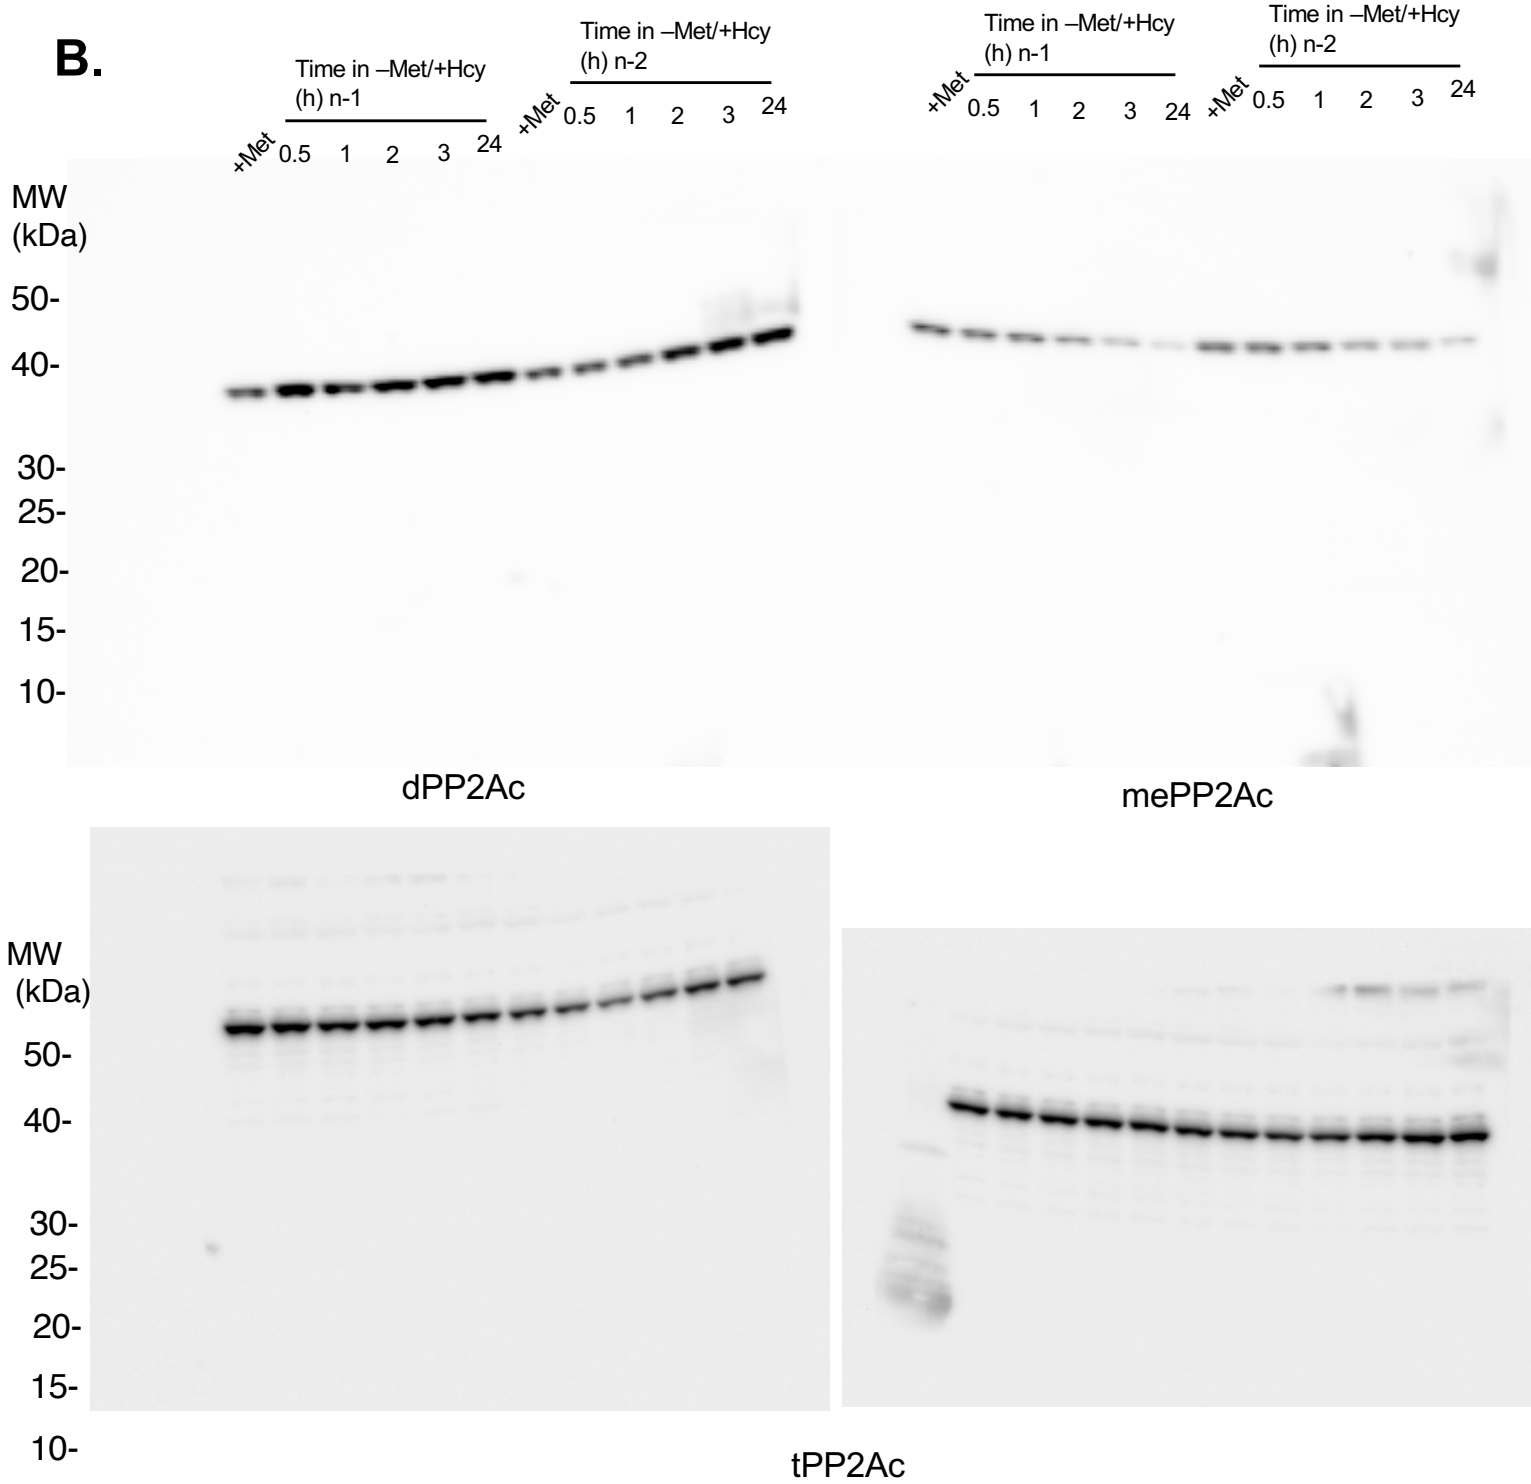

**Replicates used for quantification**

C.

|     |          | dPP2Ac  | tPP2Ac  | mPP2Ac  | tPP2Ac  |
|-----|----------|---------|---------|---------|---------|
| N-1 | Met      | 1503909 | 2968280 | 886686  | 1820595 |
|     | Hcy 0.5h | 1197735 | 2674595 | 607784  | 1783355 |
|     | Hcy 1h   | 1408803 | 2430050 | 665210  | 2138010 |
|     | Hcy 2h   | 2761836 | 2854845 | 209440  | 2563330 |
|     | Hcy 3h   | 3040323 | 2565185 | 198730  | 2966215 |
|     | Hcy 24h  | 2954259 | 2525740 | 43962   | 3012765 |
| N-2 | Met      | 2069808 | 8679783 | 1328886 | 6613200 |
|     | Hcy 0.5h | 3954846 | 7817766 | 1293474 | 6360660 |
|     | Hcy 1h   | 2936888 | 7037093 | 1243268 | 6404160 |
|     | Hcy 2h   | 3582080 | 7250001 | 915798  | 6472500 |
|     | Hcy 3h   | 3918090 | 6665155 | 576810  | 6553740 |
|     | Hcy 24h  | 3791730 | 5674798 | 329914  | 6366090 |
| N-3 | Met      | 1988506 | 4876920 | 1447446 | 5761800 |
|     | Hcy 0.5h | 1847274 | 3741979 | 1387412 | 5121780 |
|     | Hcy 1h   | 2026362 | 2722723 | 1221090 | 4718490 |
|     | Hcy 2h   | 2889027 | 3776360 | 842764  | 5755770 |
|     | Hcy 3h   | 2998658 | 5066096 | 787254  | 7203456 |
|     | Hcy 24h  | 3473440 | 4612304 | 464204  | 6787350 |

## Figure S14 : Uncropped blots relating to Figure 3C

A and B) Uncropped blots C) Densitometry (using total adjusted band volume from BioRad ImageLab)

Note: Membranes were cut to accommodate multiple antibodies

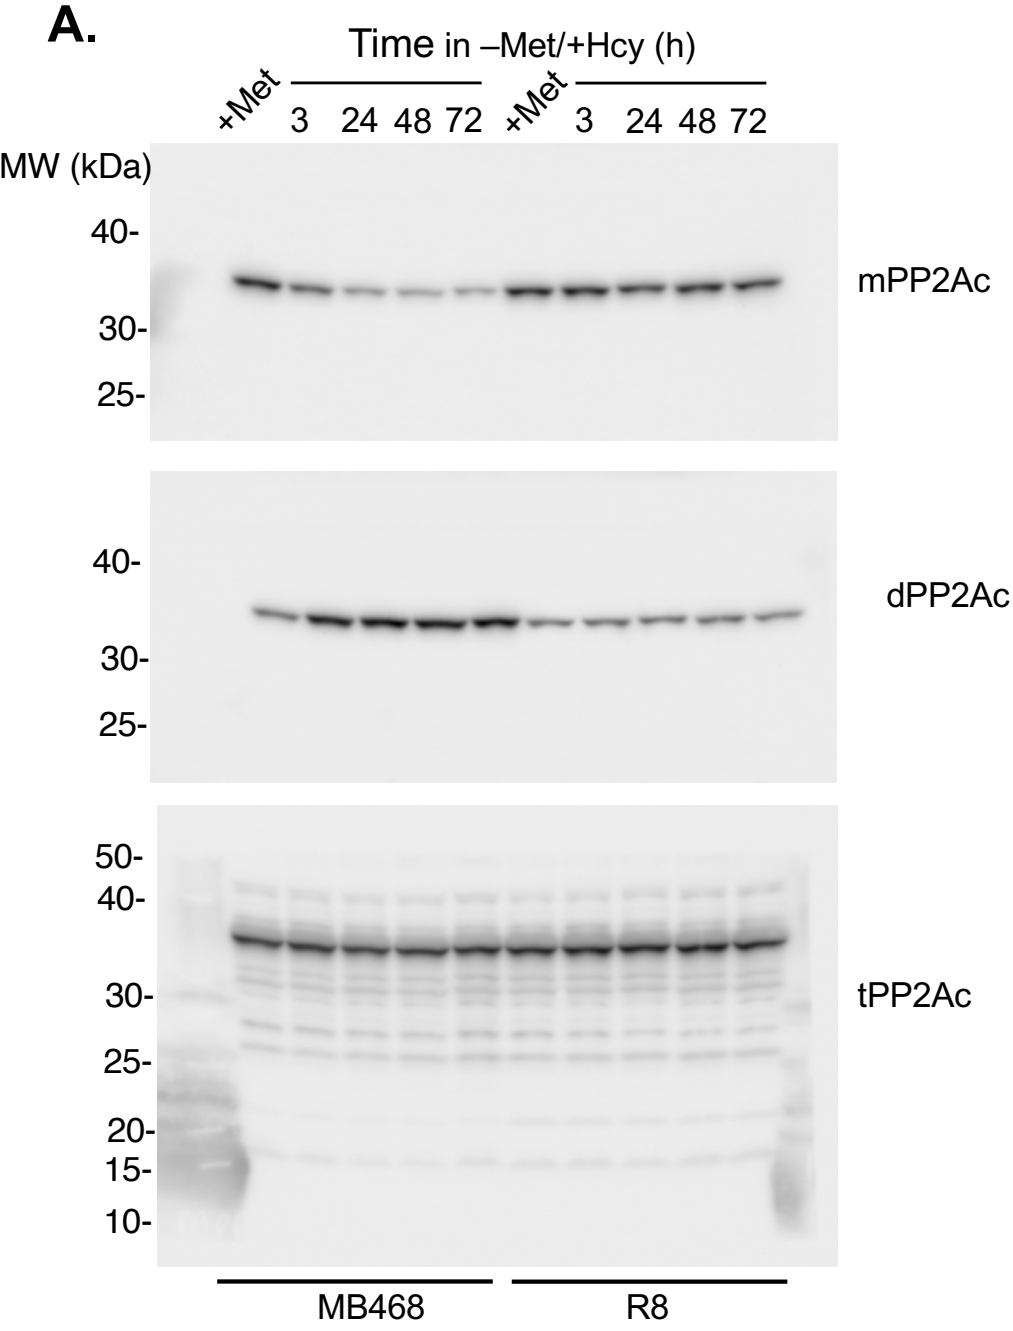

**B.**

|       | MB468    |          |          |          |          | R8       |          |          |          |          |
|-------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|
|       | Met      | 3        | 24       | 48       | 72       | Met      | 3        | 24       | 48       | 72       |
| mPP2A | 2602576  | 1498488  | 764788   | 675874   | 639102   | 2433622  | 2482226  | 1994823  | 2396183  | 2196256  |
| dPP2A | 1046472  | 2252572  | 2483768  | 2508576  | 2421524  | 834932   | 904652   | 968032   | 1097568  | 811239   |
| tPP2A | 42746352 | 43911384 | 38988312 | 48473436 | 43090872 | 52507224 | 54568272 | 50415816 | 50323812 | 35084016 |

**Figure S15: Uncropped blots relating to Figure 3E**

A) Uncropped blot B) Densitometry (using total adjusted band volume from BioRad ImageLab)

Note: Membranes were cut to accommodate multiple antibodies

**A.**

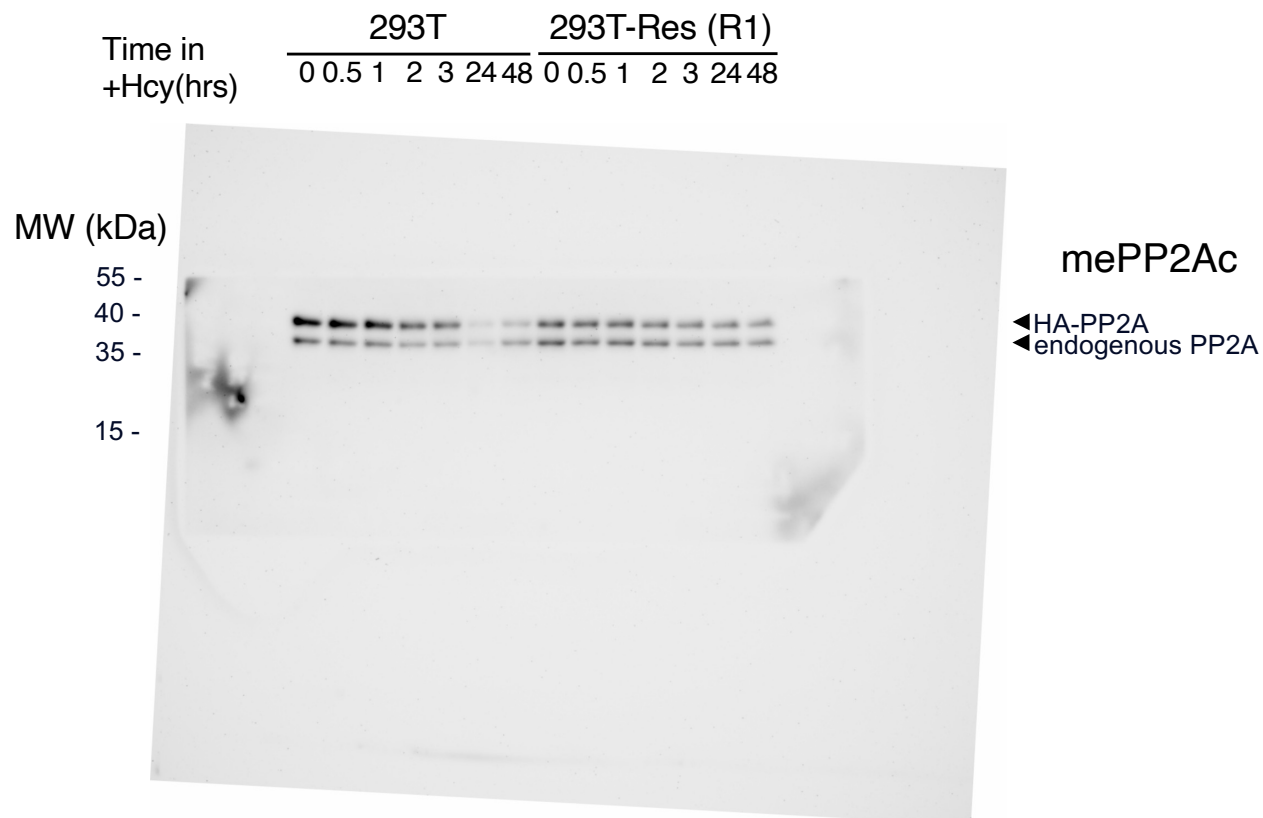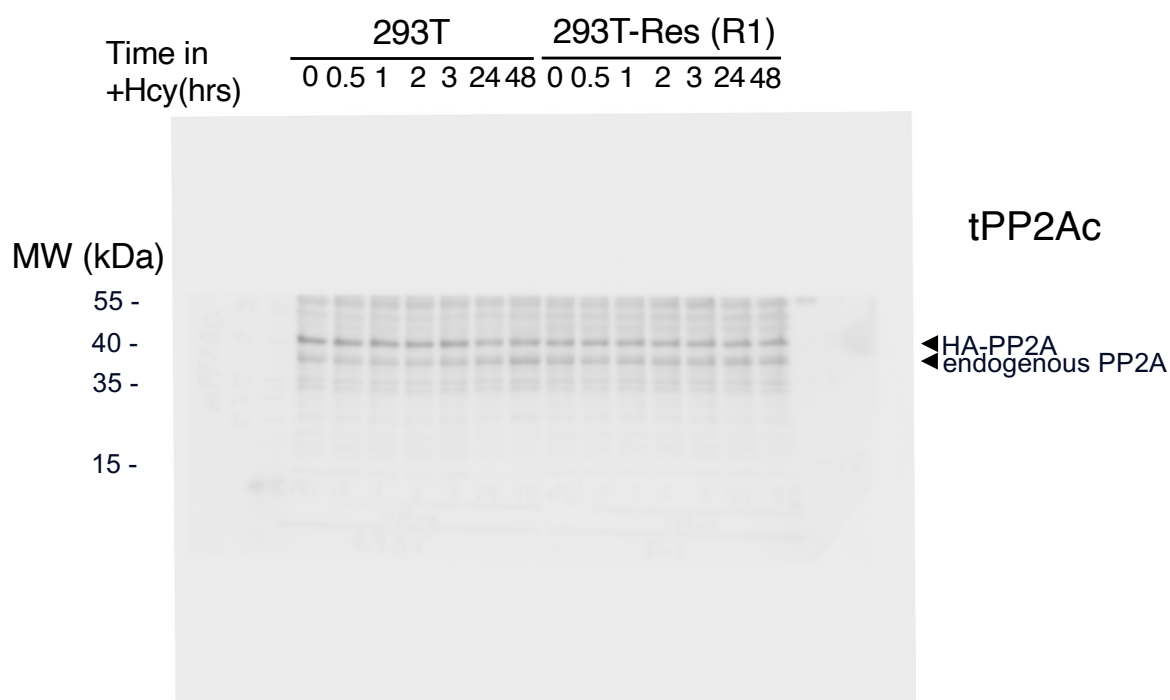

# B.

|                  |     | Lane | Band No. | Methyl PP2AC | Total PP2AC |
|------------------|-----|------|----------|--------------|-------------|
| 293T             | 0   |      | 1        | 5735891      | 7299936     |
|                  |     |      | 1        | 2482879      | 3427200     |
|                  | 0.5 |      | 2        | 4998000      | 6468224     |
|                  |     |      | 2        | 1801534      | 2778384     |
|                  | 1   |      | 3        | 4658381      | 6423648     |
|                  |     |      | 3        | 1839166      | 2672320     |
|                  | 2   |      | 4        | 2921625      | 5808208     |
|                  |     |      | 4        | 1061291      | 2527952     |
|                  | 3   |      | 5        | 2535260      | 6604640     |
|                  |     |      | 5        | 1103921      | 3110128     |
|                  | 24  |      | 6        | 374262       | 3779888     |
|                  |     |      | 6        | 509208       | 3916864     |
|                  | 48  |      | 7        | 859264       | 5128816     |
|                  |     |      | 7        | 1497342      | 5762624     |
|                  | 0   |      | 8        | 2849546      | 4331488     |
|                  |     |      | 8        | 2672852      | 3982048     |
| 293T-Res<br>(R1) | 0.5 |      | 9        | 2502871      | 4348736     |
|                  |     |      | 9        | 2009980      | 2896544     |
|                  | 1   |      | 10       | 2654722      | 4388608     |
|                  |     |      | 10       | 2312555      | 3307920     |
|                  | 2   |      | 11       | 2192554      | 4515056     |
|                  |     |      | 11       | 2102590      | 3637536     |
|                  | 3   |      | 12       | 1867145      | 4721024     |
|                  |     |      | 12       | 1681974      | 3628240     |
|                  | 24  |      | 13       | 1732836      | 4400816     |
|                  |     |      | 13       | 1726074      | 4060224     |
|                  | 48  |      | 14       | 1500135      | 4872112     |
|                  |     |      | 14       | 1562757      | 4083408     |

C.

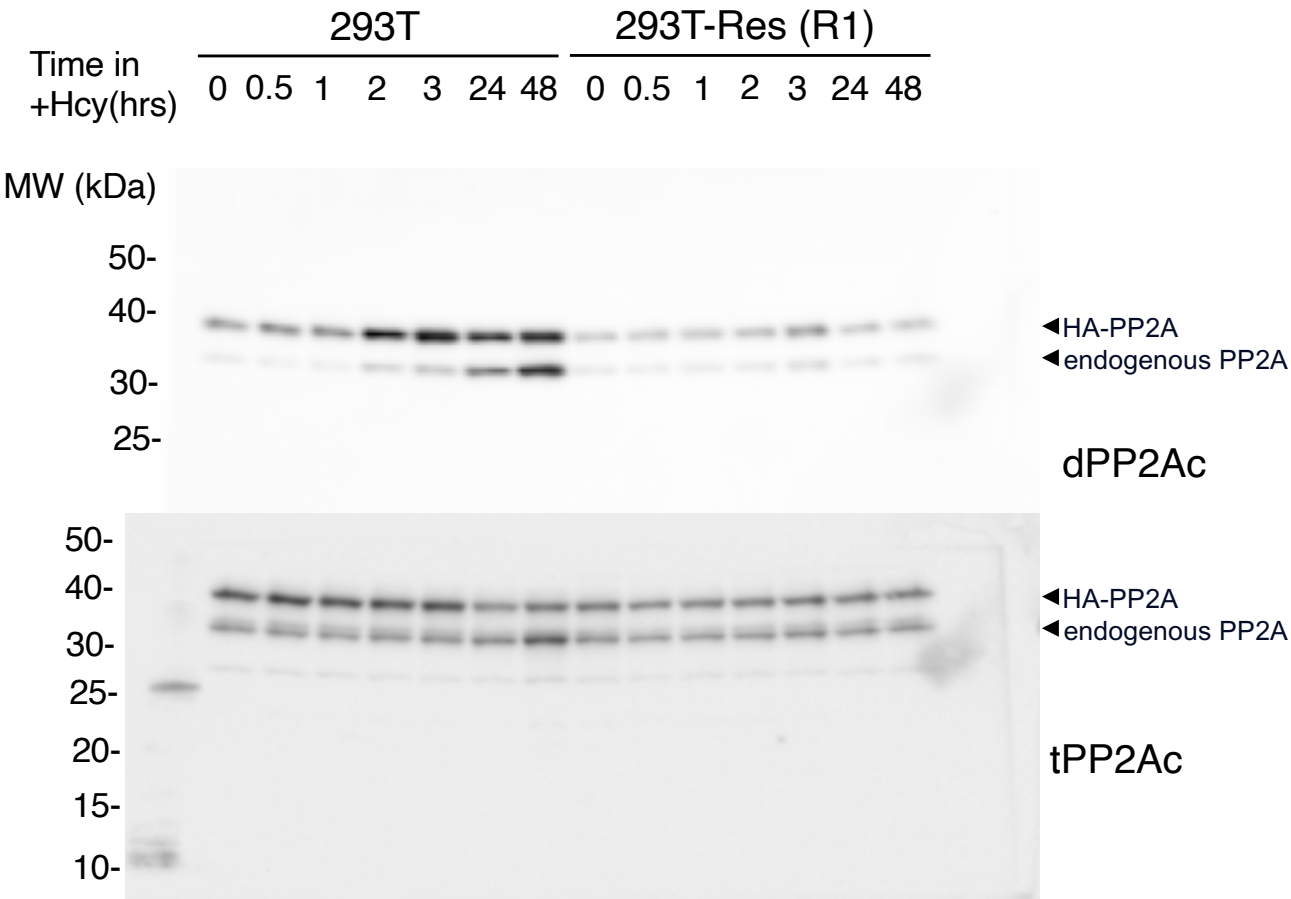

**C.**

293T

293T-Res (R1)

|       | Met     | 0.5     | 1       | 2       | 3       | 24      | 48      | Met     | 0.5     | 1       | 2       | 3       | 24      | 48      |
|-------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|
| mPP2A | 831996  | 1622052 | 838656  | 522378  | 282240  | 20520   | 103086  | 533844  | 555228  | 1011456 | 671094  | 460206  | 613800  | 1383048 |
| tPP2A | 1747818 | 1938168 | 1872448 | 1652319 | 2216484 | 1639089 | 2168829 | 1712610 | 1787427 | 2086938 | 1816803 | 1806192 | 1487781 | 1472175 |
|       |         |         |         |         |         |         |         |         |         |         |         |         |         |         |
| dPP2A | 882854  | 990066  | 820000  | 1808268 | 2407002 | 2149590 | 3482472 | 552662  | 552812  | 615030  | 710892  | 1007281 | 555009  | 509404  |
| tPP2A | 2278233 | 2530548 | 2358288 | 2409534 | 2464479 | 1792449 | 2651940 | 1937358 | 1425978 | 1631475 | 1722951 | 1971216 | 1796904 | 1665252 |

## Figure S16 : Uncropped blots relating to Figure S9

A) Uncropped blots for mePP2A B) Densitometry (using total adjusted band volume from BioRad ImageLab) C) Uncropped blots for dPP2A B) Densitometry

Note: Membranes were cut to accommodate multiple antibodies

A.

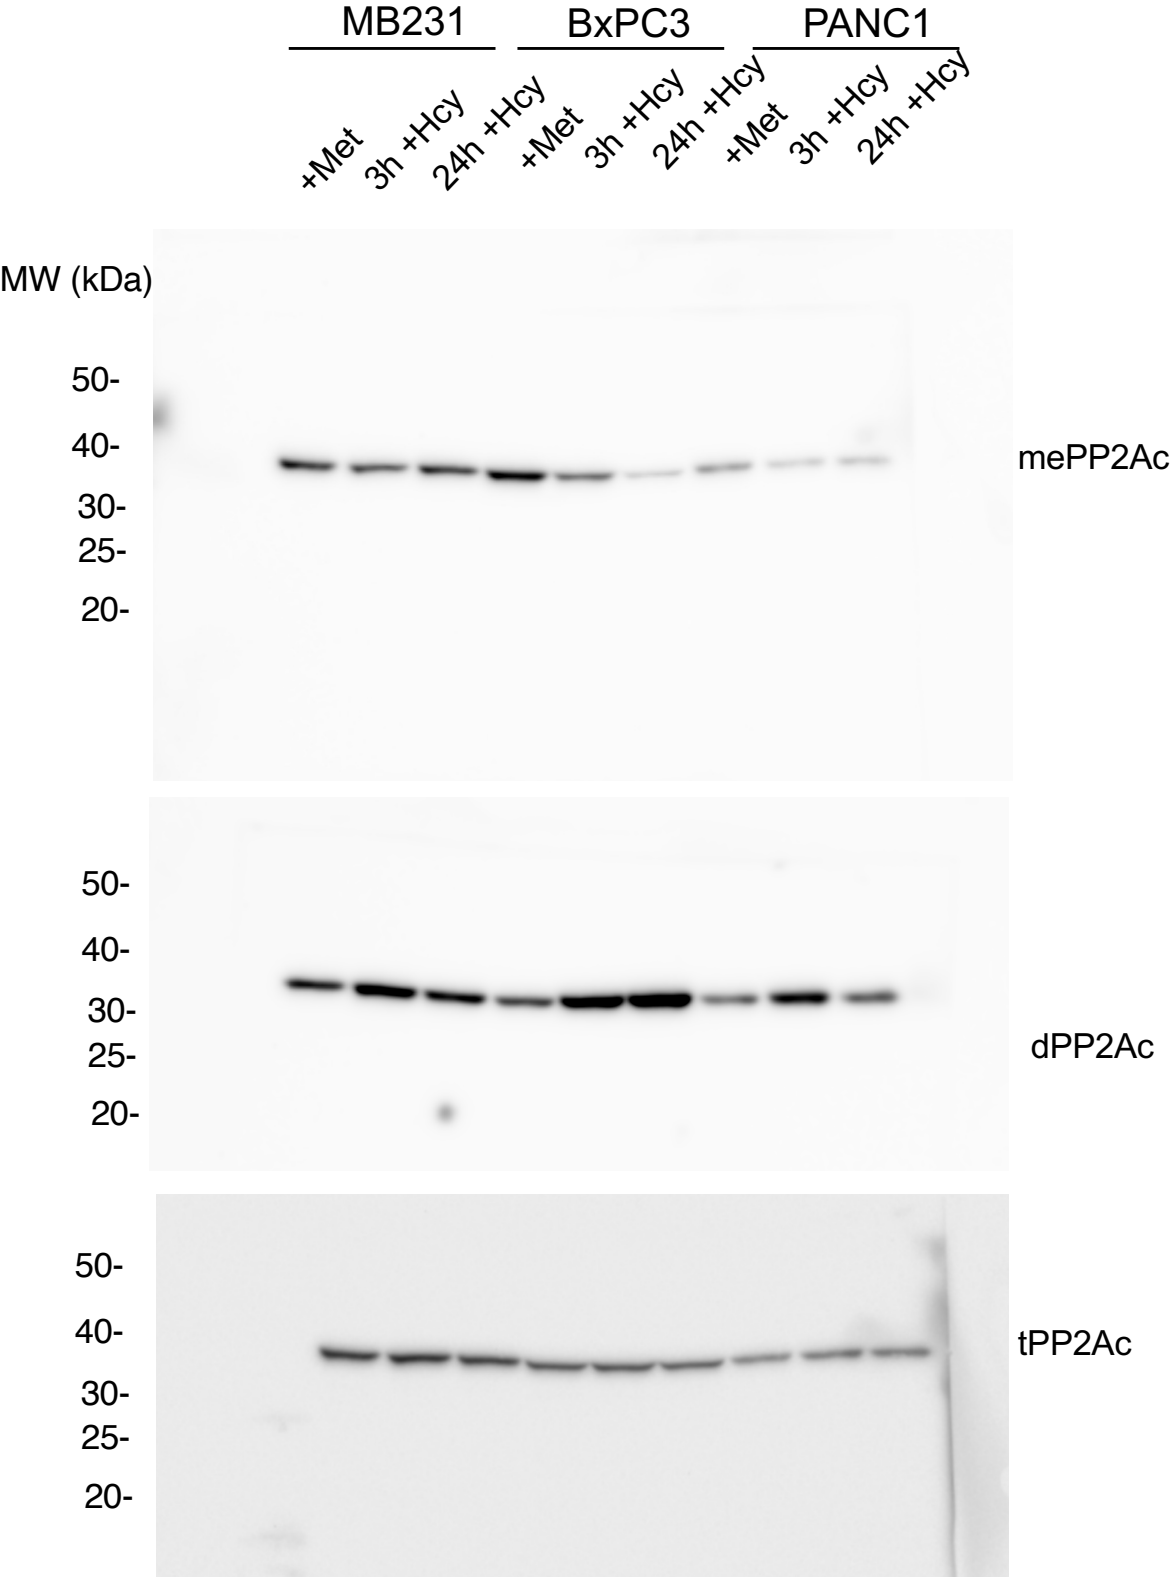

|       | MB231    |          |          | BxPC3   |         |         | PANC1   |         |         |
|-------|----------|----------|----------|---------|---------|---------|---------|---------|---------|
|       | Met      | 3        | 24 Met   | 3       | 24 Met  | 3       | 24      |         |         |
| mPP2A | 589472   | 452660   | 563004   | 773656  | 367874  | 100282  | 239356  | 101400  | 92326   |
| dPP2A | 1139320  | 1874574  | 1364766  | 986856  | 2209922 | 2695524 | 785798  | 1469104 | 846066  |
| tPP2A | 10959339 | 11780784 | 10107258 | 7949076 | 8147865 | 6843006 | 4511151 | 5799381 | 5892117 |

## Figure S17 : Uncropped blots relating to Figure 4

A) Uncropped blots B) Densitometry (using total adjusted band volume from BioRad ImageLab)

Note: Membranes were cut to accommodate multiple antibodies

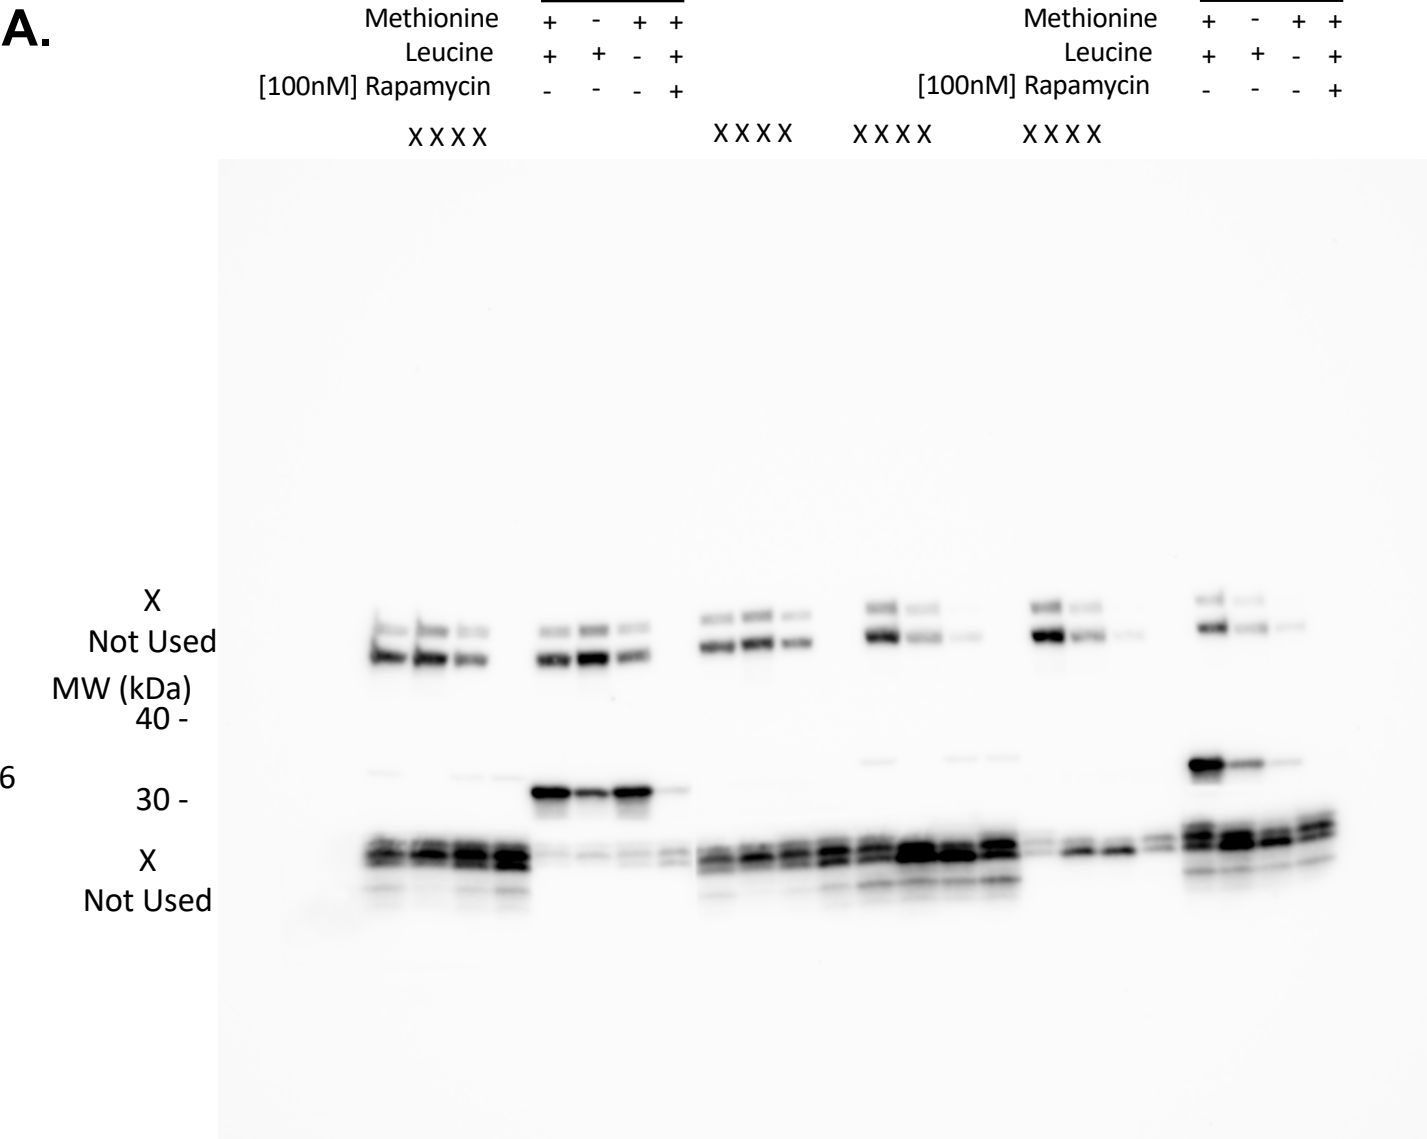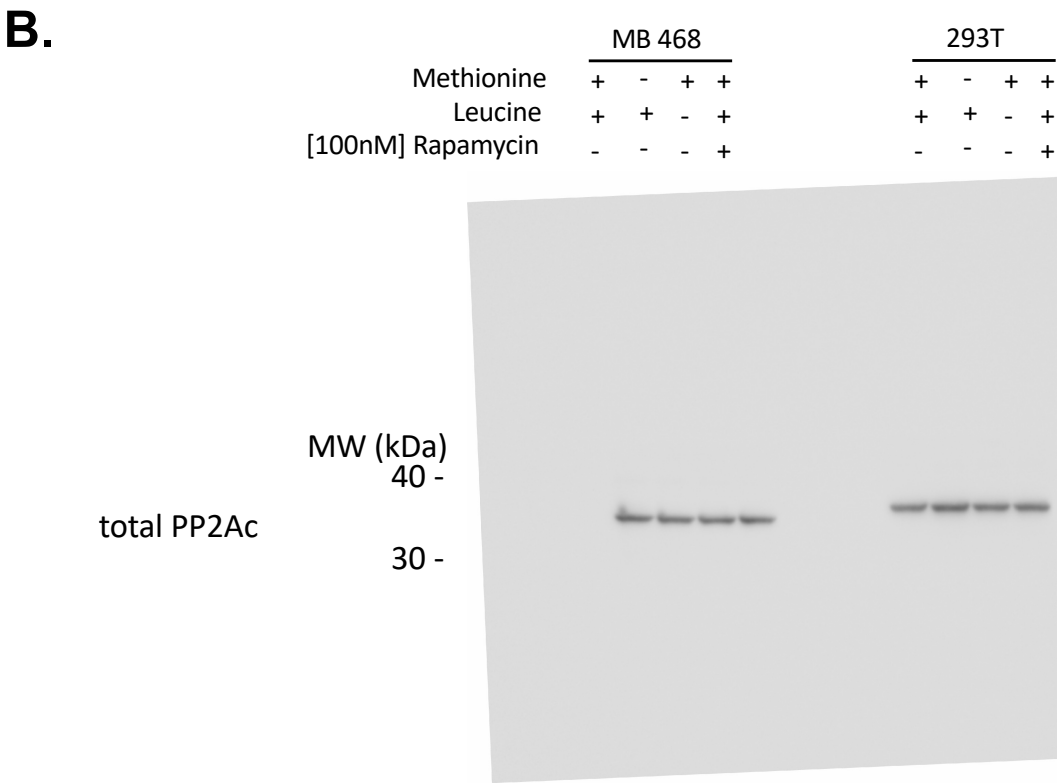

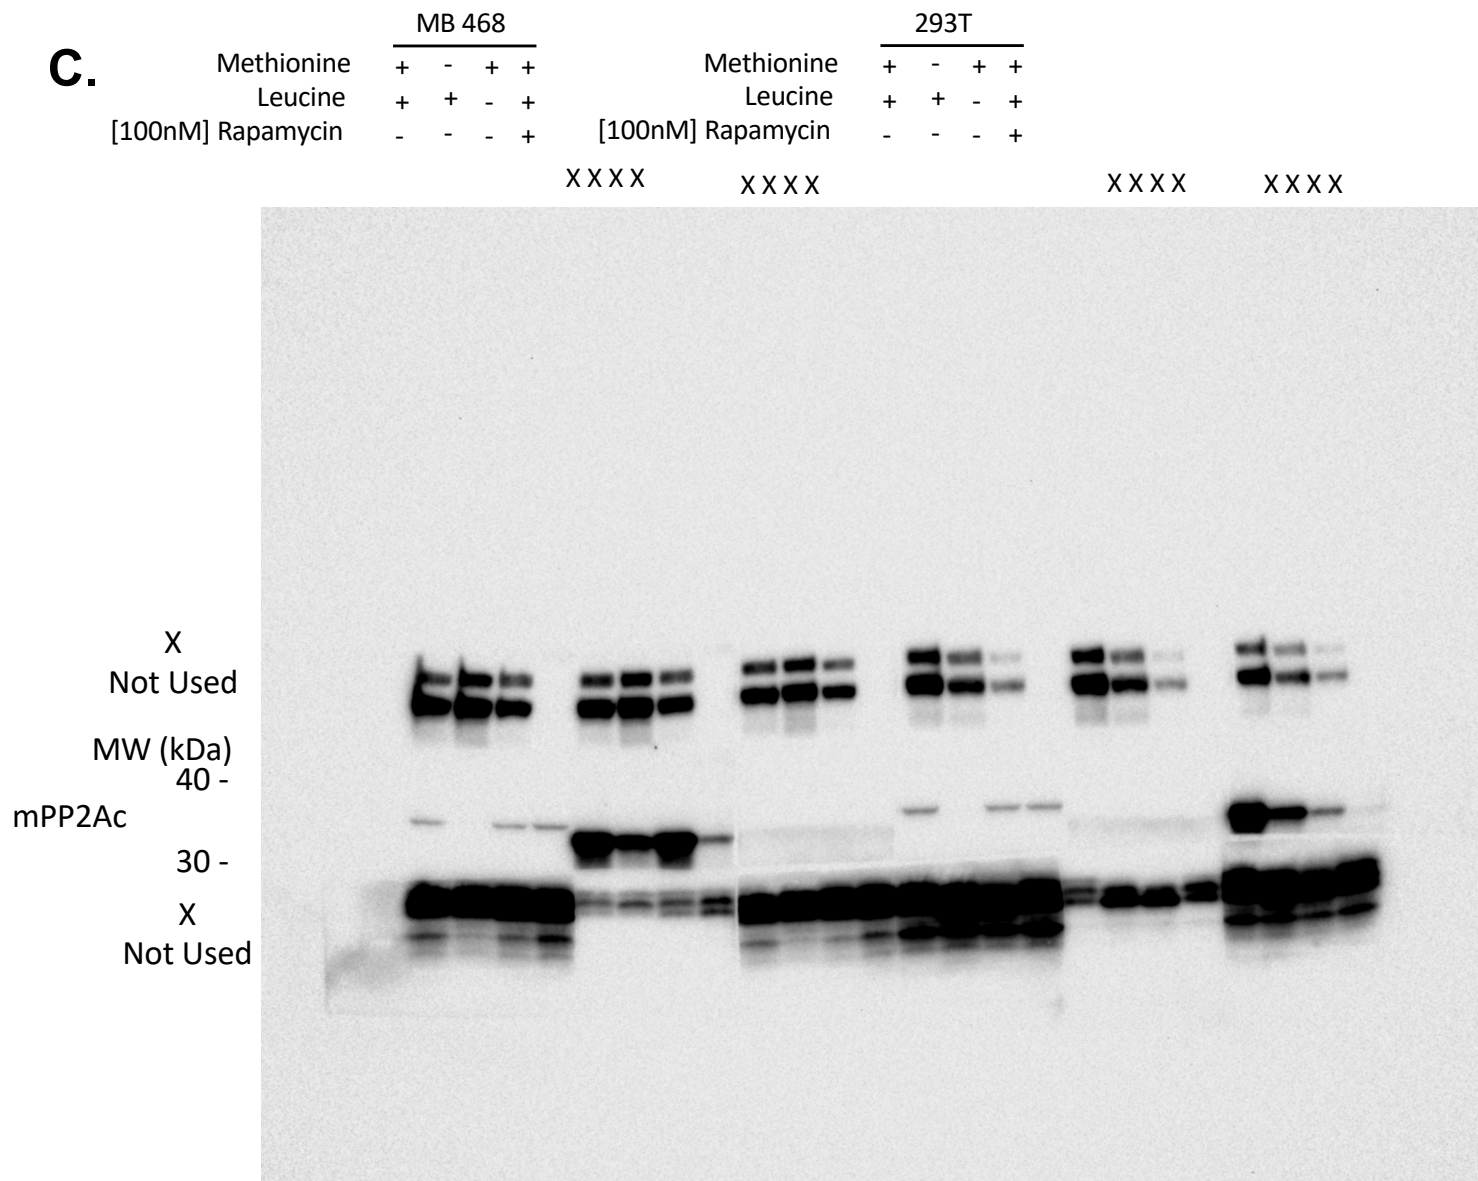

**D.**

|                   | MB 468 |   |   |   | 293T |   |   |   |
|-------------------|--------|---|---|---|------|---|---|---|
| Methionine        | +      | - | + | + | +    | - | + | + |
| Leucine           | +      | + | - | + | +    | + | - | + |
| [100nM] Rapamycin | -      | - | - | + | -    | - | - | + |

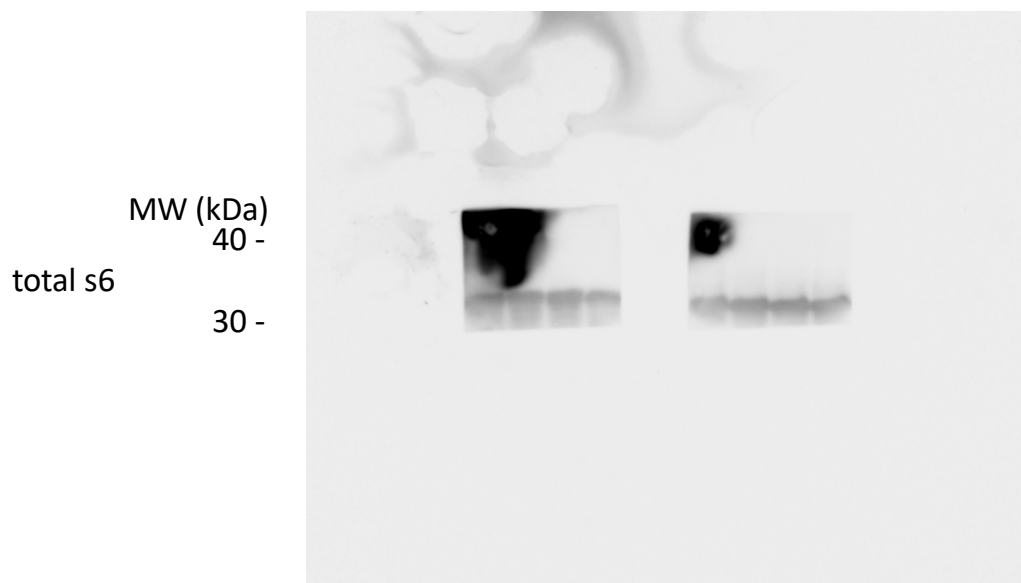

**E.**

|       |                      | pS6     | Total S6 | Methyl PP2AC | Total PP2AC |
|-------|----------------------|---------|----------|--------------|-------------|
| MB468 | Complete Media       | 7113898 | 774033   | 1299645      | 14762498    |
|       | Methionine Depletion | 3512520 | 903201   | 35415        | 11659122    |
|       | Leucine Depletion    | 6433834 | 2864004  | 1318905      | 11681314    |
|       | 100nM Rapamycin      | 464706  | 1807494  | 1762695      | 11292662    |
| 293T  | Complete Media       | 7169778 | 2050893  | 2167560      | 11899146    |
|       | Methionine Depletion | 2098294 | 2861820  | 51705        | 16345138    |
|       | Leucine Depletion    | 372174  | 3503292  | 1581840      | 12197862    |
|       | 100nM Rapamycin      | 10274   | 2434731  | 1908180      | 12049526    |

**Figure S18 : Uncropped blots relating to Figure 5A**

A-D) Uncropped blots E) Densitometry (using total adjusted band volume from BioRad ImageLab)

Note: Membranes were cut to accommodate multiple antibodies

**A.**

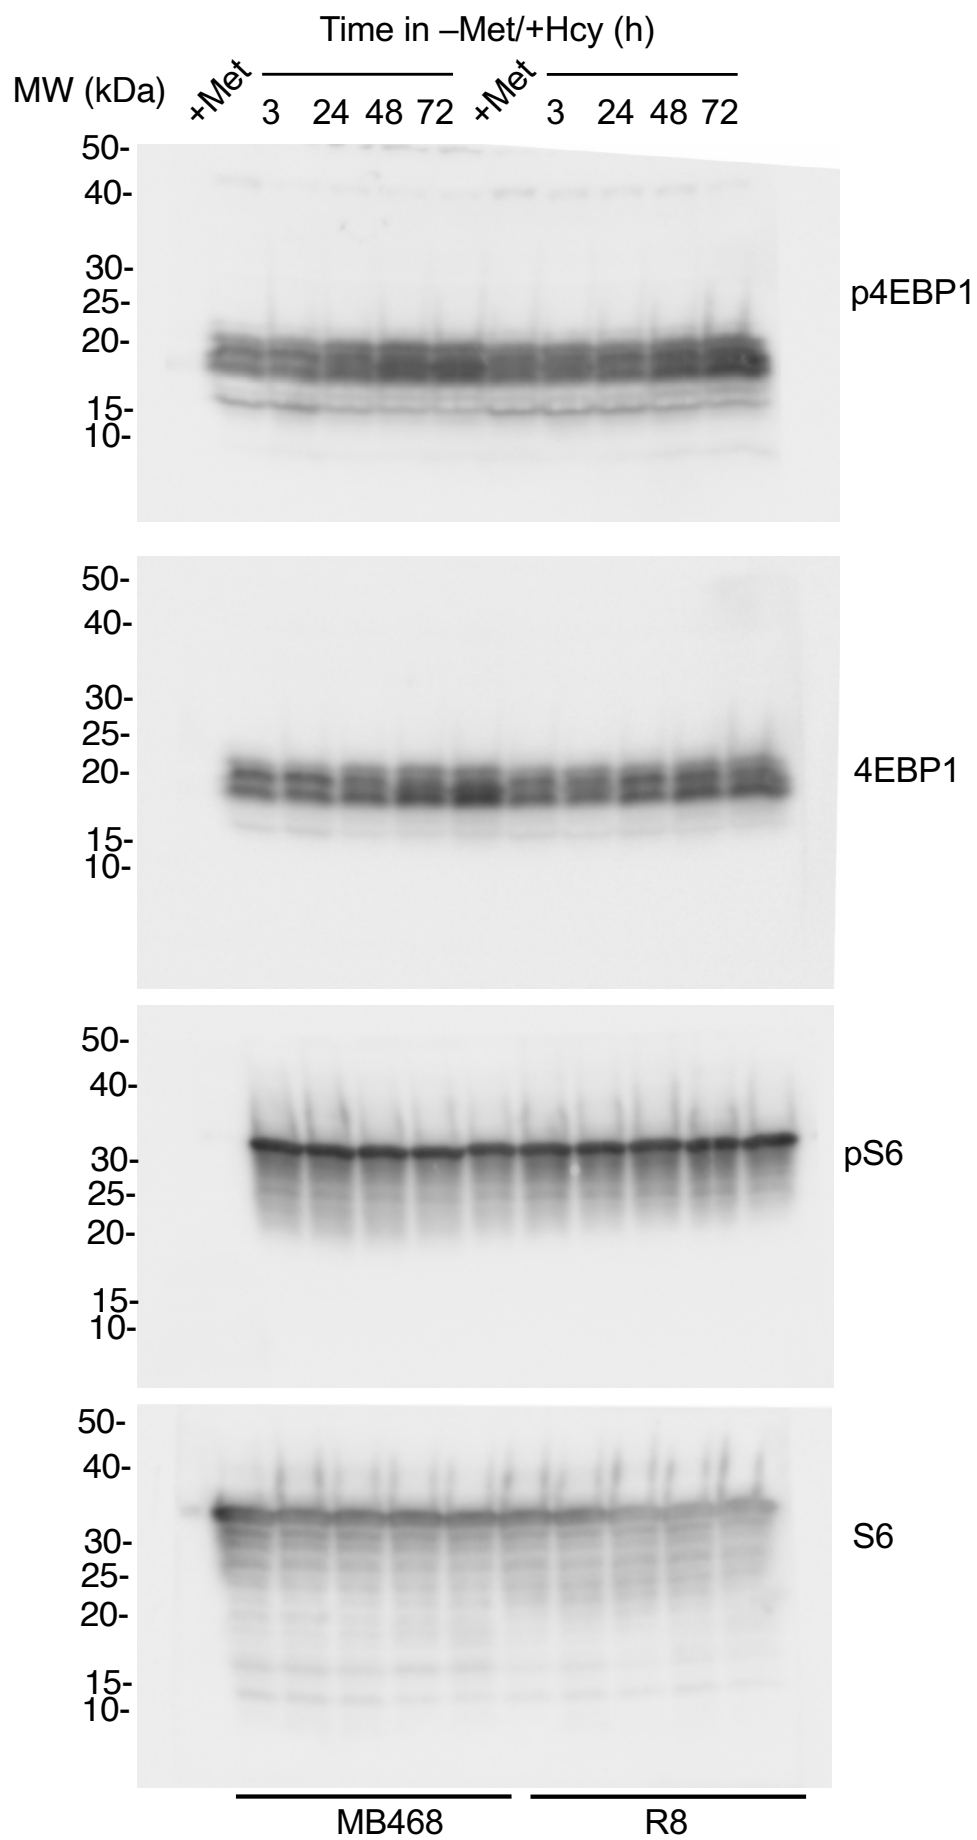

**B.**

| MB468         |          |          |          |          |          | R8       |          |          |          |          |
|---------------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|
|               | Met      | 3        | 24       | 48       | 72       | Met      | 3        | 24       | 48       | 72       |
| <b>p4EBP1</b> | 23979096 | 28208328 | 85180083 | 35490420 | 37045017 | 22218843 | 84256599 | 25246488 | 25805523 | 25141285 |
| <b>4EBP1</b>  | 10508349 | 11568735 | 10761960 | 54362034 | 58597347 | 9761373  | 43995975 | 10988415 | 10896996 | 58470048 |
| <b>pS6</b>    | 46456260 | 48131300 | 39416608 | 51829090 | 42261310 | 41448975 | 48212798 | 51268085 | 57745960 | 59282525 |
| <b>S6</b>     | 2576340  | 1779960  | 1830996  | 4289220  | 3544827  | 3247055  | 3256422  | 817812   | 666798   | 2212548  |

**Figure S19 : Uncropped blots relating to Figure 5B**

A) Uncropped blots B) Densitometry (using total adjusted band volume from BioRad ImageLab)

Note: Membranes were cut to accommodate multiple antibodies

A.

MB468

|                   |   |   |   |   |   |  |
|-------------------|---|---|---|---|---|--|
| +Met              | + |   |   |   |   |  |
| -Met+Hcy (3h)     |   | + |   |   |   |  |
| -Met+Hcy (24h)    |   |   | + |   |   |  |
| PME-1             | + |   |   | + |   |  |
| [100nM] Rapamycin | + |   |   |   | + |  |
| [10nM] BAF1A      | + | + | + | + | + |  |

X NOT USED

MW (kDa)

100-  
90-  
80-  
70-  
60-  
  
50-  
40-  
30-  
25-  
20-  
  
15-  
10-

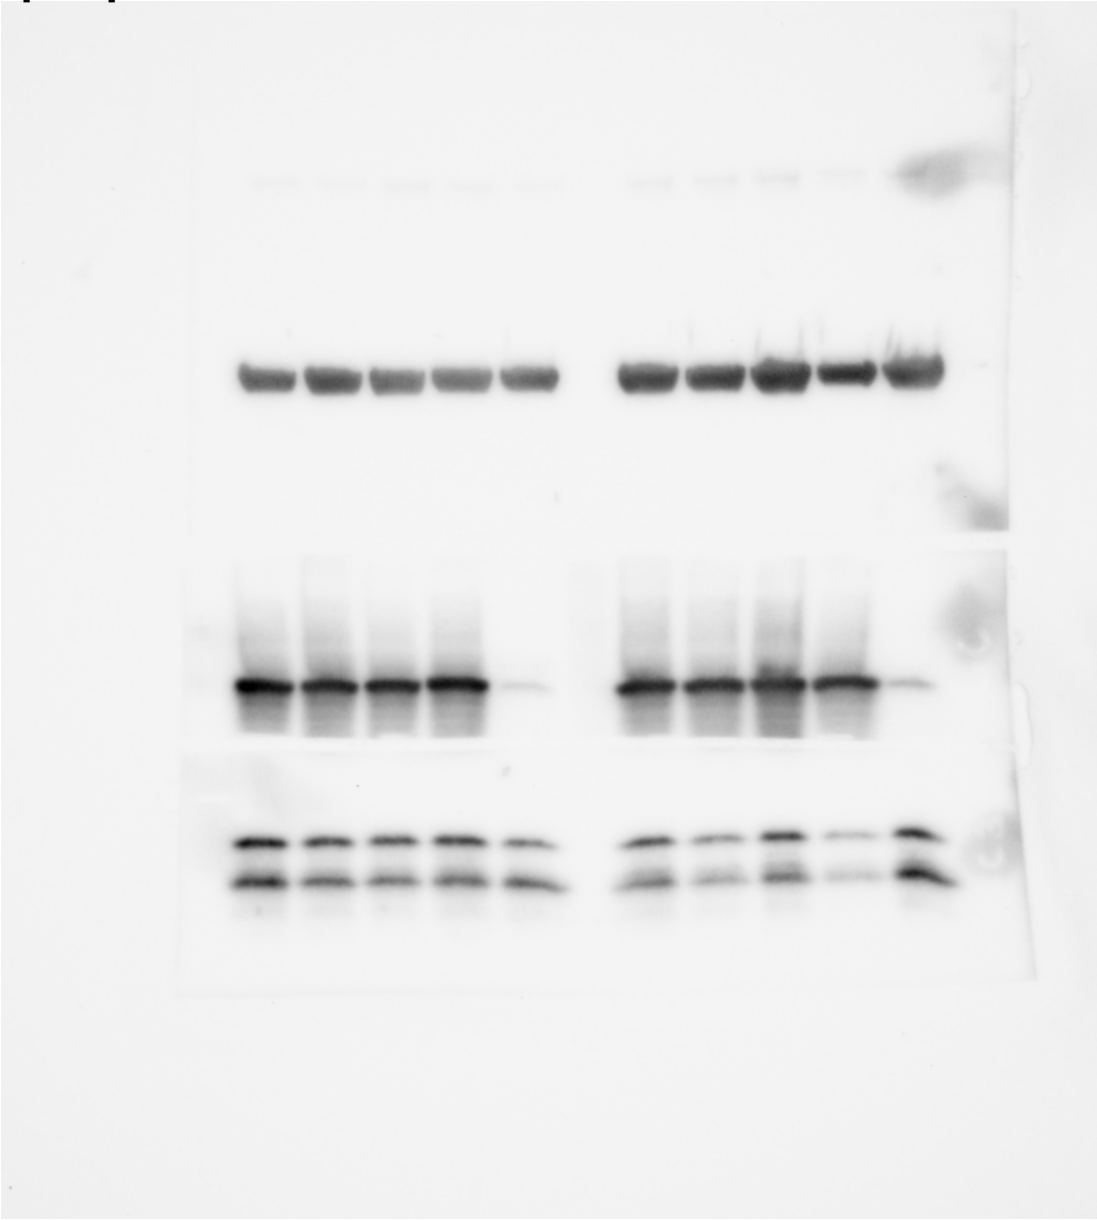

X

X

LC3 II  
LC3 I

**B.**

|                   | MB468 n-2 |   |   |   |   | MB468 n-3 |   |   |   |   |
|-------------------|-----------|---|---|---|---|-----------|---|---|---|---|
| +Met              | +         |   |   |   |   | +         |   |   |   |   |
| -Met+Hcy (3h)     |           | + |   |   |   |           | + |   |   |   |
| -Met+Hcy (24h)    |           |   | + |   |   |           |   | + |   |   |
| PME-1             | +         |   |   | + |   | +         |   |   | + |   |
| [100nM] Rapamycin | +         |   |   |   | + | +         |   |   |   | + |
| [10nM] BAF1A      | +         | + | + | + | + | +         | + | + | + | + |

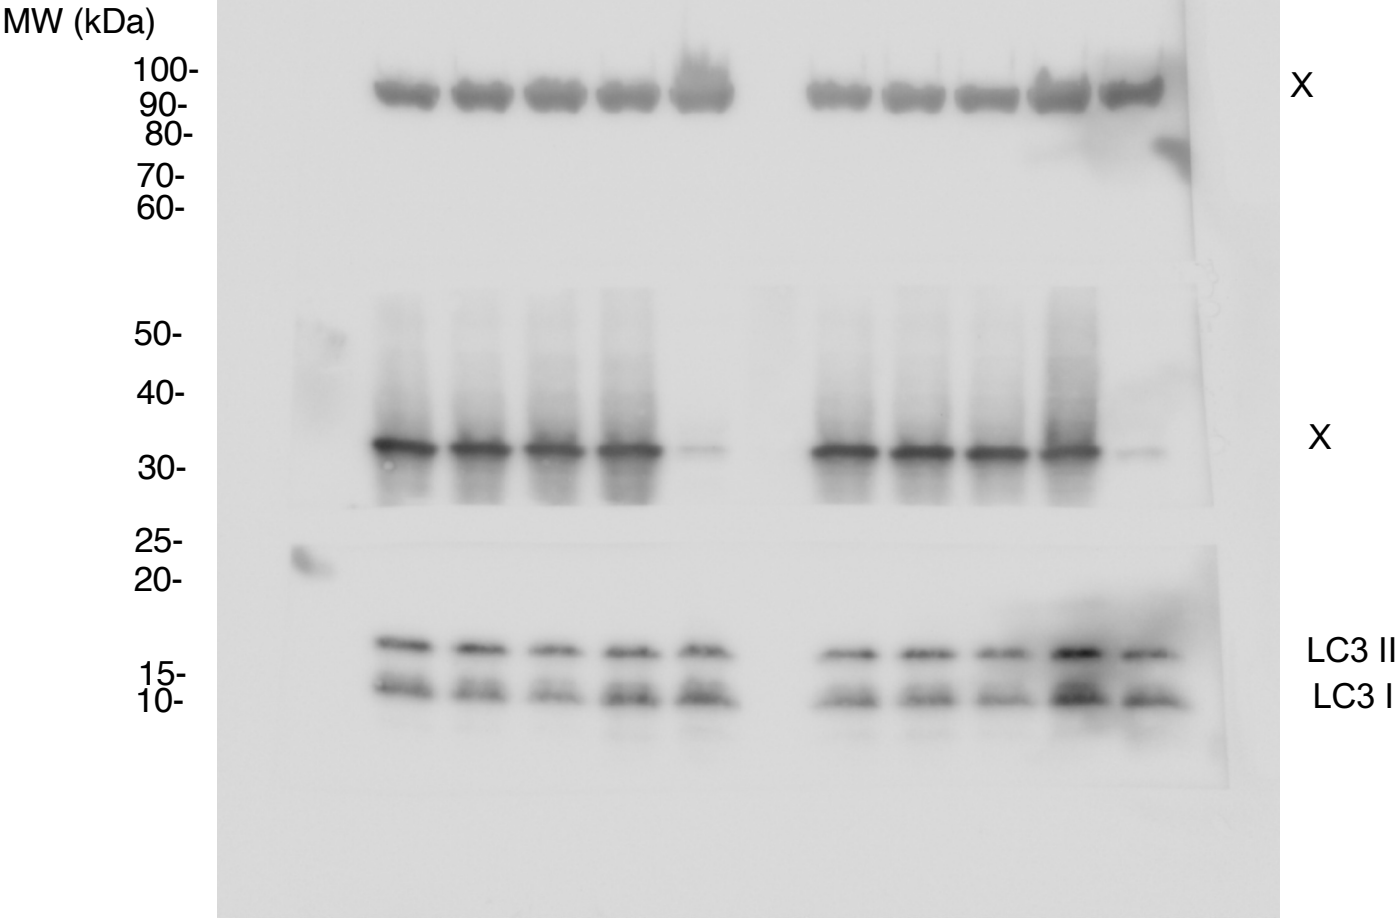

**Replicates used for quantification**

**C.**

|     |      | LC3 top band | LC bottom band | ratio      |
|-----|------|--------------|----------------|------------|
| N-1 | Met  | 7671093      | 9101718        | 1.18649559 |
|     | 3h   | 5830192      | 7112359        | 1.21991849 |
|     | 24h  | 5125507      | 6163841        | 1.20258172 |
|     | PME1 | 5949547      | 6960740        | 1.16996134 |
|     | Rapa | 4257960      | 8265060        | 1.94108446 |
| N-2 | Met  | 6283523      | 7823148        | 1.24502576 |
|     | 3h   | 5899189      | 6291916        | 1.06657305 |
|     | 24h  | 4352697      | 4704331        | 1.08078532 |
|     | PME1 | 5579928      | 8536117        | 1.52978981 |
|     | Rapa | 4924620      | 8637378        | 1.75391766 |
| N-3 | Met  | 4710285      | 6196660        | 1.31555946 |
|     | 3h   | 5658575      | 6628370        | 1.17138502 |
|     | 24h  | 4405420      | 4011315        | 0.91054088 |
|     | PME1 | 8646850      | 10625425       | 1.22882032 |
|     | Rapa | 4867720      | 7388865        | 1.51793139 |

**Figure S20 : Uncropped blots relating to Figure 5C**

A and B) Uncropped blots C) Densitometry (using total adjusted band volume from BioRad ImageLab)

Note: Membranes were cut to accommodate multiple antibodies

**A.**

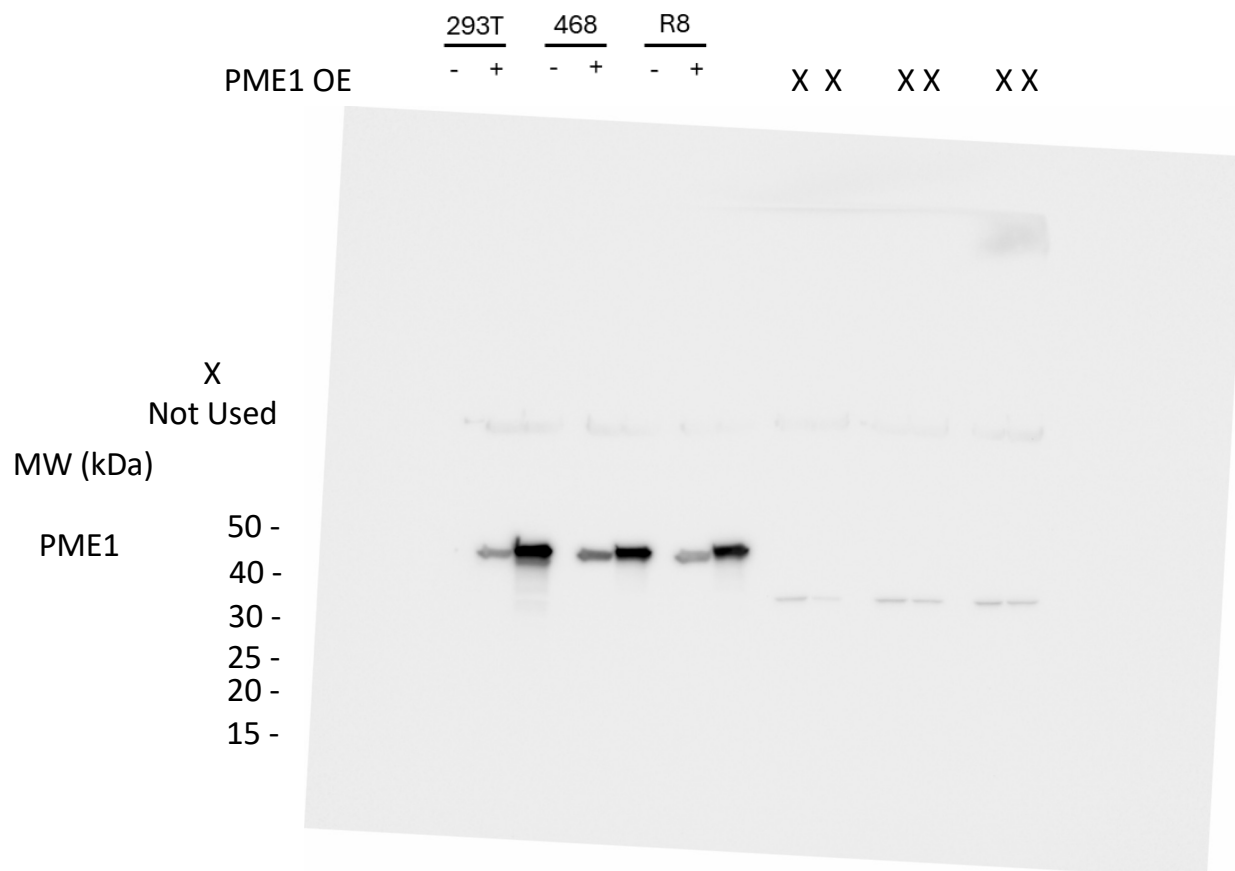

**B.**

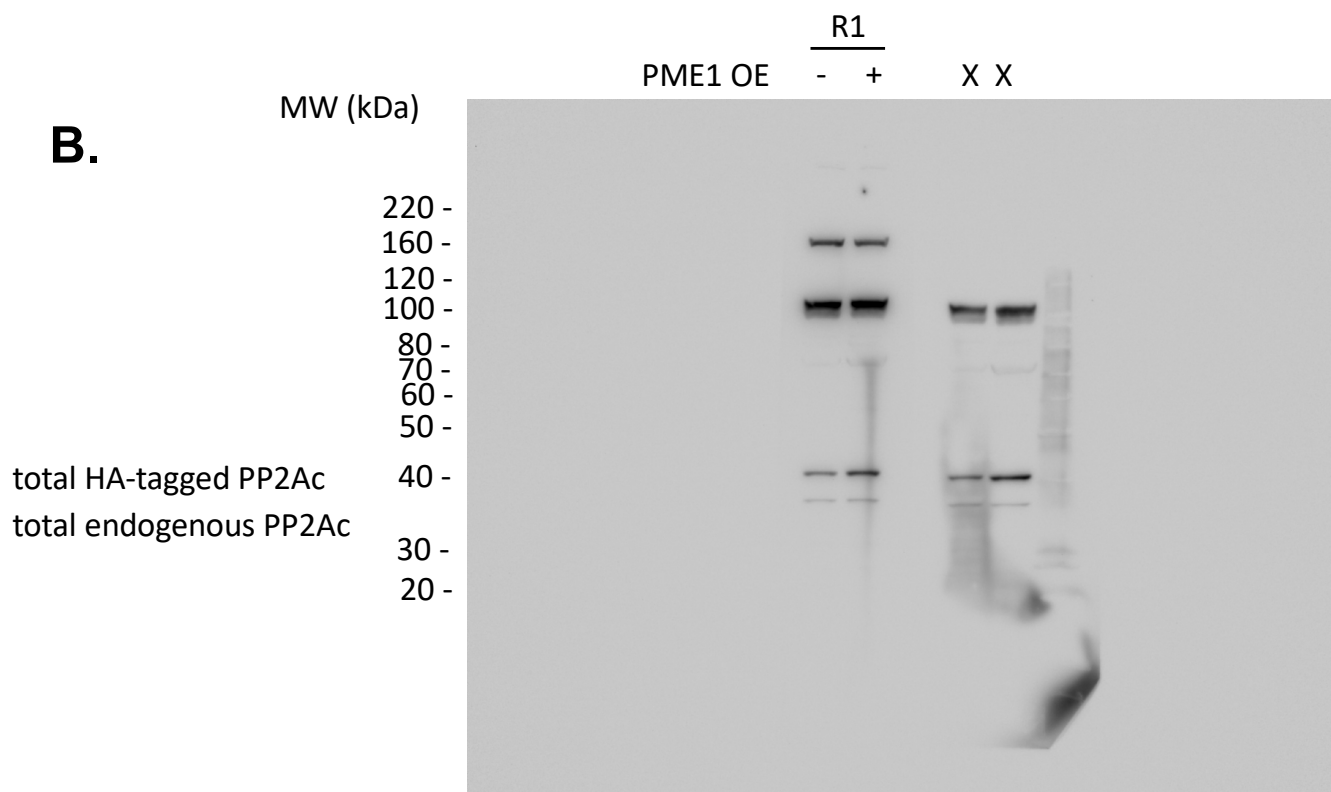

C.

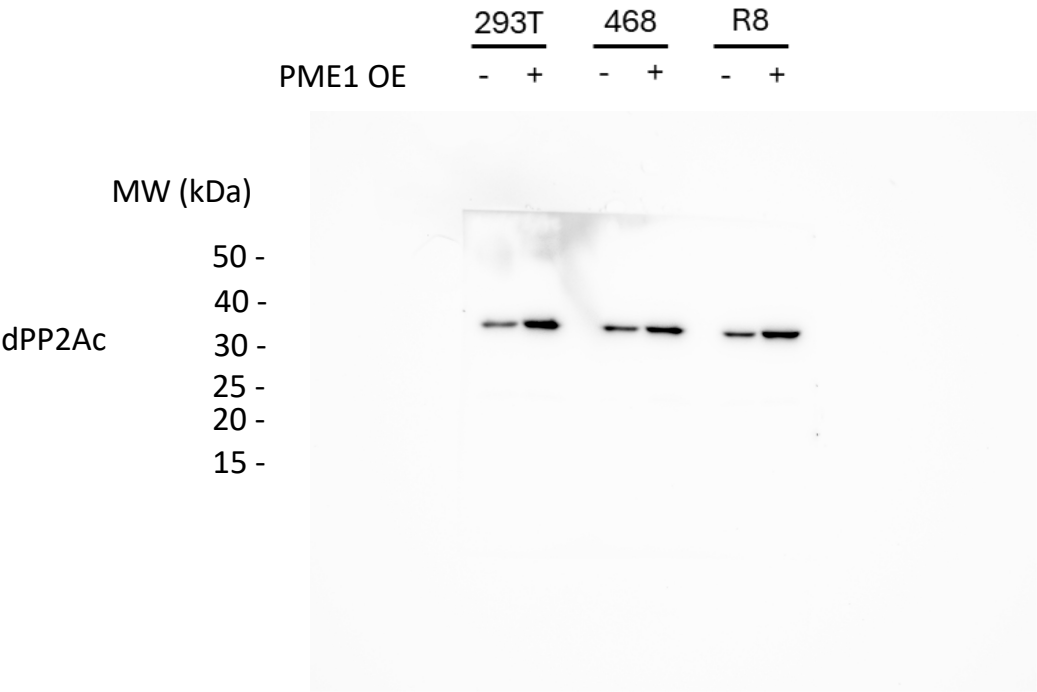

D.

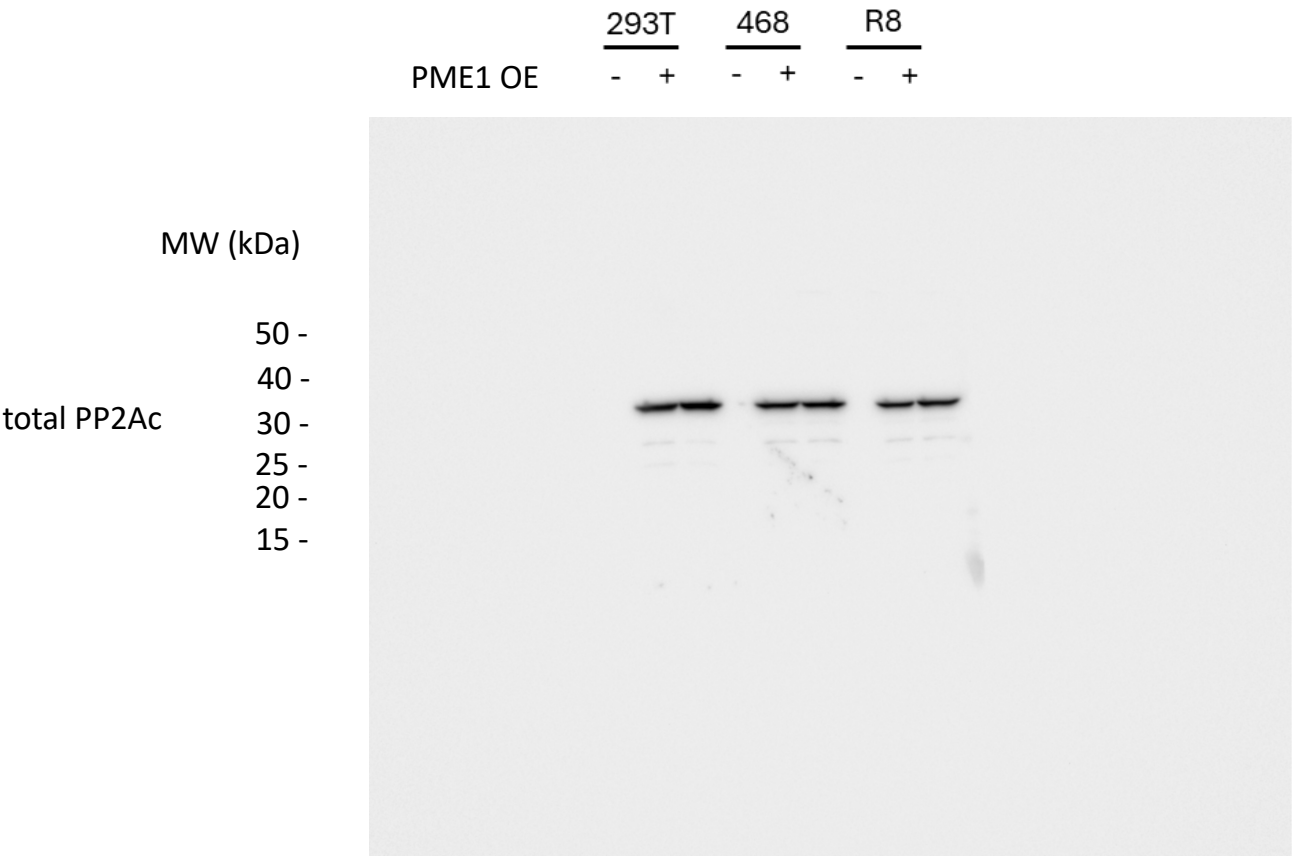

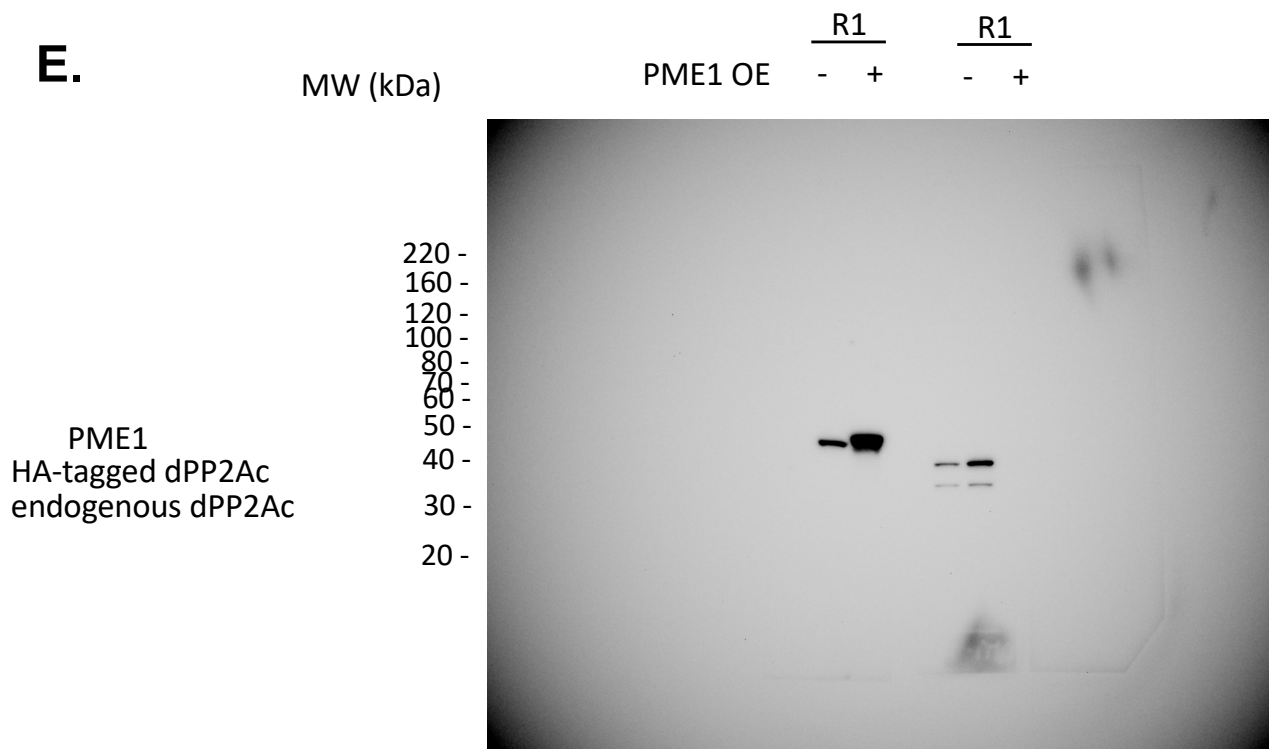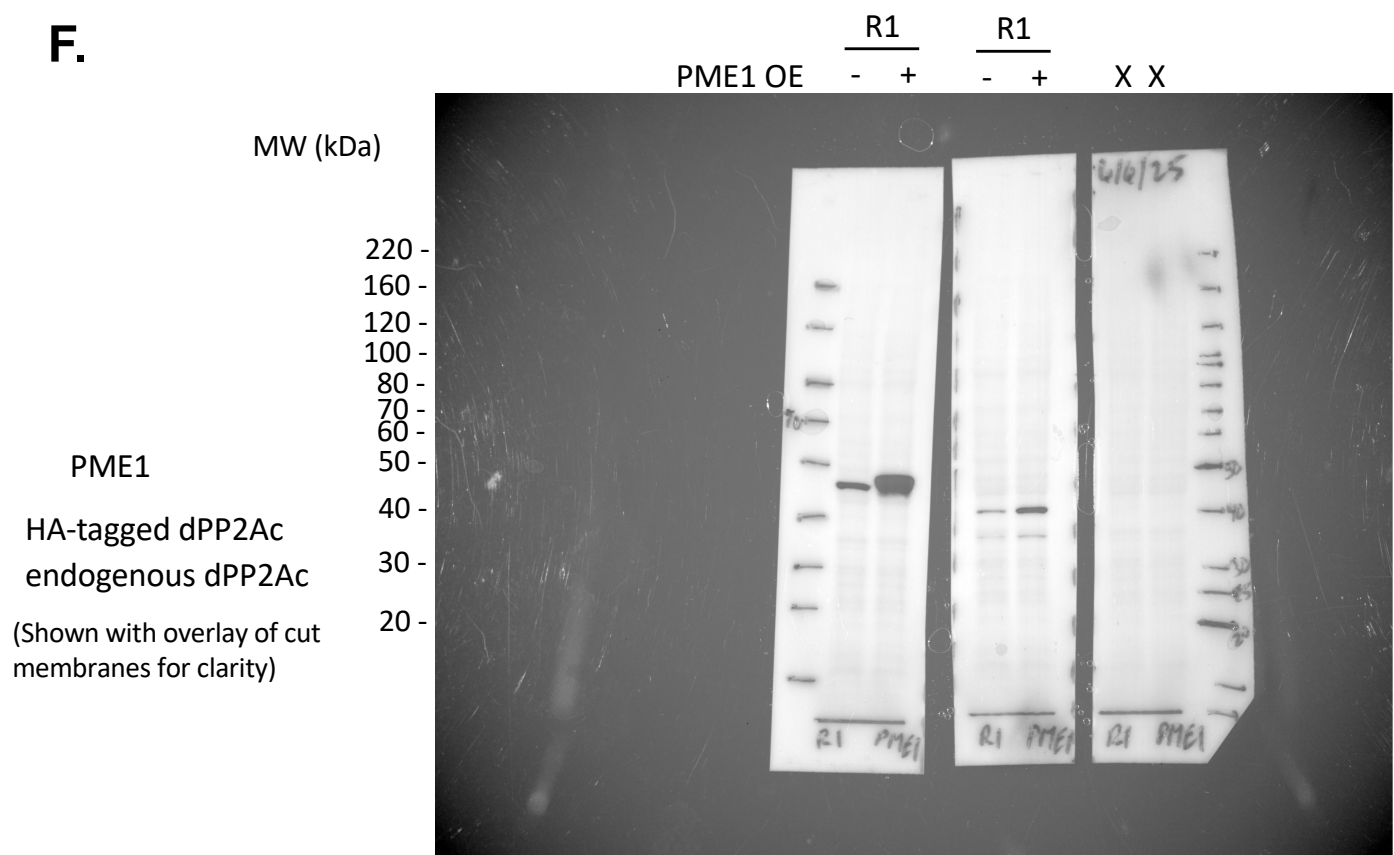

**G.**

|            | Total PP2AC | Demethylated PP2AC | PME1     |
|------------|-------------|--------------------|----------|
| 293T       | 14041860    | 79923460           | 6539822  |
| 293T PME1  | 16812712    | 2.07E+08           | 39665740 |
| MB468      | 13599660    | 93892190           | 8358406  |
| MB468 PME1 | 14316962    | 1.59E+08           | 23986622 |
| R8         | 11069539    | 77975940           | 5314764  |
| R8 PME1    | 12042312    | 1.92E+08           | 19797778 |
| R1         | 3563280     | 572000             | 1860875  |
| R1 PME1    | 7795368     | 1916625            | 9890500  |

**Figure S21 : Uncropped blots relating to Figure 6A and 6B** A-F) Uncropped blots G) Densitometry (using total adjusted band volume from BioRad ImageLab)  
Note: Membranes were cut to accommodate multiple antibodies

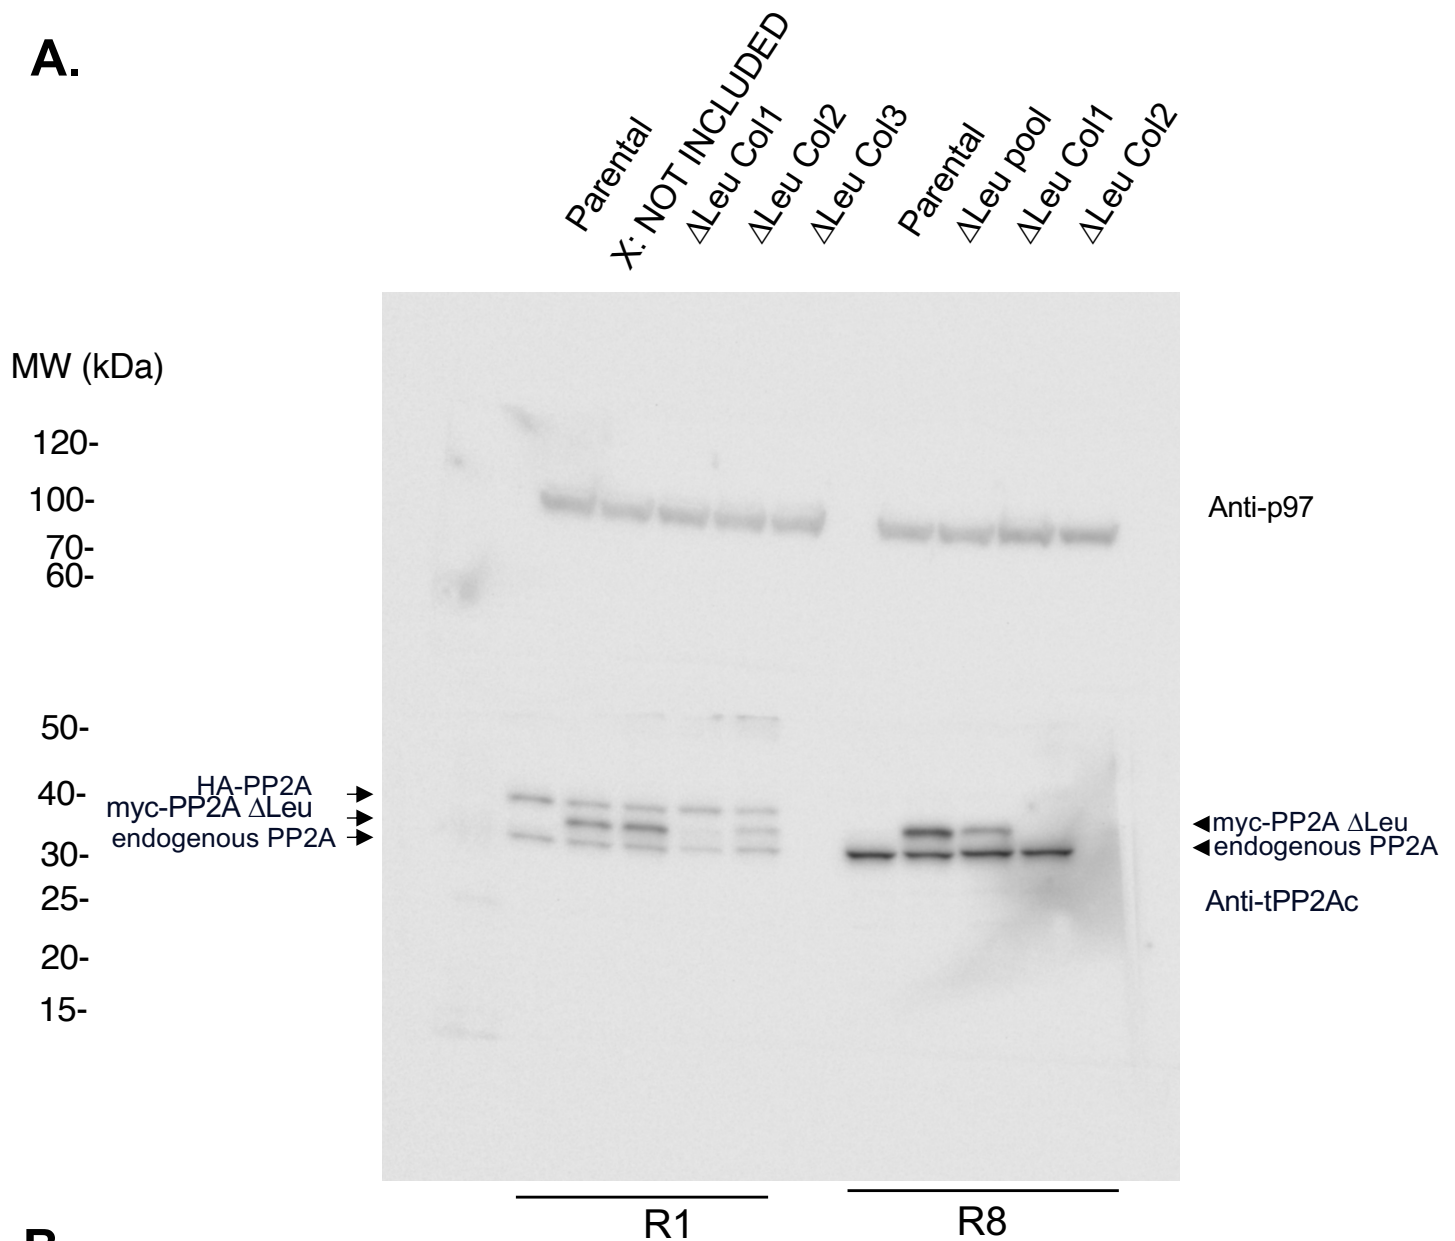

**B.**

|       | Parental | $\Delta$ Leu col1 | $\Delta$ Leu col2 | $\Delta$ Leu col3 | Parental | $\Delta$ Leu pool | $\Delta$ Leu col1 | $\Delta$ Leu col2 |
|-------|----------|-------------------|-------------------|-------------------|----------|-------------------|-------------------|-------------------|
| tPP2A | 9010960  | 8121840           | 4031280           | 4320000           | 21693760 | 21094720          | 16931840          | 17262800          |
| p97   | 9290585  | 8199610           | 7572990           | 7730155           | 6839865  | 6705990           | 8679435           | 9038726           |

**Figure S22 : Uncropped blots relating to Figure 6C and 6D** A) Uncropped blots B) Densitometry (using total adjusted band volume from BioRad ImageLab)  
Note: Membranes were cut to accommodate multiple antibodies

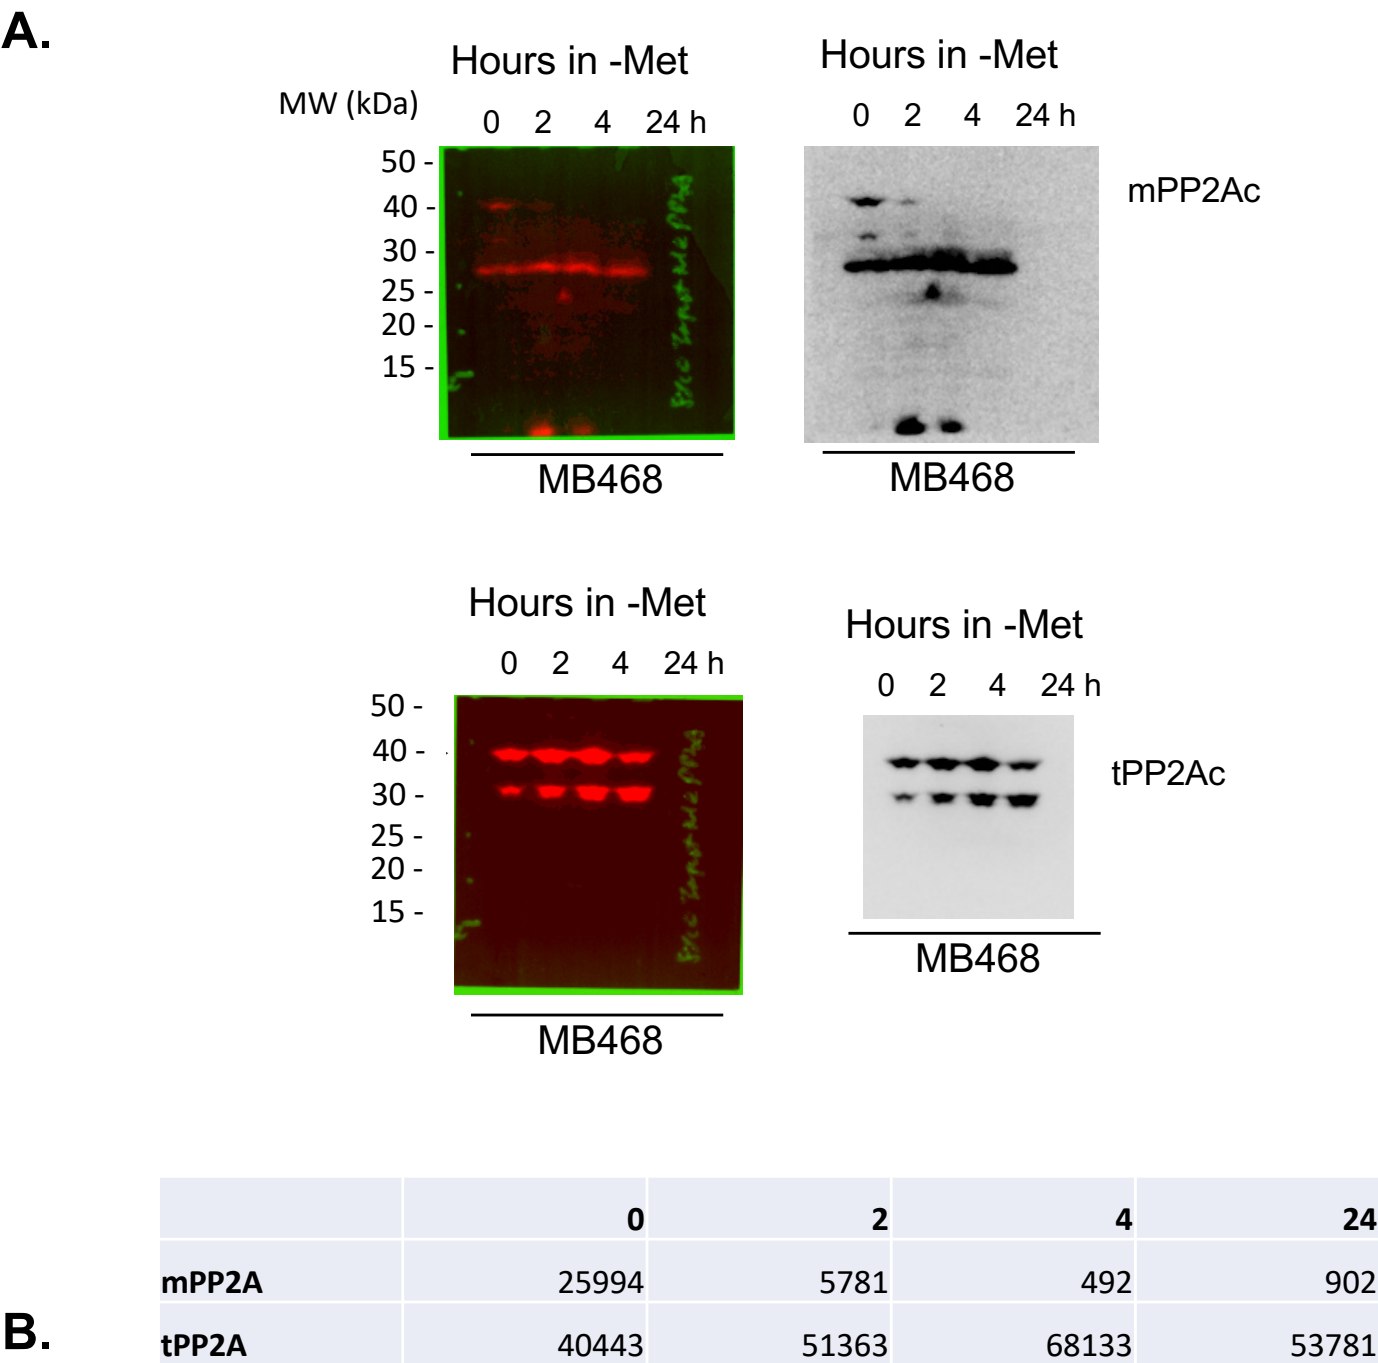

**Figure S23 : Uncropped blots relating to Figure S11**

A) Uncropped blots B) Densitometry (using total adjusted band volume from BioRad ImageLab)

Note: Membranes were cut to accommodate multiple antibodies

How the deposited data were processed for this re-analysis (not part of the article)

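RNA was sequenced by the authors from HEK293T cells and from R1, a clone of HEK293T that proliferates without methionine, after 12 h in +Met or −Met+Hcy medium, with 3 libraries in each of the 4 groups. The authors quantified the reads with kallisto against GRCh38, and the deposited values are estimated counts, added over the transcripts of each Ensembl gene and converted by the authors to whole numbers. All values were checked to be whole numbers of at least 0, and no scaling for library size was found in them. The libraries of MB468 and R8, the metabolite measurements and the enrichment in gene ontology terms were not analysed here. The labels of the R1 libraries give R1 in the title and HEK293T as the cell line, and the title and the paper's description were followed. Neither the labels nor the paper gives a library or sequencing batch, so none was tested. The replicate numbers do not say that libraries were handled together.

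Of the 23500 genes listed, 868 have an Ensembl identifier and no symbol; they were kept, and they hold 0.346 to 0.402% of a library's counts. Genes with a summed count under 10 over the 12 libraries were excluded, and 17162 were tested. Of these, 1066 entries under 395 symbols have counts identical to those of an entry of the same symbol; each counts as an entry in the numbers of genes. Symbols and coordinates come from the GENCODE annotation of GRCh38, and GC content and length of the canonical transcript could be assigned to 15857 of the genes tested (92.4%).

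Counts were scaled by TMM and tested in R 4.3.3 with edgeR 4.0.16, in one quasi-likelihood model with a mean for each of the 4 groups and 8 residual degrees of freedom. The comparisons were −Met+Hcy against +Met in HEK293T cells and in R1 cells, the difference between these responses, and R1 against HEK293T cells in +Met. P-values were adjusted by Benjamini-Hochberg over all genes tested, and a gene was called at an absolute log2 fold change over 1 and an adjusted p-value under 0.05. Log2 fold changes are the model's, and log2 CPM was computed with a prior count of 2. The standard errors are not an output of the test. Each was computed as the absolute log2 fold change divided by the square root of the test's F statistic. The count at or under which a group's libraries give a lower bound in place of a fold change was 3. Principal components used the log2 CPM of the 500 genes with the largest variance. The 6 lists of genes (PP2A subunits and methylation, methionine cycle and transsulfuration, amino acid response, cholesterol and isoprenoid synthesis, S phase, and G2 and M phase) were tested in the 4 comparisons with camera of limma 3.58.1 at a correlation of 0.01 and adjusted over the 24 tests. Genes called in HEK293T cells were followed in R1 cells by their median log2 fold change, set against 10000 random lists drawn from genes of like mean expression in 20 bins.

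The samples, the comparisons, the tests, the lists and the rule for the genes named were set before the data were examined, as were the alternatives, apart from those said to be chosen after the data were seen. The genes named are those that the paper names in its text or as labels in Figure S6A and Figure S6B, the genes of PP2A methylation and other methyl transfer that the paper discusses, and, for each comparison, the 3 with the largest change in each direction among called genes that have a mean of at least 5 CPM in one group and no overlap between the groups. Other genes are named where the number called was small. Some of the genes that meet the rule enter the counts, and their own values are not reported here.

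The alternatives were DESeq2 1.42.0 on all 12 libraries, DESeq2 on the 6 libraries of one comparison, edgeR on those 6 libraries, RLE scaling, the filter of edgeR's filterByExpr, no filter, the replicate number as a block, robust estimation of the spread, the adjusted p-value without a threshold on the fold change, and each library left out in turn. For the principal components they were all genes tested and DESeq2's variance stabilizing transformation, and for the lists limma's fry and a correlation estimated from the data. Chosen after the data were seen were the removal of each library's smooth trend with GC content, or with GC content and transcript length, through offsets (loess with a span of 0.3, fitted on genes with a mean log2 CPM over 2), this removal together with leaving out R1 −Met+Hcy replicate 3, leaving out that library also in the comparisons it does not enter, DESeq2 without its filter on genes with one extreme library, DESeq2 on the 12 libraries or on those of one comparison with the adjusted p-value alone, and 1 entry kept per set of identical copies.

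The procedure was tested on simulated data with 200 changed genes in HEK293T cells and the spread between libraries estimated without R1 −Met+Hcy replicate 3. Of these, edgeR called 199 (99.5%) and 3 unchanged genes, and DESeq2 called 199. With a trend on GC content added to 1 library, edgeR called 185 (92.5%) and DESeq2 called 193 (96.5%). With the trend removed, edgeR called 191 of the 192 genes it could test. The simulation added this trend alone, while R1 −Met+Hcy replicate 3 kept a standard deviation of 1.03 (log2) once its GC trend was removed. In the real data, edgeR called 521 higher and 273 lower genes in HEK293T cells with that library, and 1154 and 608 without it. The simulated shares thus cannot show how many genes that library costs.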

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

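The tests in this part were written down before their results were seen, except that removing trends and leaving out R1 −Met+Hcy replicate 3 were themselves prompted by that library.

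The response to −Met+Hcy medium was tested for a difference between HEK293T and R1 cells, and 10 entries of 8 genes (among them MYOM2, GADD45A, CTH, SESN2, MOAP1, SLC2A14 and H1-2) rose less in R1 cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 866 entries lower and 793 higher at an unadjusted p-value under 0.05. In MYOM2 the response was 3.58 in HEK293T cells and -0.24 in R1 cells on the log2 scale, and in SESN2 it was 2.73 and 0.24. The paper compares the lists of genes of the lines and does not report a test of the difference itself. Leaving out R1 −Met+Hcy replicate 3 left all 8 genes called, among 236 entries. Removing the trends with GC content and transcript length also left 8 of 8 called, among 182 entries. With the trend with GC content alone removed, 100 entries were called. H1-2 was then no longer called, and the other genes were. With every library thinned to the smallest total, 6 of the 8 were called, and GADD45A and MOAP1 were not. These values argue against that library, the trends and a difference in depth as the whole cause. Reads shared with SLC2A3 could add to SLC2A14, but SLC2A3 rose in HEK293T cells as well, so an exchange of reads between them is not needed for the rise. Among 100 assignments of the medium labels within each line, drawn from 200 possible, 5 gave as many entries, the real one included. All 5 were among the 7 that kept the medium labels of HEK293T cells as they are, which gave 7 to 357 entries. Keeping those labels keeps the HEK293T response, while mixing the R1 labels shrinks that of R1. Entries can then be called whether or not the real responses differ. The number thus changes with the labels of the R1 libraries, but these assignments cannot tell a weaker R1 response from chance. The number depends on single libraries: it was 0 without any of the 3 HEK293T +Met libraries, HEK293T −Met+Hcy replicate 2 or 3, or R1 +Met replicate 2 or 3, 1 without HEK293T −Met+Hcy replicate 1 or R1 −Met+Hcy replicate 1, 2 without R1 +Met replicate 1 and 3 without R1 −Met+Hcy replicate 2. A weaker response of R1 cells and chance both stay open, and 1 clone was compared with its parent.

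The genes of the amino acid response rose less in R1 than in HEK293T cells as a list (limma's camera, adjusted p = 1.3e-16 with Benjamini-Hochberg adjustment over 24 tests; median difference -1.08 on the log2 scale, 34 of 37 genes lower). Over the alternatives the adjusted p-value ran from 4.21e-20 to 0.0182, with limma's fry at 0.000251 (Benjamini-Hochberg). CHAC1, SESN2, SLC7A11, SLC6A9, CEBPG, NUPR1 and CTH are also among the genes the paper labels in HEK293T cells, and CTH is also in the list of the methionine cycle. Without R1 −Met+Hcy replicate 3 the median response of the list in R1 cells was 0.34, against 1.25 in HEK293T cells. With the trends with GC content and transcript length removed, the list's difference kept an adjusted p of 2.21e-15 (camera, Benjamini-Hochberg). Both values argue against these as the whole cause. Many genes of the list also respond to stresses other than amino acid shortage, and no test here separates these. A weaker amino acid response in R1 cells stays open as a hypothesis, and so does a difference in the time course, since 1 time point was measured.

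In +Met medium, 808 entries were higher and 507 lower in R1 than in HEK293T cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, under 791 and 475 symbols, and 2342 and 2137 at an unadjusted p-value under 0.05. The paper does not report this comparison. The groups did not overlap in 47.0% of the 11641 genes with a mean log2 CPM over 2, against the 10% that chance gives. MAGEC2 rose from 2, 5 and 4 to 1042, 1682 and 670 counts, with a log2 fold change of 7.80 (standard error 0.502). Its adjusted p-value was 6.84e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over 15 of the alternatives it ran from 1.11e-38 to 0.000283 (edgeR or DESeq2 with Benjamini-Hochberg adjustment). TMEM88 and OLFML1 were at least 108-fold and 88.6-fold higher, and DIAPH2, SLC7A3 and PPP1R14A were at least 101-fold, 63.9-fold and 51.7-fold lower. With the trends with GC content and transcript length removed, 77.2% of the entries with a value for both properties were still called (973 of 1260), which argues against the trends as the whole cause. Of the 10 splits of the 6 libraries, 1 called as many entries, the real one, and the share cannot fall under 0.1 with 3 libraries against 3. The entries called ran from 415 higher (without HEK293T +Met replicate 3) to 1531 (without R1 −Met+Hcy replicate 3), and from 177 lower (without R1 +Met replicate 1) to 902 (without R1 −Met+Hcy replicate 3); those called without R1 −Met+Hcy replicate 3 included all 808 and 507. The 6 genes named here were apart in the same direction in −Met+Hcy medium, with 0 counts of DIAPH2 and PPP1R14A in each R1 library of that medium and 261 to 311 and 109 to 131 in HEK293T cells. The libraries of this clone thus differ from those of its parent; with 1 clone, whether the difference goes with growth without methionine was not tested.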

How the results depend on the processing

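Removing trends with GC content or with GC content and transcript length, DESeq2 without its filter or with the adjusted p-value alone, keeping 1 entry per set of copies, and leaving out R1 −Met+Hcy replicate 3 in comparisons it does not enter were tests chosen only after the results were seen.

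With each library left out in turn, the number of genes called higher in −Met+Hcy in HEK293T cells ran from 204 (without HEK293T −Met+Hcy replicate 2) to 1154 (without R1 −Met+Hcy replicate 3), and the number lower from 64 to 608 with the same libraries; it was at most 288 and 151 without an HEK293T library. In R1 cells it ran from 0 (without R1 +Met replicate 1, 2 or 3) to 3 (without R1 −Met+Hcy replicate 3) for higher and from 0 to 1 (without R1 −Met+Hcy replicate 2) for lower genes. The number shared by the lines ran from 0 to 3, with the same libraries as in R1, and was 0 throughout for lower genes. The number of entries whose response differed ran from 0 to 236, and was at most 3 with R1 −Met+Hcy replicate 3 in the model. Between the lines in +Met, it ran from 415 (without HEK293T +Met replicate 3) to 1531 for higher genes and from 177 (without R1 +Met replicate 1) to 902 for lower genes, both highest without R1 −Met+Hcy replicate 3. The median R1 response of the genes called in HEK293T ran from 0.35 to 0.45 for higher genes and from -0.34 to -0.185 for lower genes, the last without R1 +Met replicate 2. The share of PC1 ran from 49.8 to 56.8% and that of PC2 from 16.6 to 28.6%, and without R1 −Met+Hcy replicate 3 PC1 was at its highest and PC2 at its lowest. The number of gene list tests past the threshold was 13 without that library, as with it, though not the same tests: the methionine cycle for the difference (camera's Benjamini-Hochberg adjusted p = 0.0264) and G2 and M phase in R1 cells passed, and S phase (0.31) and G2 and M phase (0.117) for the difference no longer did.

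With DESeq2 on all 12 libraries, 25 genes were higher and 3 lower in R1 cells, 18 and 1 of them shared with HEK293T cells; 190 entries differed in response, and the median R1 response of the genes higher in HEK293T was 0.43. With its filter on genes with one extreme library turned off, these were 35 and 4, 21 and 1, 197 and 0.43. With DESeq2 on the 6 libraries of one comparison, 1139 genes were higher and 632 lower in HEK293T cells, 3 and 1 in R1 cells, with 2 shared higher genes; 1452 were higher and 909 lower between the lines, and the medians were 0.31 and -0.43. With DESeq2 and the adjusted p-value alone, on the 12 libraries, 1290 genes were higher and 947 lower in HEK293T cells, 33 and 7 in R1 cells, 25 and 5 of them shared, and 1519 and 1365 between the lines; 245 entries differed in response, and the medians were 0.31 and -0.21. On the 6 libraries of one comparison, these were 2865 and 2797, 3 and 1 with 2 shared higher genes, 2683 and 2667, and 0.23 and -0.21. With edgeR on those 6 libraries, the counts were 1281 and 618 in HEK293T cells, 0 higher genes in R1 cells and 0 shared, 1503 and 829 between the lines, and medians of 0.30 and -0.44; the spread estimated in R1 cells alone holds R1 −Met+Hcy replicate 3, and that in HEK293T cells does not.

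With the trend with GC content removed, 3 genes were higher in R1 cells, all 3 shared with HEK293T cells; 100 entries differed in response, the medians were 0.40 and -0.21, and PPP2CA in R1 cells changed direction, from 0.18 to -0.024. With the trends with GC content and transcript length removed, these were 4, 3 and 182, with medians of 0.405 and -0.225, and PPP2CA was again at -0.024; the direction in R1 cells also changed for the lists of the methionine cycle (camera's Benjamini-Hochberg adjusted p = 0.606), S phase (0.26) and G2 and M phase (0.26). With these trends removed and without R1 −Met+Hcy replicate 3, 1192 genes were higher and 488 lower in HEK293T cells, 9 and 2 in R1 cells, 8 and 2 of them shared; 478 entries differed, 1336 genes were higher between the lines, and the median of the higher genes was 0.40. Leaving out that library alone changed the direction in R1 cells of the lists of S phase (camera's Benjamini-Hochberg adjusted p = 0.183) and G2 and M phase (0.0185).

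With the adjusted p-value alone, 477 genes were lower in HEK293T cells and 769 lower between the lines, and the medians were 0.37 and -0.26. With no filter on low counts, 6 entries differed in response, and with 1 entry per set of copies 4. PC1 held 37.65% with all genes and 50.7% with the variance stabilizing transformation. With a correlation estimated from the data, 2 gene list tests passed, and with fry the methionine cycle in HEK293T cells changed direction (Benjamini-Hochberg adjusted p = 0.977).

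With the replicate number as a block, 345 genes were higher and 172 lower in HEK293T cells, and 0 entries differed in response, against 10 without the block (1304 with and 1659 without it at an unadjusted p-value under 0.05). Libraries of the same number in different groups had deviations from their group means that correlated at -0.50 to 0.48 over 11641 genes, and the numbers are not taken to pair the libraries.

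Of the values of single genes that the text names, 2 changed direction, both of PPP2CA, 37 passed a threshold they had not passed, 125 no longer passed and 1059 stayed on their side. Of the values of gene lists, 6 changed direction, 4 passed, 21 no longer passed and 137 stayed. Of the 16 alternatives other than leaving out libraries, 10 kept the number of higher genes and 9 that of lower genes in HEK293T cells within 1.5 times, 7 and 10 did in R1 cells, 11 and 11 between the lines, and 7 and 12 for the shared genes; 4 of 13 did for the difference in response.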

Differences from the paper's values

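The paper gives 881 genes higher and 497 lower in −Met+Hcy in HEK293T cells, and edgeR's quasi-likelihood test called 521 and 273. Of the 15 alternatives set before the data were examined, 4 came within 1.5 times of the paper's values, DESeq2 on the 12 libraries (749 and 407), DESeq2 on the libraries of one comparison (1139 and 632), edgeR on those 6 libraries (1281 and 618) and the adjusted p-value alone (730 and 477). RLE scaling, either filter, the replicate number as a block, robust estimation and leaving out any HEK293T library did not. The paper's methods name DESeq2 and do not say which libraries were fitted together; they give a threshold on the fold change for volcano plots, and for Venn diagrams the adjusted p-value alone. Leaving out R1 −Met+Hcy replicate 3 (1154 and 608), and removing the trend with GC content (706 and 398), with GC content and transcript length (776 and 338), the latter without that library (1192 and 488), or turning off DESeq2's filter (751 and 408) came within 1.5 times too, and were chosen after the values were seen. DESeq2 with the adjusted p-value alone, also chosen after the values were seen, did on the 12 libraries for the higher genes (1290) and not for the lower genes (947), and on the libraries of one comparison for neither (2865 and 2797).

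In R1 cells the paper gives 113 genes higher and 25 lower, and edgeR called 1 and 0; the lower genes add up to about 27 in Fig. 2C, read by eye. None of the 15 alternatives set before the data were examined came within 1.5 times of these, and DESeq2 on the 12 libraries came closest for both (25 and 3). For the genes shared by HEK293T and R1 cells, Fig. S7C shows about 69 higher and about 14 lower, read by eye, and edgeR called 1 and 0; none of the 21 alternatives came within 1.5 times, with DESeq2 at 18 and 1. In percent of the genes called in R1, the paper states a share of roughly 2 of every 3 for higher genes and 1 of every 2 for lower genes, and DESeq2 gave 72.0 and 33.3%, from 25 and 3 genes. Turning off DESeq2's filter, chosen after the values were seen, gave 35 and 4 genes in R1 cells, 21 and 1 of them shared (60.0 and 25.0%). DESeq2 with the adjusted p-value alone, chosen after the values were seen, gave 33 and 7 genes in R1 cells, 25 and 5 of them shared (75.8 and 71.4%), on the 12 libraries, and 3 and 1, 2 and 0 of them shared, on the 6 libraries of one comparison. None of these came within 1.5 times of the paper's numbers of genes.

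The paper lists OSMR, EIF3CL and IGFBP3 among the genes that change in R1 cells, and edgeR did not call them (adjusted p = 0.622, 0.622 and 0.636 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); no setting run here did. Of the 22 genes the paper names for R1 cells, edgeR called MAT2A. DESeq2 on the 12 libraries called 15 (AMD1, ANKRD1, CHAC1, H1-2, HDAC9, HSF2BP, MAT2A, MTRES1, NFIL3, PALMD, PDE4B, SLC7A11, SULT2B1, ZBTB38 and ZNF608), and DESeq2 on the libraries of one comparison called MAT2A and SLC7A11. Leaving out R1 −Met+Hcy replicate 3 called CHAC1 and MAT2A. Chosen after the values were seen, DESeq2 with the adjusted p-value alone called the same 15 on the 12 libraries and the same 2 on those of one comparison, DESeq2 without its filter called 17, with ARL2-SNX15 and PBX2 added to the 15; the removal of the trend with GC content called CHAC1 and MAT2A, that with transcript length as well called AMD1 besides, and the latter without R1 −Met+Hcy replicate 3 called 5 (AMD1, CHAC1, H1-2, MAT2A and SLC7A11). XDH and SOSTDC1, which the paper labels, were not called under any setting run here.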

Other observations

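The tests of R1 −Met+Hcy replicate 3 other than that of fewer RNA molecules, of the axis within groups, of the copies of genes, of the few genes called in R1, and of that library for the weaker change in R1 were chosen only after the result was seen; the other tests in this part were written down before.

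R1 −Met+Hcy replicate 3 lies apart from the other libraries. Its difference per gene from the other libraries of its group had a standard deviation of 1.42 on the log2 scale after scaling, against 0.17 to 0.52 in the other 11 libraries, from whose comparisons it was left out. This argues against a few genes taking most of the counts, since these would shift the other genes together. The 10 largest genes did hold more of its counts than elsewhere, 8.91% against 4.79 to 7.31%. Mitochondrial genes held 8.72%, against 2.38 to 5.24%, and no cause of this was tested in this library. Its Spearman's rho with GC content was -0.74, beyond that of any other library, and with transcript length 0.12, within the range of the others (up to 0.54 in size). A smooth trend on GC content held 47.8% of the variance, and 1.03 was left of the standard deviation once it was removed, against at most 0.49 elsewhere, so GC content cannot be the whole cause. Its total count of 18771349 is the highest of the 12, which argues against lower depth. Of the genes with an expected count of 20 to 50 and a GC content in the middle range, 31.30% were at 0 in it (159 of 508), against 0.17 to 0.82% in the others, and the share was 13.1% at low and 58.6% at high GC content; 3272 genes were at 0 in all, against 700 to 1202. Fewer RNA molecules behind its counts, together with a loss of GC-rich transcripts, are a candidate explanation. The share of genes on the R1 side of the midpoint between the lines was 64.3% (94.5 to 100% in the other R1 libraries, 0 to 33.3% in HEK293T), and the genes found in HEK293T cells alone reached 2.50% of their HEK293T level, with 22 counts in 1 of 6 genes, which argues against a swapped label and against an admixture of HEK293T cells. The genes called higher in HEK293T changed by a median of 0.41 in it, as in the other R1 −Met+Hcy libraries (0.42 and 0.38), so a stronger response is not what sets it apart. No further biological explanation was tested.

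In the other 11 libraries, the main axis of the differences within groups held 64.8% of the variance within groups and had a Spearman's rho of 0.49 with transcript length and 0.30 with GC content across 11124 genes. A trend with transcript length may be part of these differences. Of the 10 splits of the 6 HEK293T libraries, 1 called as many genes as the media, the real split. Of those of the 6 R1 libraries, 2 did, and a split into +Met replicates 1 and 3 with −Met+Hcy replicate 2 against the rest called 264 (245 higher, 19 lower). The share of splits cannot fall under 0.1 in either. With the trends with GC content and transcript length removed, that split called 0, so the trends may account for its genes. No biological explanation of the split was tested.

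Few genes were called in R1 cells, 1 by edgeR with 1336 at an unadjusted p-value under 0.05, against 794 in HEK293T cells. Without R1 −Met+Hcy replicate 3, 3 were called in R1 cells and 1762 in HEK293T cells, and with 1 HEK293T −Met+Hcy library left out as well, so that the numbers of libraries are equal, 3 and 1404 to 1674. With the trends with GC content and transcript length removed too, the numbers were 11 and 1680, and 5 to 10 and 1435 to 1594 at equal numbers of libraries. With DESeq2 on the 12 libraries 28 were called in R1 cells and 1156 in HEK293T cells, and on the 6 libraries of each line 4 and 1771. These values argue against the spread that the library adds, the trends together with it and the model of the counts as the whole cause. A weaker response of R1 cells stays open as a hypothesis, and so does a larger spread between the other R1 libraries. R1 +Met replicate 2 differed from its group with a standard deviation of 0.52 on the log2 scale, against 0.17 to 0.36 in HEK293T libraries. Its chi-square per gene was 75.56 and 94.57 with the other R1 +Met libraries, which had 7.37 between them, against 13.20 to 50.08 within HEK293T groups. Whether this spread accounts for the few genes called was not tested.

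The genes called in HEK293T cells change less in R1 cells. Part of this could come from the choice of the genes on the HEK293T libraries, so they were chosen again with 1 library of each medium left out. In the libraries left out, the higher genes changed by a median of 1.90 to 2.84 over 9 such choices of 14 to 58 genes, against 0.49 to 0.74 in R1 cells; for the lower genes, the 3 choices with at least 10 genes gave -1.55 to -1.23 against -0.40 to -0.37, and 4 choices of 1 to 8 genes gave -2.085 to -1.20 against -0.54 to -0.21. Leaving out R1 −Met+Hcy replicate 3 gave a median in R1 cells of 0.40, and removing the trends with GC content and transcript length gave 0.41 against 1.44 in HEK293T cells. These values argue against the choice of the genes, that library and the trends as the whole cause. A weaker response in R1 cells stays open as a hypothesis.

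Several entries that the paper names have near-identical copies. EIF3CL took at most 0.49% of the counts of the pair with EIF3C in a library, and its counts could be reads of EIF3C. ARL2-SNX15 had counts in R1 −Met+Hcy replicate 3 alone, where ARL2 had 452 counts against 793 to 1607 in the others and SNX15 had 183, and reads of these genes may have been assigned to their readthrough transcript. The entry of PBX2 had 152 counts there, as many as each other entry of PBX2 in that library, and the counting may have shared reads between the copies. No biological explanation was tested for the copies.

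Of the genes of PP2A and its methylation, PPP2CA had a log2 fold change of 0.49 in HEK293T cells (adjusted p = 0.0597), 0.18 in R1 cells (0.688) and -0.34 between the lines (0.156), and PPP2CB -0.10 (0.764), LCMT1 -0.32 (0.492) and PPME1 -0.87 (0.0182) in HEK293T cells, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ranges over the alternatives for these genes cover 15 of them, with adjusted p-values from edgeR or DESeq2 with Benjamini-Hochberg adjustment. In HEK293T cells they ran from 2e-05 to 0.212 for PPP2CA and from 0.000205 to 0.0849 for PPME1. Between the lines they ran from 0.0041 to 0.494 for PPP2CA. The fold changes of PPP2CA and PPME1 stayed under the threshold. PRMT1 was called lower in HEK293T cells (-1.17, adjusted p = 0.0233 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3.16e-05 to 0.101 over the alternatives with edgeR or DESeq2), though not with the replicate number as a block nor without any one of 5 of the 6 HEK293T libraries, all but +Met replicate 2. It was also called lower in R1 than in HEK293T cells in +Met (-1.11, adjusted p = 0.0218, from edgeR with Benjamini-Hochberg adjustment, and 4.79e-05 to 0.103 over the alternatives with edgeR or DESeq2), though not without replicate 1 or 3 of +Met in either line. PRMT5 had -0.52 in HEK293T (0.0897, and 0.000135 to 0.265 over the alternatives with edgeR or DESeq2) and -0.53 in R1 cells (0.622), and NPRL2 -0.20 in HEK293T cells (0.682), from the same edgeR test with Benjamini-Hochberg adjustment. These are levels of RNA, and methylation of the PP2A catalytic subunit was not measured by them.

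As a list, the PP2A genes had adjusted p-values of 0.355 in HEK293T cells, 0.888 in R1 cells, 0.644 between the lines and 0.393 for the difference in response, and passed under no alternative (limma's camera with Benjamini-Hochberg adjustment over 24 tests, as for the values below; ranges are over 7 alternatives). The list of the methionine cycle was lower in R1 than in HEK293T cells in +Met (0.000353, range 0.00023 to 0.129, 18 of 22 genes), with 0.355 and 0.644 in HEK293T and R1 cells. For its difference in response the value was 0.213 (range 0.0264 to 0.822), and it passed without R1 −Met+Hcy replicate 3 alone (0.0264). Cholesterol and isoprenoid synthesis was higher in R1 in +Met (0.00258, range 1.63e-05 to 0.228, 23 of 26 genes), with 0.0459 for the difference (range 0.0152 to 0.508). The S phase list was lower in R1 in +Met (0.00388, range 0.000833 to 0.123, 31 of 40 genes). In HEK293T cells it had 0.0641 (range 0.00724 to 0.228) and passed with fry (0.0197) and with the trends with GC content and transcript length removed (0.00724). In R1 cells it had 0.644, and for the difference 0.0349, which was 0.31 without R1 −Met+Hcy replicate 3 (range 0.0323 to 0.31). The G2 and M phase list was lower in HEK293T cells in −Met+Hcy (0.0199, range 0.00501 to 0.392, 29 of 40 genes). In R1 cells it had 0.347 and 0.0185, in the opposite direction, without R1 −Met+Hcy replicate 3 (range 0.0185 to 0.8). Between the lines it had 0.644 and passed with the trends removed (0.0336, range 0.0336 to 0.815), and for the difference it had 0.00258 (range 0.00271 to 0.246), which was 0.117 without that library. The amino acid response was lower in R1 in +Met (0.00298, range 0.0012 to 0.245, 26 of 37 genes). No cause was tested for these lists.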
